# Lipolysis of bone marrow adipocytes is required to fuel bone and the marrow niche during energy deficits

**DOI:** 10.7554/eLife.78496

**Published:** 2022-06-22

**Authors:** Ziru Li, Emily Bowers, Junxiong Zhu, Hui Yu, Julie Hardij, Devika P Bagchi, Hiroyuki Mori, Kenneth T Lewis, Katrina Granger, Rebecca L Schill, Steven M Romanelli, Simin Abrishami, Kurt D Hankenson, Kanakadurga Singer, Clifford J Rosen, Ormond A MacDougald

**Keywords:** bone marrow adipocyte, lipolysis, adipose triglyceride lipase, caloric restriction, bone, hematopoiesis, Mouse

## Abstract

To investigate roles for bone marrow adipocyte (BMAd) lipolysis in bone homeostasis, we created a BMAd-specific Cre mouse model in which we knocked out adipose triglyceride lipase (ATGL, *Pnpla2* gene). BMAd-*Pnpla2*^-/-^ mice have impaired BMAd lipolysis, and increased size and number of BMAds at baseline. Although energy from BMAd lipid stores is largely dispensable when mice are fed ad libitum, BMAd lipolysis is necessary to maintain myelopoiesis and bone mass under caloric restriction. BMAd-specific *Pnpla2* deficiency compounds the effects of caloric restriction on loss of trabecular bone in male mice, likely due to impaired osteoblast expression of collagen genes and reduced osteoid synthesis. RNA sequencing analysis of bone marrow adipose tissue reveals that caloric restriction induces dramatic elevations in extracellular matrix organization and skeletal development genes, and energy from BMAd is required for these adaptations. BMAd-derived energy supply is also required for bone regeneration upon injury, and maintenance of bone mass with cold exposure.

## Introduction

Adipocytes are found throughout the body, and can be classified generally into white, brown, beige/BRITE and bone marrow adipose tissues (BMAT); however, many other niche depots exist, and adipocyte subpopulations within specific depots have recently been identified (Bagchi et al., 2018; Emont et al., 2022; Sárvári et al., 2021). In an adult human, 50–70% of the bone marrow cavity is filled with BMAT, which contributes ~10% of the total body fat mass (Cawthorn et al., 2014). BMAT was identified in the 19th century, and has been assumed to play significant roles in local bone homeostasis and hematopoiesis (Li et al., 2018; Li and MacDougald, 2021). Clinical associations generally demonstrate inverse relationships between BMAT and bone mass (Shen et al., 2007), or BMAT and circulating immune cells (Polineni et al., 2020), which may be due to the interactions between cells within the bone marrow niche. In addition to bone marrow adipocytes (BMAds), the bone marrow niche contains osteoblasts, osteoclasts, hematopoietic cells, stromal/mesenchymal cells, blood vessels, and nerves (Vogler and Murphy, 1988). The relationships between BMAds, bone cells, and hematopoietic cells are influenced by their shared location within bone, an anatomically restricted system, such that expansion of one cell type is by necessity at the expense of others. For example, elevated BMAT is inversely correlated with low bone mass of aging and diabetes, whereas expansion of BMAT is associated with multiple hematopoietic disorders (Li and MacDougald, 2021). Mechanistic links underlying these associations have proven challenging to investigate because these often involve complex intercellular, endocrine, and/or central mechanisms.

In addition to serving as an energy source, BMAds potentially influence the marrow niche through cell-to-cell contact, release of extracellular vesicles, and secretion of adipokines (e.g. adiponectin and leptin) and cytokines (e.g. adipsin, RANK ligand, and stem cell factor; Aaron et al., 2021; Li et al., 2018). Removal of these stimuli in mouse models of lipodystrophy, which lack BMAT, results in increased bone mass (Corsa et al., 2021; Zou et al., 2020; Zou et al., 2019). However, use of these models to investigate direct effects of BMAT depletion is confounded by concurrent loss of white and brown adipose depots, which also regulate bone mass through myriad mechanisms, including secretion of adipokines (Riddle and Clemens, 2017; Zou et al., 2019). Although loss of BMAT in lipodystrophic mice was integral to the original finding that BMAT is a negative regulator of hematopoiesis, positive effects of BMAT on hematopoiesis have also been observed; these differences are attributed to use of distinct animal models and analysis of different skeletal sites (Ambrosi et al., 2017; Naveiras et al., 2009; Zhou et al., 2017). In rodents, there are two readily identifiable BMAd populations: constitutive BMAT (cBMAT) and regulated BMAT (rBMAT) (Scheller et al., 2015). cBMAT typically exists in distal tibia and caudal vertebrae, appears early in life, and has the histological appearance of white adipose tissue. rBMAT is found in proximal tibia and distal femur, and is comprised of single or clustered BMAds interspersed with hematopoietic cells. Although cBMAT generally resists change in response to altered physiological states, rBMAT expands with aging, obesity, diabetes, caloric restriction (CR), irradiation, and estrogen deficiency, and is reduced by cold exposure, β3-agonist, exercise, and vertical sleeve gastrectomy (Li et al., 2018; Li et al., 2019). These treatments also cause alterations to the skeleton and/or formation of blood cells, some of which may be secondary to effects on BMAds.

In contrast, BMAds have also been thought to fuel maintenance of bone and hematopoietic cellularity because of their shared physical location in the marrow niche. Indeed, Steele, 1884 wrote that fat in marrow 'nourishes the skeleton'; however, that conjecture has not been formally tested because current methods to target BMAds lack penetrance or cause recombination in other cell types, such as white adipocytes, osteoblasts, or bone marrow stromal cells, complicating the interpretation of interactions between BMAds and cells of the marrow niche. To circumvent this problem, we created a BMAd-specific Cre mouse model based on expression patterns of endogenous *Osterix* and *Adipoq*, and investigated the role of BMAds as a local energy source by deleting ATGL/*Pnpla2*, the rate-limiting enzyme of lipolysis. Consistent with *Pnpla2* deficiency in white and brown adipocytes (Ahmadian et al., 2011), BMAd-*Pnpla2*^-/-^ mice have impaired BMAd lipolysis, resulting in hypertrophy and hyperplasia of BMAT. Despite significant increases in bone marrow adiposity, hematopoietic abnormalities of BMAd-*Pnpla2*^-/-^ mice are negligible under basal conditions. However, the recovery of bone marrow myeloid lineages following sublethal irradiation is impaired with CR, and is further reduced by BMAd-*Pnpla2* deficiency. Similarly, the proliferative capacity of myeloid progenitors is also decreased with CR, and further inhibited in mice lacking BMAd-*Pnpla2*. Whereas alterations in bone parameters were not observed in ad libitum fed BMAd-*Pnpla2*^-/-^ mice, bone loss occurred under conditions of elevated energy needs such as bone regeneration or cold exposure, or reduced energy availability such as CR. Reduction of bone mass in CR BMAd-*Pnpla2*^-/-^ mice is likely due to impaired osteoblast functions such as expression of extracellular matrix genes and creation of osteoid. Gene profiling reveals that *Pnpla2* deletion largely blocks CR-induced genes within pathways of extracellular matrix organization and skeletal development, indicating that BMAd-derived energy contributes to skeletal homeostasis under conditions of negative energy balance.

## Results

### Generation of a BMAd-specific Cre mouse model (BMAd-Cre)

Based on previous studies showing that *Osterix* traces to osteoblasts and BMAds, but not to white adipocytes (Chen and Long, 2013; Mizoguchi et al., 2014), we used CRISPR/Cas9 to create *Osterix-FLPo* mice with an in-frame fusion of *Osterix* and optimized *FLPo*, separated by a *P2A* self-cleaving sequence to allow independent functioning of the two proteins (Figure 1A). To validate tissue-specific expression and FLPo efficiency, we bred *Osterix-FLPo* mice to FLP-dependent EGFP reporter mice, and observed EGFP-positive osteocytes, osteoblasts, BMAds, and a subset of marrow stromal cells within the bone (Figure 1B and C).

**Figure 1.**
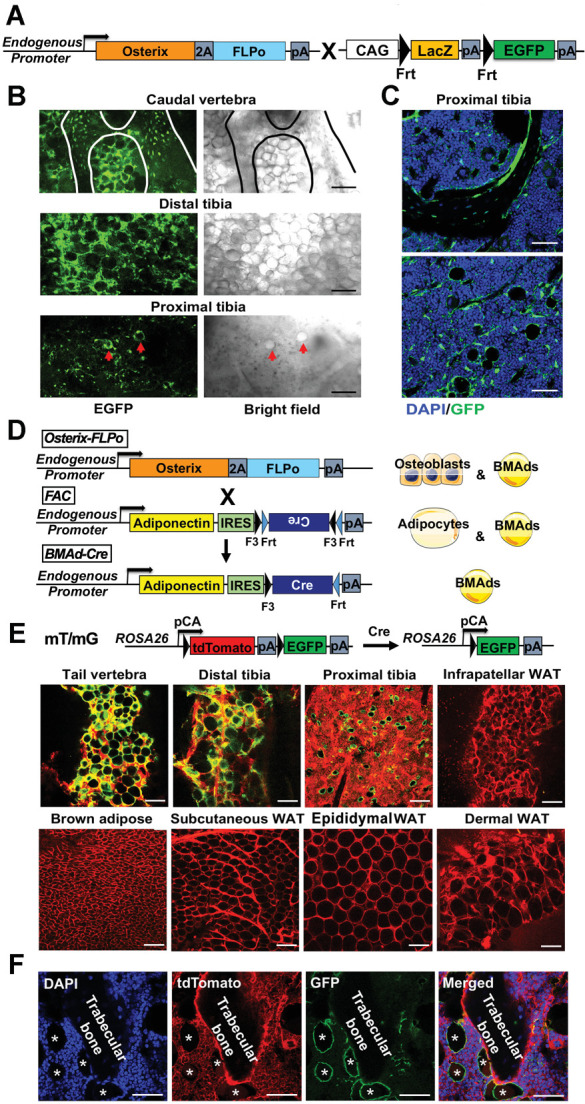
Generation of a BMAd-specific Cre mouse model (BMAd-*Cre*). (**A**) Efficacy of *Osterix-FLPo* was evaluated by crossing with FLP-dependent EGFP reporter to yield *Osterix*-EGFP. (**B**) *Osterix-*EGFP male mice at 16 weeks were sacrificed. Fresh tissue confocal microscopy was performed on bisected caudal vertebrae, distal tibia and proximal tibia. Red arrows indicate singly dispersed BMAds. Scale bar; 100 μm. (**C**) Frozen-sections of proximal tibial slides from *Osterix*-EGFP were stained with Anti-GFP (green) and DAPI (blue). Scale bar; 50 μm. (**D**) Schematic of how *Osterix-FLPo* recombines FLPo-activated *Adipoq-Cre* (FAC) in BMAd-*Cre* mice to restrict expression of *Cre* to BMAds. (**E**) BMAd-*Cre* mice were bred with mT/mG reporter mice and the resulting BMAd-mT/mG mice were sacrificed at 16 weeks of age. Cellular fluorescence was evaluated by fresh tissue confocal microscopy. Scale bar; 100 μm. (**F**) Proximal tibial sections from BMAd-mT/mG mice were stained with antibodies to tdTomato (red) and EGFP (green), and nuclei were counterstained with DAPI (blue). * indicates BMAds. Scale bar; 50 μm.

**Figure 1—figure supplement 1.**
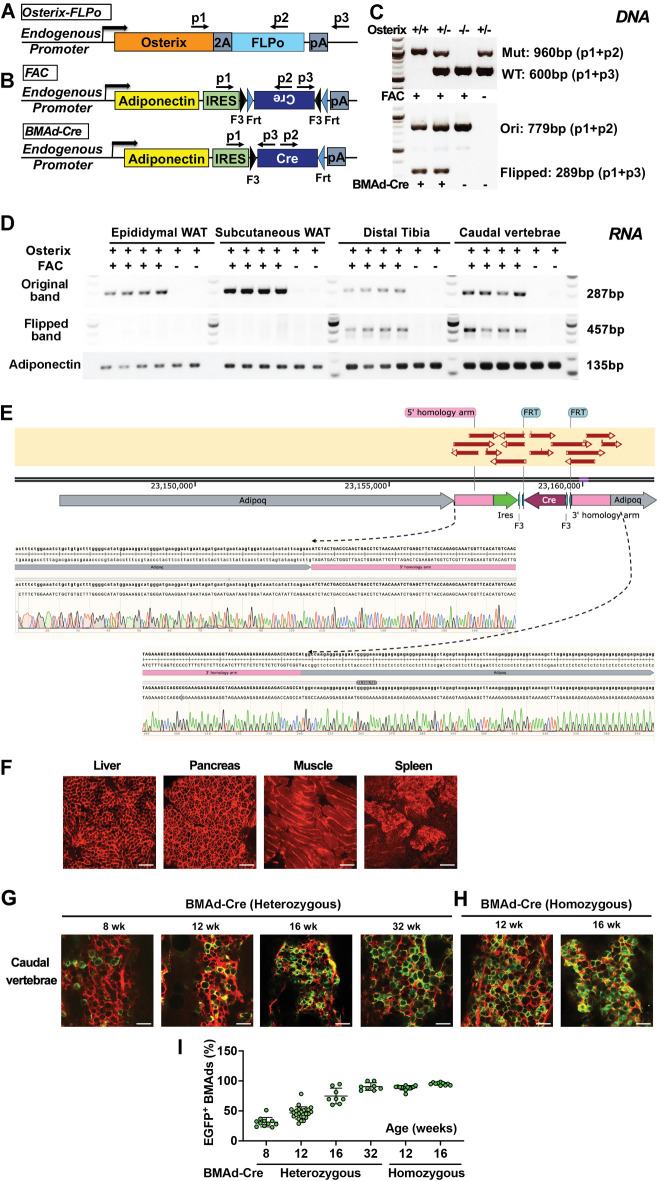
Genotyping strategy and validation of BMAd-*Cre*. (**A-C**) Schematic of genotyping primer designing for *Osterix-FLPo* (**A**) and FLPo activated *Adipoq-Cre* (FAC; **B**), and representative genotyping results (**C**). Mut = Mutation; WT = wildtype; Ori = original band without conversion of reversed *Cre* cassette; Flipped = FLPo activated *Cre* (BMAd-*Cre*). + indicates the presence of insertion; - indicates wild type. (**D**) The flipped recombination band was found in mRNA of bone, but not WAT depots. Mice expressing *Osterix-FLPo* with or without FAC were sacrificed and mRNA was isolated. cDNAs from distal tibiae, caudal vertebrae, epididymal and subcutaneous WATs were used for PCR and agarose gel electrophoresis. + indicates the presence of insertion; - indicates wild type. (**E**) Representative image of genomic PCR sequencing aligned with the endogenous allele. (**F**) BMAd-*Cre* mice were bred with mT/mG reporter mice and the resulting BMAd-mT/mG mice were sacrificed at 16 weeks of age. Cellular fluorescence was evaluated by fresh tissue confocal microscopy. Scale bar; 100 μm. (**G-I**) Efficiency of BMAd-*Cre* recombinase is age- and allele-dependent. Fresh caudal vertebrae collected from BMAd-mT/mG mice at indicated ages were bisected and used for confocal imaging. Scale bar; 100 μm. (**I**) Quantification of EGFP+ BMAds.

**Figure 1—figure supplement 2.**
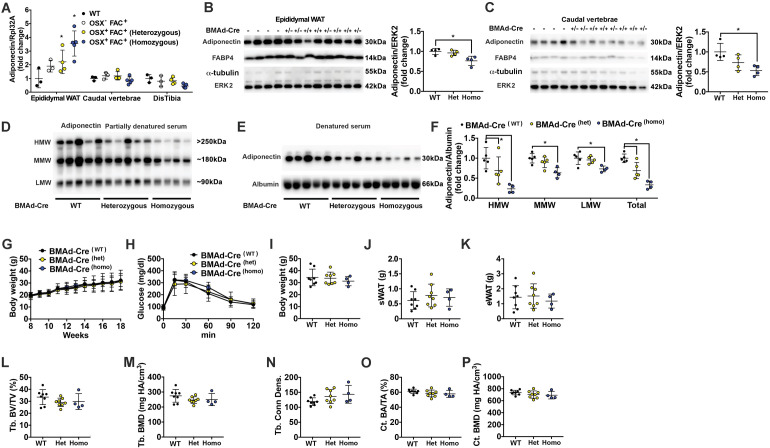
Insertion of *IRES-Cre* cassette in the 3'UTR of endogenous *Adipoq* decreases expression of adiponectin but does not cause a metabolic or bone phenotype. (**A-F**) Endogenous adiponectin expression is decreased by *IRES-Cre* insertion. Mice expressing *Osterix-FLPo* with or without FAC were sacrificed. Epididymal WAT (eWAT), caudal vertebrae, distal tibiae and serum were collected. + indicates the presence of insertion; - indicates wild type. (**A**) mRNA expression of adiponectin in eWAT, caudal vertebrae and distal tibiae from BMAd-*Cre* (OSX^+^FAC^+^) WT, heterozygous, and homozygous mice. (**B-C**) Lysates from eWAT (**B**) and caudal vertebrae (**C**) were used for immunoblot analyses of adiponectin and FABP4, with α-tubulin and ERK2 as loading controls. Quantification was performed using Image J. (**D-F**) Non-denatured (**D**) and denatured (**E**) serum from BMAd-*Cre* WT, heterozygous, or homozygous mice was used for immunoblot analyses of adiponectin, with albumin as a reference protein. (**F**) High (HMW), medium (MMW), and low (LMW) molecular weight forms of adiponectin were quantified by Image J. (**G-P**) Hypoadiponectinemia does not cause detectable phenotypes. Male BMAd-*Cre* WT, heterozygote, or homozygote mice were sacrificed at 18 weeks of age. Soft tissues and bones were collected. (**G-K**) Body weight, glucose tolerance, and WAT depot weights were not changed in BMAd-Cre mice. (**L-P**) Trabecular and cortical bone parameters were determined by μCT. Data are expressed as mean ± SD. * indicates p<0.05 with one-way ANOVA with Tukey’s multiple comparisons test. Figure 1—figure supplement 2—source data 1.Insertion of *IRES-Cre* cassette in the 3'UTR of endogenous *Adipoq* decreases expression of adiponectin but does not cause a metabolic or bone phenotype.

We next created FLPo-dependent *Adipoq-Cre* (FAC) mice, which contain an internal ribosome entry sequence (*IRES*) followed by FLPo-dependent *Cre* in reverse orientation within the 3’-untranslated region (UTR) of endogenous *Adipoq* gene (Figure 1D). FLPo expressed from the *Osterix* locus recombines *Cre* to the correct orientation in progenitors of osteoblasts and BMAds. However, because *Adipoq* is selectively expressed in adipocytes (Eguchi et al., 2011), *Cre* was expressed in BMAds, but not in osteoblasts or other adipose depots. Consistent with this schema, *Cre* in the correct orientation (flipped band, Figure 1—figure supplement 1A–C) was only observed in caudal vertebral DNA of mice that were positive for at least one copy each of *Osterix* (Mut band) and FAC (Ori band). The correct orientation of *Cre* (flipped band) was also observed in mRNA isolated from distal tibiae and caudal vertebrae, but not WAT depots, of *Osterix-FLPo* mice positive for FAC (Figure 1—figure supplement 1D). The correct insertion of the sequence in *Adipoq* 3'-UTR was validated by Sanger sequencing following genomic PCRs that spanned endogenous *Adipoq* sequences, homology arms, *IRES* and *Cre* (Figure 1—figure supplement 1E). To investigate the cell type specificity of Cre activity, we next bred BMAd*-Cre* mice to mT/mG reporter mice (Muzumdar et al., 2007; Figure 1E), in which all tissues and cells express red fluorescence (membrane-targeted tdTomato; mT) at baseline, and will express membrane-targeted EGFP in the presence of cell-specific Cre. We observed loss of tdTomato and gain of EGFP in BMAT depots of caudal vertebrae (tail) and tibiae, but not in brown or white adipose depots, or other tissues/organs such as liver, pancreas, muscle and spleen (Figure 1E and Figure 1—figure supplement 1F). To evaluate conditions optimal for Cre-induced recombination, we visualized conversion of tdTomato to EGFP in BMAd*-Cre* mice at various ages and with different FAC copy numbers (Figure 1—figure supplement 1G–H) and found that the proportion of EGFP-positive BMAds increased with age and number of FAC alleles. Indeed, Cre efficiency was ~80% in both male and female mice over 16 weeks of age with one *Cre* allele, and over 90% at 12 weeks of age in mice with two *Cre* alleles (Figure 1—figure supplement 1I).

Previous studies found that a randomly inserted *Adipoq-Cre* bacterial artificial chromosome (BAC) causes recombination in osteoblasts (Bozec et al., 2013; Eguchi et al., 2011; Mukohira et al., 2019); thus, we tested whether this observation is true in BMAd*-Cre* mice, which rely on endogenous *Adipoq* expression that is further restricted by *Osterix*. When BMAd*-Cre* mice were bred to mT/mG reporter mice, only tdTomato-positive cells were detectable on trabecular bone surfaces (Figure 1F), suggesting that osteoblasts were not targeted. However, labeling of a small subset of stromal/dendritic cells was consistently observed, likely due to expression of *Adipoq* within this cell population (Mukohira et al., 2019).

Although insertion of the FLPo-activated *Cre* cassette into the 3’-UTR of endogenous *Adipoq* overcomes potential problems that arise from random genomic integration, we considered the possibility that placement of the *IRES-Cre* cassette within the 3’-UTR might alter the expression and/or secretion of endogenous adiponectin. We found that insertion of the *IRES-Cre* cassette caused a small, non-significant decrease in *Adipoq* mRNA expression in whole caudal vertebrae or distal tibiae, whereas adiponectin mRNA in white adipose tissue was elevated by more than threefold (Figure 1—figure supplement 2A). Thus, the cassette itself did not limit expression of mRNA. Instead, it appeared that the 2 kb *IRES-Cre* cassette within the 3'-UTR impairs translatability of the mRNA since expression of adiponectin protein in WAT and BMAT was decreased by ~50% (Figure 1—figure supplement 2B and C). Circulating adiponectin concentrations were decreased even further (Figure 1—figure supplement 2D–F), suggesting that flux of translated adiponectin protein was impaired through the secretion pathway. Of note, hypoadiponectinemia is associated with insulin resistance (Cook and Semple, 2010; Li et al., 2021), with discrepant effects reported on osteogenesis (Lewis et al., 2021). Thus, we evaluated systemic metabolism in BMAd-Cre mice and found that body weight, glucose tolerance, WAT depot weights, and tibial trabecular and cortical bone variables were unaffected by this degree of hypoadiponectinemia (Figure 1—figure supplement 2G–P). To minimize variability between treatments, all mice used in the following studies were positive for both *Osterix-FLPo* (predominantly two alleles) and FAC (mostly two alleles). Gene knockout mice and their controls were determined by the presence or absence of floxed alleles, respectively.

### Ablation of adipose triglyceride lipase (ATGL, *Pnpla2*) causes BMAT expansion

A fundamental function of adipocytes is to store excess energy as triacylglycerols and to release non-esterified fatty acids (NEFA) and glycerol during times of negative energy balance. ATGL is the first and rate-limiting enzyme in the lipolytic process; thus, to determine the physiological functions of BMAd lipolysis in bone metabolism and hematopoiesis, we generated BMAd-*Pnpla2*^-/-^ mice, in which the gene encoding ATGL, *Pnpla2*, was specifically deleted in BMAds. We validated the deletion of ATGL in caudal vertebrae, because cBMAT is abundant in this location. Mutant *Pnpla2* mRNA was observed in caudal vertebrae of BMAd-*Pnpla2* mice, but not in WAT (Figure 2A). Possible sources for the remaining wildtype (WT) *Pnpla2* signal include periosteal WAT, non-adipocyte cells, or perhaps from incomplete deletion of *Pnpla2* in BMAds. Immunofluorescent staining confirmed loss of ATGL in proximal tibial rBMAds of BMAd-*Pnpla2*^-/-^ mice (Figure 2B). ATGL protein was reduced substantially in caudal vertebrae, but not in subcutaneous WAT (Figure 2C), which further confirmed specificity of BMAd-*Cre* recombinase for BMAT.

**Figure 2.**
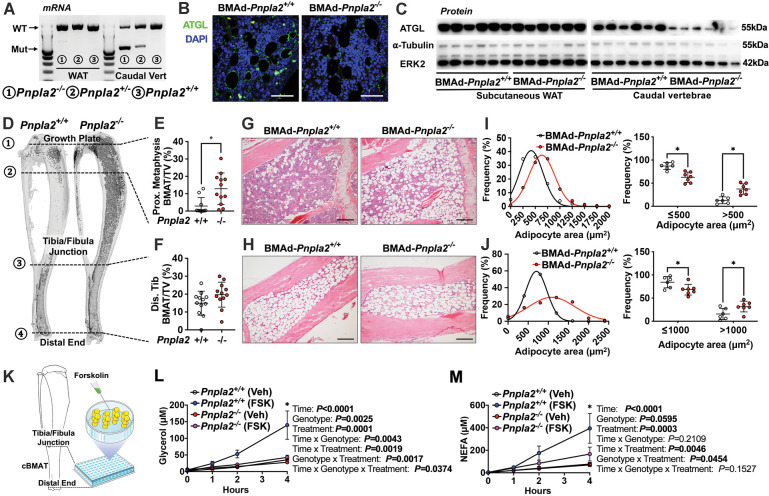
Ablation of adipose triglyceride lipase (ATGL; gene name *Pnpla2*) increases size and number of BMAd. (**A-J**) Male mice of the indicated genotypes at 24 weeks of age were euthanized for investigation of white adipose tissue (WAT) and bone. (**A**) RNA was extracted from WAT and caudal vertebrae, and converted to cDNA. PCR products for wildtype (WT; 1257 bp) *Pnpla2* and exon 2–7 knockout (Mut; 553 bp) bands were visualized. (**B**) Decalcified proximal tibiae were sectioned and used for immunofluorescent staining for ATGL (green) expression. Slides were counterstained with DAPI (blue) for nuclei. Scale bar; 50 μm. (**C**) Immunoblot analyses of ATGL, α-tubulin, and ERK2 in lysates from subcutaneous WAT and caudal vertebral. (**D-F**) Decalcified tibiae were stained with osmium tetroxide and visualized by μCT (**D**). BMAT in proximal (**E**) and distal (**F**) tibia was quantified. Data are expressed as mean ± SD. * indicates p<0.05 with a two-sample *t*-test. (**G–H**) Decalcified tibiae were paraffin-sectioned and stained with Hematoxylin & Eosin. Representative pictures were taken from proximal (**G**) and distal (**H**) tibia. Scale bar; 200 μm. (**I-J**) BMAd sizes from proximal (**I**) and distal (**J**) tibiae were quantified with MetaMorph software. Data are expressed as mean ± SD. * indicates p<0.05 with two-way ANOVA with Sidak’s multiple comparisons test. (**K–M**) Distal tibial BMAT was flushed from female BMAd-*Pnpla2*^-/-^ and their wildtype littermates at 24 weeks of age. For each n, distal tibial explants from two mice were combined per well and cultured in 2% BSA-HBSS solution (**K**). Subgroups from each genotype were treated with forskolin (FSK, 5 μM) or vehicle (Veh, DMSO). Glycerol (**L**) and non-esterified fatty acid (NEFA; **M**) in culture media at indicated time points were measured by colorimetric assay (n=3–4 per treatment). * indicates *Pnpla2*^+/+^ (FSK) different from *Pnpla2^+/+^* (Veh) and from *Pnpla2*^-/-^ (FSK) with p<0.05 with three-way ANOVA followed by Sidak’s multiple comparisons test. Figure 2—source data 1.Ablation of adipose triglyceride lipase (ATGL; gene name *Pnpla2*) increases size and number of BMAd.

To quantify effects of *Pnpla2*-deficiency on bone marrow adiposity and cellularity, we used osmium tetroxide, and hematoxylin and eosin staining, to evaluate BMAT quantity and cellular details, respectively. We found that BMAT volume was significantly increased in proximal tibiae and throughout the endocortical compartment of BMAd-*Pnpla2*^-/-^ mice, whereas differences in BMAT volume were not observed in distal tibiae, which was almost completely occupied by BMAT in control mice (Figure 2D–F). Histological analyses revealed increased BMAd number in proximal tibiae of BMAd-*Pnpla2*^-/-^ mice (Figure 2G and H). Depletion of *Pnpla2* also caused BMAd hypertrophy in both proximal and distal tibia, with an increased proportion of BMAds larger than 500 μm^2^ observed in proximal tibia, and larger than 1000 μm^2^ observed in distal tibia (Figure 2I and J). Secretion of basal glycerol and NEFA from ex vivo cultured explants of distal tibial BMAT was not different between genotypes. On the other hand, forskolin treatment greatly increased lipolysis in BMAT explants from control mice, but secretion of glycerol and NEFA from BMAd-*Pnpla2*^-/-^ explants remained unchanged from basal rates (Figure 2K–M). These results confirm that BMAds of BMAd-*Pnpla2*^-/-^ mice have impaired lipolysis.

### BMAd lipolysis is required to maintain bone homeostasis in male mice under conditions of CR, but not when mice are fed ad libitum

We next evaluated whether loss of BMAd lipolysis in male BMAd-*Pnpla2*^-/-^ mice is sufficient to influence systemic physiology, or function of bone cells within the marrow niche. In mice fed normal chow ad libitum, we did not observe differences in body weight, glucose tolerance, or weights of soft tissue, including subcutaneous WAT (sWAT), epididymal WAT (eWAT), and liver (Figure 3—figure supplement 1A-E), which further confirmed the tissue-specificity of our BMAd-*Pnpla2* knockout model. As observed above, *Pnpla2* deficiency caused expansion of proximal tibial rBMAT (Figure 3—figure supplement 1F and G). Interestingly, when dietary energy was readily available, trabecular bone volume fraction, bone mineral density and trabecular number tended to be lower in BMAd-*Pnpla2*^-/-^ mice, but statistical differences were not observed (Figure 3A–C).

**Figure 3.**
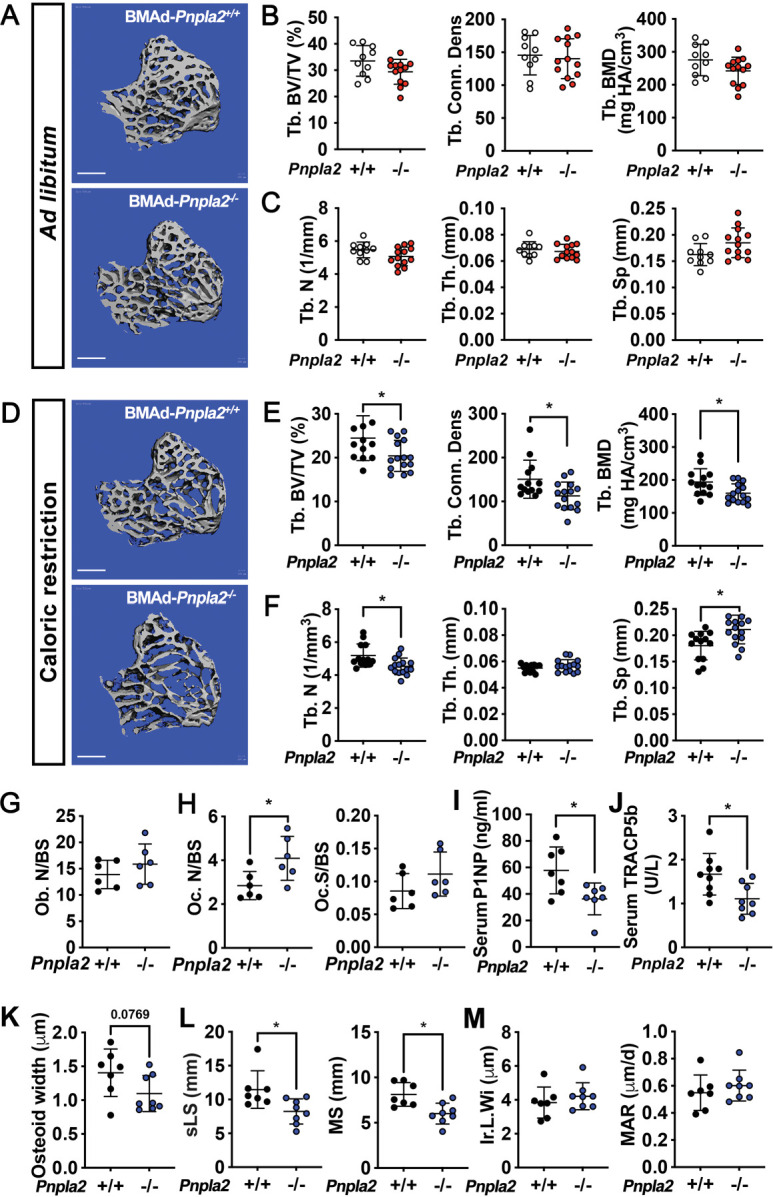
BMAd lipolysis is required to maintain bone homeostasis in male mice under CR conditions, but not when mice are fed ad libitum. (**A-C**) Male BMAd-*Pnpla2*^-/-^ and their BMAd-*Pnpla2*^+/+^ littermates with ad libitum feeding were euthanized at 24 weeks of age. Two independent age- and sex- matched cohorts were plotted together. Tibiae from ad libitum mice were analyzed by μCT for indicated trabecular (Tb.) bone variables. BV/TV: bone volume fraction; Conn. Dens: connective density; BMD: bone mineral density; N: number; Th: thickness; Sp: separation. Scale bars indicate 500 μm. (**D-M**) Male mice at 18 weeks of age underwent 30% CR for 6 weeks. Two independent age- and sex- matched cohorts were plotted together for μCT parameters (**D-F**), one of those two cohorts was used for ELISA, and static or dynamic histomorphometry (**G-M**). (**D-F**) Tibiae from CR mice were analyzed by μCT for indicated trabecular bone variables. Scale bar; 500 μm. (**G-H**) Static histomorphometry analyses were performed to calculate osteoblast number (Ob. N), osteoclast number (OC. N) and osteoclast surface (Oc. S) per bone surface (BS). (**I-J**) Concentrations of circulating P1NP and TRACP5b in CR mice were measured. (**K**) Osteoid quantification was performed on undecalcified plastic sections with Goldner’s Trichrome staining. (**L-M**) Dynamic histomorphometry was performed on calcein-labelled trabecular bone from proximal tibia. sLS: single-labelled surface; MS: mineralized surface; Ir.L.Wi: inter-label width; MAR: mineral apposition rate. Data are expressed as mean ± SD. * indicates p<0.05 with a two-sample *t*-test. In addition, multiple unpaired t tests had been performed crossing all parameters, p values were adjusted for multiple comparisons using Two-stage step-up (Benjamini, Krieger, and Yekutieli) with FDR method. Adjusted p values are shown in Figure 3—source data 1. Figure 3—source data 1.BMAd lipolysis is required to maintain bone homeostasis in male mice under CR conditions, but not when mice are fed ad libitum.

**Figure 3—figure supplement 1.**
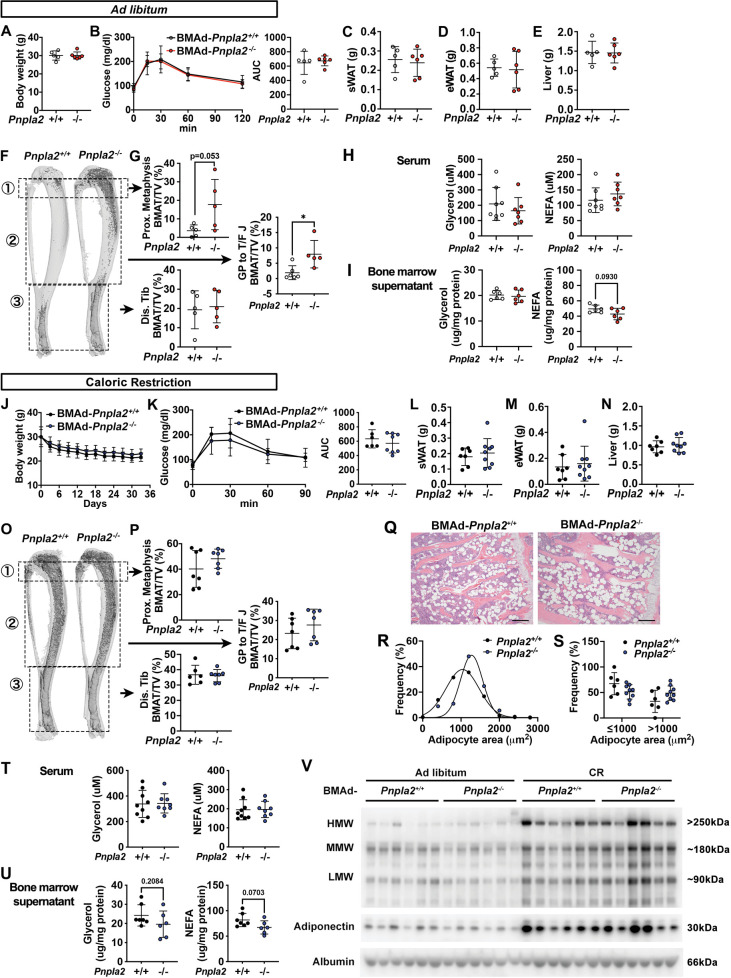
Blocking BMAd-lipolysis does not influence global metabolism when mice are fed ad libitum or calorically restricted. (**A-I**) BMAd-*Pnpla2*^-/-^ male mice and littermate controls (*Pnpla2*^+/+^) were fed ad libitum until 24 weeks of age. Body weight (**A**), glucose tolerance test (**B**), and weights of subcutaneous WAT (sWAT), epididymal WAT (eWAT), and liver (**C-E**) were recorded. Decalcified tibiae were used for osmium tetroxide-staining and quantified by μCT analyses to measure the BMAT volume from proximal to distal ends, as indicated by boxed regions (**F-G**). Concentrations of glycerol and NEFA in serum (**H**) and bone marrow supernatant (**I**) were measured with colorimetric assay kits. Glycerol and NEFA contents in bone marrow supernatant were normalized to protein concentrations. (**J-U**) BMAd-*Pnpla2*^-/-^ male mice and littermate controls (*Pnpla2*^+/+^) at 18 weeks of age and underwent a 30% CR for 6 weeks. Body weight changes (**J**) and glucose tolerance (**K**) were recorded. sWAT (**L**), eWAT (**M**), and liver (**N**) weights were measured during dissection. BMAT volume at different locations were quantified in osmium tetroxide-stained bones following μCT scanning (**O-P**). Representative images of proximal tibial rBMAT are shown (**Q**). Quantitative analyses of BMAd sizes were performed using MetaMorph software (**R-S**). Concentrations of glycerol and NEFA in serum (**T**) and bone marrow supernatant (**U**) were measured using colorimetric assays. Glycerol and NEFA contents in bone marrow supernatant were normalized to protein concentrations. (**V**) Immunoblot analyses of circulating adiponectin under non-reducing and non-heat-denaturing conditions (top panel), and denaturing conditions (middle panel), with albumin as a loading control (low panel). HMW: high molecular weight forms; MMW: medium molecular weight forms; LMW: low molecular weight. Data are expressed as mean ± SD. * indicates p<0.05 with a two-sample *t*-test. Figure 3—figure supplement 1—source data 1.Blocking BMAd-lipolysis does not influence global metabolism when mice are fed ad libitum or calorically restricted.

**Figure 3—figure supplement 2.**
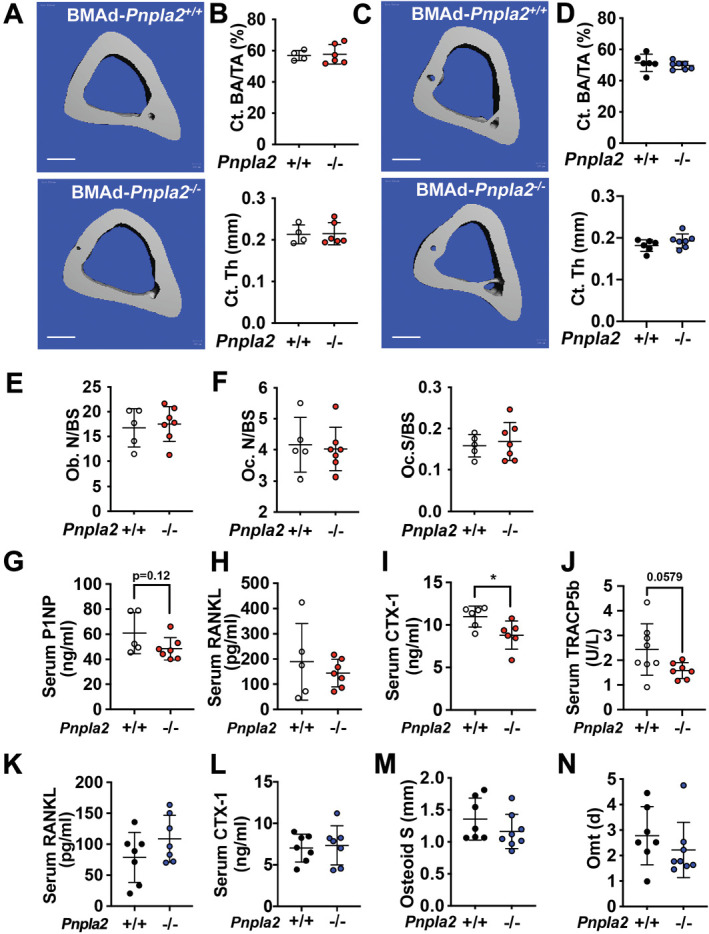
Cortical bone variables in BMAd-*Pnpla2*^-/-^ mice and other possible mechanisms for bone loss in BMAd-*Pnpla2*^-/-^ CR mice. (**A-D**) Mouse tibiae from 24 weeks old ad libitum (**A-B**) or CR (**C-D**) mice were collected. Cortical bone area (CT. BA/TA) and thickness (Ct. Th) were measured by μCT. Scale bar; 500 μm. (**E-J**) BMAd-*Pnpla2*^-/-^ male mice and littermate controls (*Pnpla2*^+/+^) were fed ad libitum until 24 weeks of age. (**E-F**) Proximal tibial static histomorphometry was performed to calculate osteoblast number (Ob. N), osteoclast number (OC. N) and osteoclast surface (Oc. S) per bone surface (BS). (**G-J**) Circulating P1NP, RANKL, CTX-1 and TRACP5b were measured with commercially available ELISA kits. (**K-N**) BMAd-*Pnpla2*^-/-^ male mice and littermate controls (*Pnpla2*^+/+^) at 18 weeks of age underwent a 30% CR for 6 weeks. (**K-L**) Circulating RANKL and CTX-1 were measured with commercially available ELISA kits. (**M-N**) Histomorphometry analysis for osteoid surface and osteoid maturation time (Omt). Data are expressed as mean ± SD. * indicates p<0.05 with a two-sample *t*-test. Figure 3—figure supplement 2—source data 1.Cortical bone variables in BMAd-*Pnpla2*^-/-^ mice and other possible mechanisms for bone loss in BMAd-*Pnpla2*^-/-^ CR mice.

**Figure 3—figure supplement 3.**
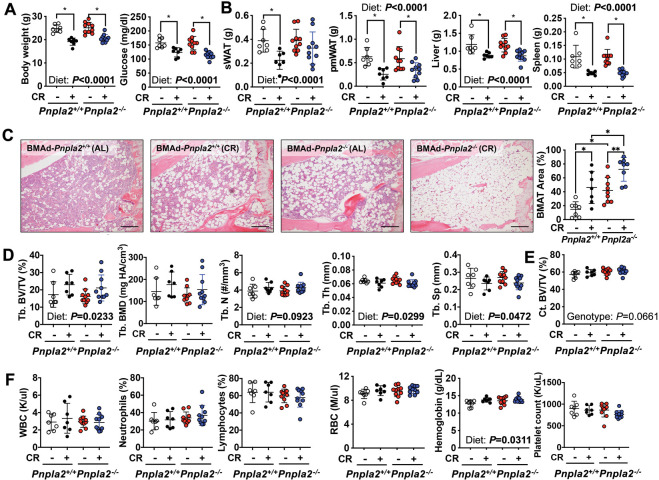
BMAd lipolysis is not required in female mice to maintain bone homeostasis under CR conditions. BMAd-*Pnpla2*^-/-^ female mice and their wildtype controls (*Pnpla2*^+/+^) at 18 weeks of age were fed ad libitum (AL) or underwent a 30% CR for another 6 weeks. (**A-B**) Final body weight and random glucose levels were measured (**A**). sWAT, parametrial WAT (pmWAT), liver and spleen weights were recorded during dissection (**B**). (**C**) Representative images from proximal tibiae were collected from decalcified and paraffin-sectioned bones. Scale bar; 200 μm. Quantification of BMAT surface area was finished by Image J. (**D-E**) Trabecular and cortical bone variables were determined by μCT analysis. (**F**) Complete blood counts (CBC) were performed to measure white and red blood cells in circulation. Data are expressed as mean ± SD. * indicates p<0.05 with two-way ANOVA analysis followed by Šídák’s multiple comparisons test. Significant effects of genotype or diet as well as trends are shown. Figure 3—figure supplement 3—source data 1.BMAd lipolysis is not required in female mice to maintain bone homeostasis under CR conditions.

**Figure 3—figure supplement 4.**
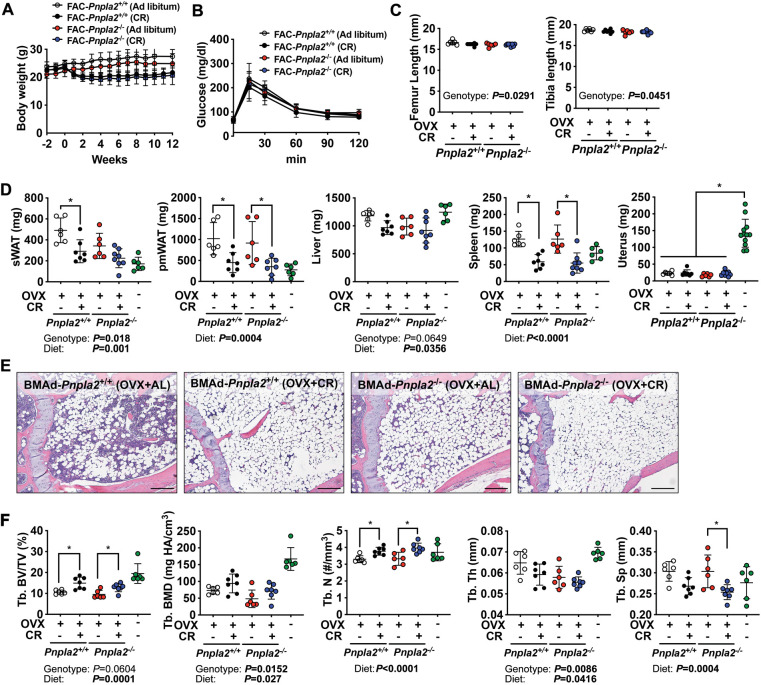
BMAd-lipolysis impairment in estrogen-deficient female mice does not affect CR-induced bone changes. Female mice at 16 weeks of age underwent ovariectomy and recovered for 2 weeks, which were followed by 30% CR for 12 weeks.+ indicates OVX or CR, - indicates sham or ad libitum, respectively. Changes in body weight (**A**) and glucose tolerance test (**B**) were recorded. Femoral and tibial lengths were measured (**C**). Weights of sWAT, pmWAT, liver, spleen, and uterus were measured during dissection (**D**). Representative images of proximal tibial BMAT were shown (**E**). Trabecular bone parameters were determined by μCT (**F**). Tb.: trabecular bone; BV/TV: bone volume fraction; BMD: bone mineral density; N: number; Th: thickness; Sp: separation. Green dots show bone variable measurements from a sex- and age- matched independent cohort of sham ad libitum (OVX -; CR -) mice. Data are expressed as mean ± SD. * indicates p<0.05 with two-way ANOVA analysis followed by Šídák’s multiple comparisons test. Significant effects of genotype or diet as well as trends are shown. Sham ad libitum group is not included for statistical analyses. Figure 3—figure supplement 4—source data 1.BMAd-lipolysis impairment in estrogen-deficient female mice does not affect CR-induced bone changes.

Our experiments in ad libitum fed mice suggest that energy released from BMAds is dispensable for bone cell functioning when dietary energy is plentiful, which is supported by the comparable concentrations of glycerol and NEFA in circulation and in bone marrow supernatant in BMAd-*Pnpla2*^+/+^ and BMAd-*Pnpla2*^-/-^ mice (Figure 3—figure supplement 1H and I). To determine whether male BMAd-*Pnpla2*^-/-^ mice have impaired bone homeostasis when dietary energy is limited, we next challenged mice with a 30% CR for 6 weeks. BMAd-*Pnpla2*^-/-^ mice did not have altered body weight, glucose tolerance, or tissue weights comparing with their controls (Figure 3—figure supplement 1J-N), suggesting that BMAds were not a critical source of circulating energy under these conditions. Although *Pnpla2*^-/-^ mice fed ad libitum had increased rBMAT compared to controls (Figure 3—figure supplement 1F and G), CR stimulated rBMAT expansion in control mice such that BMAT volume and BMAd size were comparable between genotypes (Figure 3—figure supplement 1O-S). Despite having a similar amount of rBMAT, BMAd-*Pnpla2*^-/-^ mice fed CR diet had reduced trabecular bone volume fraction, connective density, and bone mineral density when compared to controls (Figure 3D and E). This reduction in bone mass is due to decreased trabecular bone number and increased trabecular spacing, without effects on trabecular thickness (Figure 3F). BMAds are a source of NEFA for vicinal osteoblasts (Maridas et al., 2019); thus, the reduction in trabecular bone in CR BMAd-*Pnpla2*^-/-^ mice likely resulted from impaired osteoblast function due to insufficient energy available in the bone marrow niche. Consistent with this notion, we observed a trend (p=0.07) towards reduced NEFA concentrations in bone marrow supernatant of CR BMAd-*Pnpla2*^-/-^ mice, whilst circulating glycerol and NEFA concentrations were not different between genotypes (Figure 3—figure supplement 1T and U). Although FAC mice have hypoadiponectinemia at baseline, circulating adiponectin was still increased dramatically in response to CR. Comparable adiponectin concentrations between BMAd-*Pnpla2*^+/+^ and BMAd-*Pnpla2*^-/-^ mice (Figure 3—figure supplement 1V) excludes the possibility that differences in circulating adiponectin may confound the bone phenotype in BMAd-*Pnpla2*^-/-^ mice. Finally, changes in cortical bone area and thickness were not observed in BMAd-*Pnpla2*^-/-^ mice with either ad libitum or CR diet (Figure 3—figure supplement 2A-D), perhaps because cortical bone surfaces are less active.

To investigate mechanisms underlying trabecular bone loss in CR BMAd-*Pnpla2*^-/-^ mice, we next measured circulating markers of bone cell activity and performed histomorphometry. Osteoblast and osteoclast numbers and osteoclast surface were not changed by BMAd-*Pnpla2* deficiency under ad libitum conditions (Figure 3—figure supplement 2E and F). Although circulating markers of bone formation (P1NP) and osteoclast activation (RANK Ligand) were not altered in BMAd-*Pnpla2*^-/-^ mice, markers for bone resorption (CTX-1) and osteoclast activation (TRACP5b) were decreased or showed a strong trend towards reduction, respectively (Figure 3—figure supplement 2G-J). Although with CR, osteoblast numbers were not altered by a deficiency of BMAT lipolysis, the bone formation marker P1NP was decreased (Figure 3G and I), suggesting that osteoblast functions were impaired. Osteoclast numbers were increased in CR BMAd-*Pnpla2*^-/-^ mice, but the osteoclast surface per bone surface (Oc.S/BS) was not changed and the osteoclast activation marker, TRACP5b, was decreased (Figure 3H and J), suggesting osteoclast function was inhibited. No differences were observed in RANK Ligand and CTX-1 with CR (Figure 3—figure supplement 2K and L). We then visualized and quantified osteoid thickness with Goldner’s trichrome staining and observed a trend towards thinner osteoid layers without affecting osteoid surface (Figure 3K and Figure 3—figure supplement 2M), which could be secondary to impaired secretion of collagen matrix by osteoblasts or to enhanced bone mineralization. Further, we injected mice with calcein to label those bone surfaces undergoing active mineralization. Dynamic histomorphometry data suggests that BMAd-*Pnpla2*^-/-^ mice had less bone-forming surface, as indicated by reduced single-labelled surface (sLS) and mineral surface (MS) (Figure 3L). There were no differences in double-labelled bone surface, inter-label width, mineral apposition rate or osteoid maturation time (Figure 3M and Figure 3—figure supplement 2N), suggesting that bone mineralization is not affected by loss of BMAd lipolysis. Taken together, these data support a model in which reduced trabecular bone in BMAd-*Pnpla2*^-/-^ mice is likely due to impaired ability of osteoblasts to secrete osteoid.

### BMAd lipolysis is not required to maintain bone homeostasis under calorie-restricted conditions in female mice

To determine whether sex influences responses of BMAd-*Pnpla2*^-/-^ mice to CR, we performed similar experiments in female mice at 20 weeks of age. As expected, after six weeks of CR, both control and knockout mice exhibited comparable reduced body weights, random blood glucose concentrations, and tissue weights (Figure 3—figure supplement 3A and B). CR or *Pnpla2* deficiency caused expansion of proximal tibial rBMAT, which was further increased in CR BMAd-*Pnpla2*^-/-^ mice (Figure 3—figure supplement 3C). Whereas CR increased trabecular bone BV/TV, and decreased Tb. Sp, BMAd *Pnpla2* deletion did not cause changes in trabecular or cortical bone variables in female mice (Figure 3—figure supplement 3D and E). In addition, complete blood cell analyses did not reveal substantial differences in white or red blood cell populations influenced by diet or genotype (Figure 3—figure supplement 3F).

We next considered whether estrogen protects female mice from CR-induced osteoporosis. Thus, we ovariectomized control and BMAd-*Pnpla2*^-/-^ mice 2 weeks prior to initiation of CR. Following initiation of CR, both control and knockout mice demonstrated rapid reduction in body weight for 2 weeks, then gradually stabilized during the following ten weeks (Figure 3—figure supplement 4A). We did not observe significant differences in glucose tolerance or bone length with CR or *Pnpla2* deletion (Figure 3—figure supplement 4B and C). Although CR caused reduction in WAT and spleen weights, these variables were generally not different between genotypes (Figure 3—figure supplement 4D). Interestingly, despite the dramatic increases of BMAT with CR or BMAd-*Pnpla2* deficiency, OVX-associated trabecular bone loss was partially eliminated by CR treatment, which was evidenced by a relative increase in bone volume fraction (Tb. BV/TV) and trabecular number (Tb. N) (Figure 3—figure supplement 4E and F). These data suggest that the metabolic benefits of CR diet may combat detrimental effects of estrogen deficiency and/or aging. Although not observed in intact mice, with OVX *Pnpla2*-deficient mice, the loss of BMAd ATGL caused a slight reduction in trabecular bone mineral density (Tb. BMD) and thickness (Tb. Th) compared to OVX controls (revealed by two-way ANOVA analysis) (Figure 3—figure supplement 4F).

### BMAd lipolytic deficiency impairs myelopoiesis during regeneration

A single rBMAd connects to almost 100 hematopoietic cells (Robles et al., 2019), suggesting that BMAds potentially serve as important local energy sources for hematopoiesis. However, when fed ad libitum, male BMAd-*Pnpla2*^-/-^ mice did not exhibit differences in mature blood cells populations, as assessed by complete blood cell counts (Supplementary file 1) or in bone marrow hematopoietic cell populations, as assessed by flow cytometry (Supplementary file 2 and Figure 4—figure supplement 1A and B). However, we did observe a reduced percentage of bone marrow mature neutrophils in CR BMAd-*Pnpla2*^-/-^ mice (Supplementary file 1, Supplementary file 2), perhaps due to impaired maturation of granulocytes. These data suggest that although neutrophil defects were observed in CR BMAd-*Pnpla2*^-/-^ mice, other hematopoietic cell populations can metabolically compensate for the lack of BMAd lipolytic products.

To investigate further whether hematopoiesis is dependent upon BMAd lipolysis, we administered a sublethal dose of whole-body irradiation, and evaluated hematopoietic cell recovery. Following irradiation, white and red blood cell depletion and recovery were monitored by complete blood cell counts every 2–3 days (Figure 4—figure supplement 1C-E). During the recovery phase, three-way ANOVA analyses revealed that differences in time (days) and diet (AL vs CR) were observed for total white blood cells, lymphocytes, and red blood cells, while significant interactions between genotype (BMAd-*Pnpla2*^+/+^ vs BMAd-*Pnpla2*^-/-^) and time were observed for neutrophils, eosinophils and basophils, suggesting BMAd-*Pnpla2* deficiency specifically influenced myeloid lineage cells. Nine days after irradiation, HSPCs (Figure 4—figure supplement 1F and G) and mature/immature hematopoietic cells (Figure 4A–H) were not influenced by deficiency of BMAd-lipolysis in ad libitum fed mice. However, CR decreased bone marrow cellularity (BMNC) (Figure 4A), and most HSPC populations in control mice (Figure 4—figure supplement 1F and G). Two-way ANOVA also revealed inhibitory effects of CR on monocytes and neutrophils, without changes to lymphocytes (Figure 4B–E). In BMAd-*Pnpla2^-/-^* mice, HSPCs were not altered by CR except for PreMegE cells, which were suppressed. Bone marrow cellularity, monocytes, and neutrophils were also decreased in CR BMAd-*Pnpla2^-/-^* mice. The recovery of neutrophils, preneutrophils, immature and mature neutrophils following irradiation was impaired by CR, and *Pnpla2*-deficiency further reduced ability of neutrophils and mature neutrophils to regenerate (Figure 4E–H). These reductions in monocytes and neutrophils in CR BMAd-*Pnpla2^-/-^* mice suggest that BMAd-lipolysis is required for myeloid cell lineage regeneration when energy supply from circulation is limited. CFU assays, which were optimized for the growth of myeloid progenitor cells (CFU-Granulocytes, CFU-Macrophages and CFU-GM), demonstrated a trend towards fewer granulocyte progenitor colonies (CFU-G) from CR BMAd-*Pnpla2^-/-^* mice (Figure 4I). The proliferative capacity of macrophage progenitors (CFU-M) was impaired when derived from BMAd-*Pnpla2*^-/-^ mice fed ad libitum, or when derived from CR mice of either genotype (Figure 4J). CR marrow produced fewer granulocyte-macrophage progenitors (CFU-GM), which was further reduced when isolated from mice with impaired BMAd-lipolysis (Figure 4K). These data suggest that proliferative and differentiation capacities of cultured myeloid cell progenitors may have been reprogrammed in the marrow niche when their energy supply was limited either by CR or impaired BMAd lipolysis (Figure 4L).

**Figure 4.**
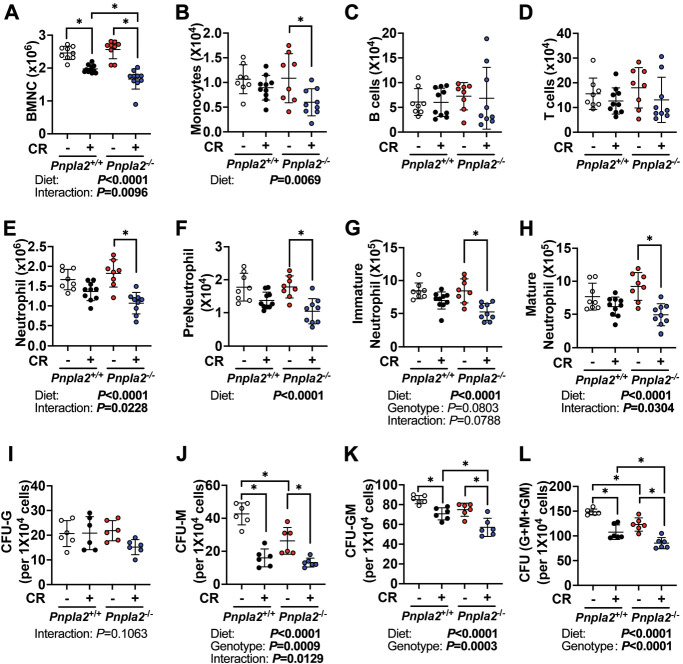
BMAd-*Pnpla2* deficiency impairs myelopoiesis. (**A-H**) BMAd-*Pnpla2*^-/-^ mice and littermate controls (*Pnpla2*^+/+^) were caloric restricted (CR; +) for 20 weeks or remained on an ad libitum diet (-), and then received whole-body irradiation (6 Gy). Mice were euthanized 9 days post-irradiation. Femurs were collected for flow cytometry to measure the regeneration of hematopoietic cells. Bone marrow mononuclear cells (BMNCs), monocytes, B and T lymphocytes and neutrophils were quantified. (**I-L**) CFU assays. Femora and tibial bone marrow cells were isolated from BMAd-*Pnpla2*^-/-^ mice and littermate controls (*Pnpla2*^+/+^), which had been fed ad libitum (-) or a caloric restricted (CR; +) diet for 20 weeks. After counting, 1 × 10^4^ cells were plated for CFU assays. Colonies were counted by an independent expert in a blinded manner 7 days after plating. Data are expressed as mean ± SD. * indicates p<0.05 with two-way ANOVA analyses followed by Šídák’s multiple comparisons test. Significant effects of genotype, diet, or their interactions are shown, as are trends. Figure 4—source data 1.BMAd-*Pnpla2* deficiency impairs myelopoiesis.

**Figure 4—figure supplement 1.**
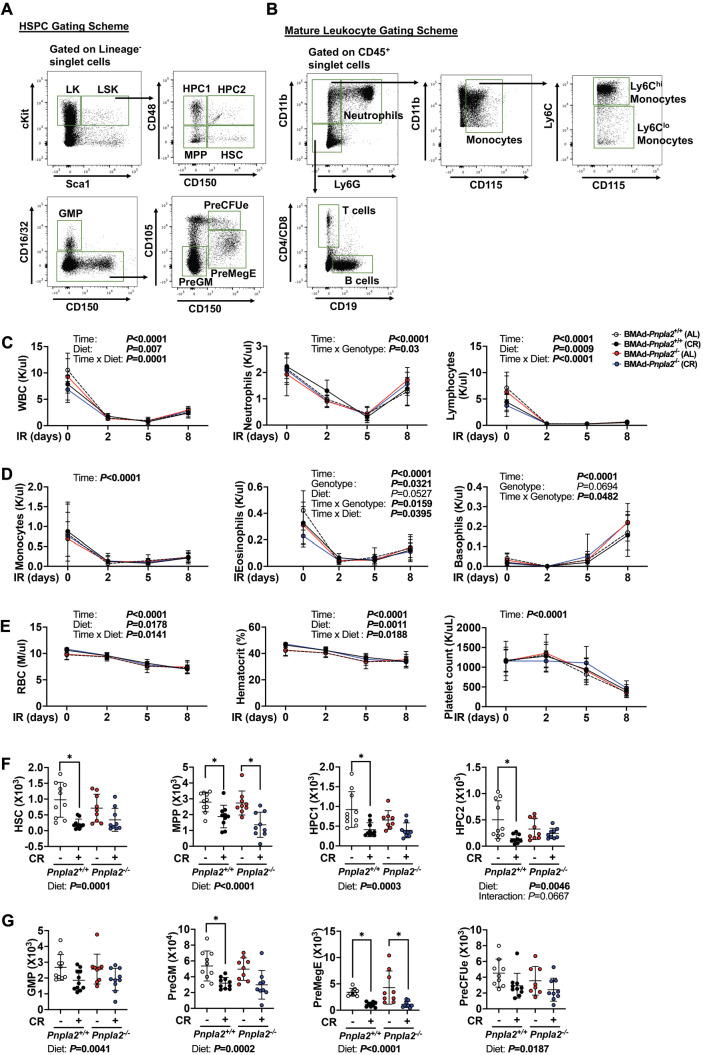
Flow cytometry strategies for hematopoietic cells and sublethal irradiation-induced hematopoietic regeneration in BMAd-*Pnpla2*^-/-^ mice. (**A-B**) Hematopoietic cell gating strategies in hematopoietic stem/progenitor cells (HSPC, **A**) and mature leukocytes (**B**). (**C-G**) BMAd-*Pnpla2*^-/-^ mice and littermate controls (*Pnpla2*^+/+^) underwent 30% caloric restriction (CR; +) for 20 weeks or remained on ad libitum (AL; -) diet, and then received a whole-body irradiation (6 Gy). Tail vein blood (~50 µl) was collected every 2–3 days to monitor hematopoietic cell recovery. Mice were euthanized at day 9 post-irradiation. (**C-E**) Data from complete blood cell counts shows dynamic changes of white and red blood cells before and after irradiation. Three-way ANOVA analyses with Sidak’s multiple comparisons test were performed. (**F-G**) Hematopoietic cells from femurs were stained with cell markers to identify hematopoietic stem and progenitor cells. Data are expressed as mean ± SD. * indicates p<0.05 with two-way ANONA analysis followed by Šídák’s multiple comparisons test. Significant effects of genotype, diet, or their interactions are shown. Figure 4—figure supplement 1—source data 1.Flow cytometry strategies for hematopoietic cells and sublethal irradiation-induced hematopoietic regeneration in BMAd-*Pnpla2*^-/-^ mice.

### Coupling of BMAd *Pnpla2* deletion and CR results in extensive alterations to the bone marrow transcriptome

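RNA from bone marrow plugs of distal tibiae of male mice was sequenced in 14 samples, each pooled from 2 mice. BMAd-*Pnpla2*+/+ mice, which carry the lipase gene *Pnpla2* in every cell, gave 4 samples fed ad libitum (AL) and 4 under CR. BMAd-*Pnpla2*-/- mice, which lack it in their bone marrow adipocytes, gave 3 samples AL and 3 under CR. The mice were 24 weeks of age, and CR was a 30% restriction for 6 weeks. Between 25282327 and 27475056 read pairs were sequenced per sample. The authors aligned them to mm10 with STAR and deposited the raw count of each gene, without normalization. For each sample, STAR gives a count without regard to strand, a count on the first strand and a count on the second, or reverse, strand. In the deposited matrix, the 11 samples of the other 3 groups held the reverse-strand count at every gene, whereas the 3 BMAd-*Pnpla2*-/- CR samples held the unstranded count at every gene. Of the gene reads assigned to a strand, 4.42% ± 0.122 (SD, n = 4) lay on the first strand in BMAd-*Pnpla2*+/+ AL, 4.46% ± 0.125 (SD, n = 4) in BMAd-*Pnpla2*+/+ CR, 4.51% ± 0.0982 (SD, n = 3) in BMAd-*Pnpla2*-/- AL and 50.2% ± 0.223 (SD, n = 3) in BMAd-*Pnpla2*-/- CR. For this reason, values from the unstranded count of all 14 samples are given beside many of those that BMAd-*Pnpla2*-/- CR samples entered. Values given without that counterpart are from the deposited counts unless stated. The deposited counts summed to between 18658806 and 21832962 per sample, with a median of 20559128.5 in BMAd-*Pnpla2*+/+ AL, 21245214 in BMAd-*Pnpla2*+/+ CR, 19540706 in BMAd-*Pnpla2*-/- AL and 18749035 in BMAd-*Pnpla2*-/- CR. Genes were compared with edgeR's quasi-likelihood test in one model of the 4 groups, after TMM normalization, and the adjusted p (padj) was computed over the 17509 genes that passed edgeR's filter on low counts. The criteria were those of the paper, padj under 0.05 and an absolute log2 fold change over 1.

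**Figure D1:**
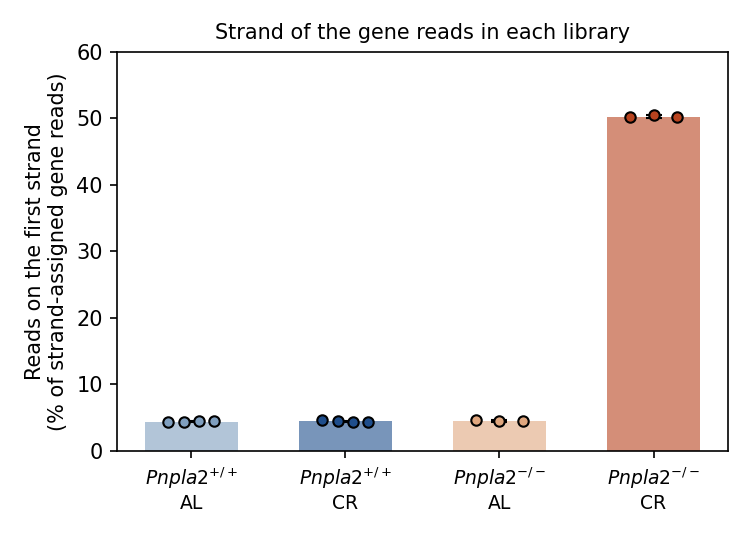
Percent of strand-assigned gene reads on the first strand (y axis) in each of the 14 samples, grouped by genotype and diet (x axis), with points for samples and bars for the mean ± SD. The 3 BMAd-*Pnpla2*-/- CR samples lie near 50.2%, and the 11 other samples lie between 4.30% and 4.62%.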

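*Pnpla2* (ENSMUSG00000025509.15) lies on the forward strand of chromosome 7 of mm10 from 141455198 to 141460743, with 11 merged exons and no gene annotated over it on the other strand. From the deposited counts, its CPM values were 298, 171, 202 and 190.2 in the 4 BMAd-*Pnpla2*+/+ AL samples and 784.2, 949, 987 and 496.5 in the 4 BMAd-*Pnpla2*+/+ CR samples. They were 134, 169 and 131 in the 3 BMAd-*Pnpla2*-/- AL samples and 176, 219 and 265 in the 3 BMAd-*Pnpla2*-/- CR samples. Every BMAd-*Pnpla2*-/- sample was lower than every BMAd-*Pnpla2*+/+ sample on the same diet. The paper saw a mutant *Pnpla2* mRNA that lacks exons in caudal vertebrae of the knockout mice. It names non-adipocyte cells among possible sources of the remaining wildtype mRNA. Counts over the whole gene may therefore include both, and do not measure intact *Pnpla2* of the adipocytes alone. The log2 fold change of BMAd-*Pnpla2*-/- against BMAd-*Pnpla2*+/+ mice was -0.57 (standard error 0.24, unadjusted p = 0.0338, padj = 1) AL and -1.87 (standard error 0.25, padj = 2.06e-04) under CR. CR raised *Pnpla2* in BMAd-*Pnpla2*+/+ mice by a log2 fold change of 1.90 (standard error 0.23, padj = 5.5e-04). In BMAd-*Pnpla2*-/- mice its log2 fold change with CR was 0.60 (standard error 0.26, padj = 0.108), and with BMAd-*Pnpla2*+/+ CR replicate 4 left out it was 0.61 with padj = 0.0414. The 2 responses to CR differed by -1.30 (standard error 0.34, padj = 0.0497), and padj of this interaction was over 0.05 in 12 of the 14 fits that each left out 1 sample, for example 0.13 without BMAd-*Pnpla2*-/- CR replicate 1. With the unstranded counts of all samples the difference was -1.34 and its padj was 0.337.

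**Figure D2:**
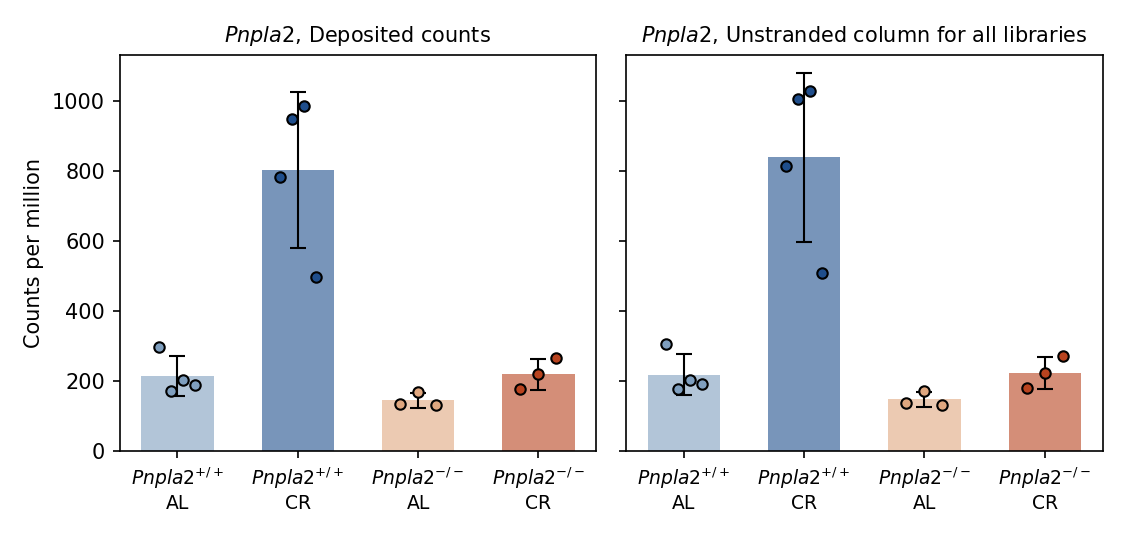
CPM of *Pnpla2* (y axis, from 0) by genotype and diet (x axis), from the deposited counts and from the unstranded counts of all samples. Bars are means ± SD, and points are the 14 samples. On both counts BMAd-*Pnpla2*+/+ CR samples lie highest, and BMAd-*Pnpla2*-/- CR samples lie near BMAd-*Pnpla2*+/+ AL samples.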

To determine mechanisms by which BMAd *Pnpla2* deficiency causes bone loss in CR male mice, we profiled overall gene expression using bulk RNA sequencing (RNAseq) in bone marrow plugs from distal tibiae, a skeletal location highly enriched with BMAT. PCA plots showed that RNA profiles from CR groups were distinct from ad libitum controls (Figure 5—figure supplement 1A). 

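A principal component analysis of the 500 most variable genes after DESeq2's variance stabilizing transformation of the deposited counts gave a first component with 51.3% of the variance and a second with 25.1%. On the first component the mean score was -13.08 ± 3.72 (SD, n = 4) in BMAd-*Pnpla2*+/+ AL, -17.46 ± 4.93 (SD, n = 3) in BMAd-*Pnpla2*-/- AL, 12.41 ± 7.02 (SD, n = 4) in BMAd-*Pnpla2*+/+ CR and 18.35 ± 4.27 (SD, n = 3) in BMAd-*Pnpla2*-/- CR. The CR samples, from 3.50 to 22.84, did not overlap with the AL samples, from -21.39 to -7.80. On the second component BMAd-*Pnpla2*+/+ CR samples averaged -13.49 ± 4.40 (SD, n = 4) and BMAd-*Pnpla2*-/- CR samples 16.77 ± 2.58 (SD, n = 3), while the AL groups averaged -1.08 ± 2.98 (SD, n = 4) and 2.66 ± 3.23 (SD, n = 3). When all samples were counted without strand, the first component held 60.2% of the variance and the second 12.2%. The CR genotypes then overlapped on both components. Their scores on the first were 20.20 ± 9.02 (SD, n = 4) in BMAd-*Pnpla2*+/+ and 9.45 ± 5.65 (SD, n = 3) in BMAd-*Pnpla2*-/- mice, and on the second 1.30 ± 8.71 (SD, n = 4) and 2.88 ± 7.16 (SD, n = 3). The first-strand counts moved the share of the first component most, to 97.2%.

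**Figure D3:**
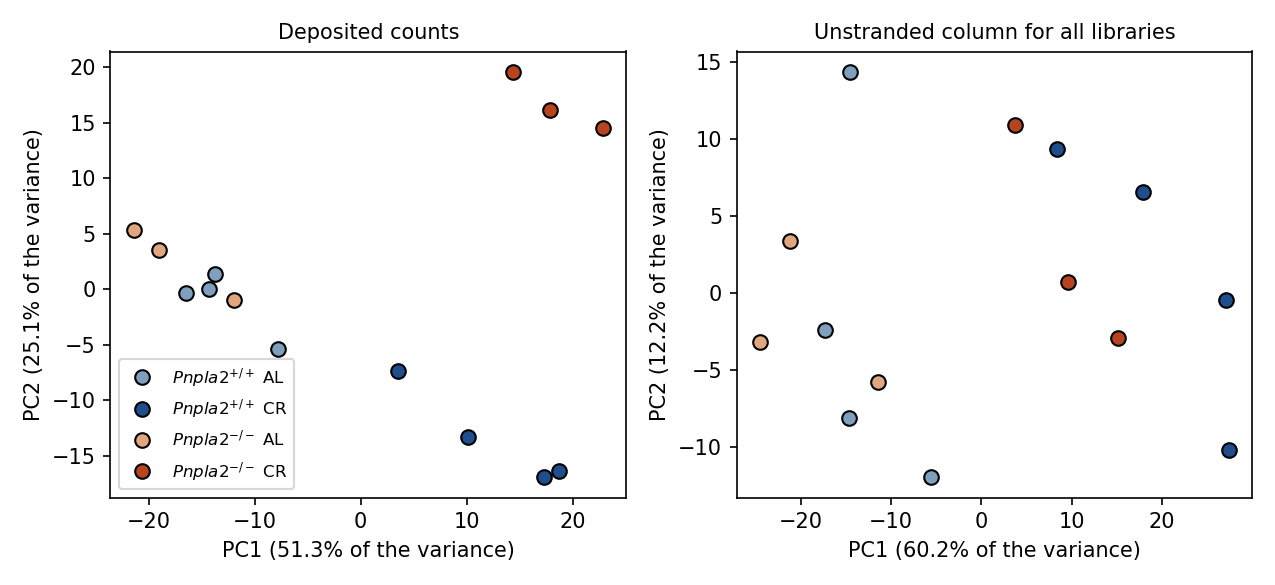
Scores of the 14 samples on the first and second principal components (axes, with the percent of variance) from the deposited counts and from the unstranded counts of all samples. Each point is a sample, coloured by genotype and diet. BMAd-*Pnpla2*-/- CR samples lie apart from BMAd-*Pnpla2*+/+ CR samples on the second component of the deposited counts, and the 2 groups overlap on each component with the unstranded counts.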

Whereas *Pnpla2* deficiency did not cause gene expression to diverge substantially in mice fed ad libitum, loss of *Pnpla2* interacted with CR to cause a well-segregated pattern of gene expression (Figure 5—figure supplement 1A). By our criteria (padj <0.05, |log2 fold change|>1), CR changed expression of 1026 genes compared to ad libitum controls (left). 

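Of the 17509 genes tested, 1599 met the criteria between CR and AL in BMAd-*Pnpla2*+/+ mice, 1204 higher and 395 lower under CR. At padj under 0.05 without the fold change, 4845 genes passed, and 7295 genes had an unadjusted p under 0.05, against 875 that chance would give. In the median over all genes the log2 fold change was -0.04. With both criteria kept, the number of genes past them moved most with the first-strand counts, to 475. It fell to 1049 without BMAd-*Pnpla2*+/+ CR replicate 2 and to 1051 without BMAd-*Pnpla2*+/+ CR replicate 3. From the unstranded counts of all samples, 1608 genes passed, 1270 higher and 338 lower, among them 1111 of the 1204 and 317 of the 395. Of 693 genes past the criteria with a mean of at least 50 counts and no overlap between the groups, the 3 with the largest log2 fold change were *Cxcl13* (5.42, standard error 0.90, padj = 0.00273), *Madcam1* (4.78, standard error 0.54, padj = 4.12e-04) and *Kcnc2* (4.56, standard error 0.37, padj = 2.91e-05). In CPM, *Cxcl13* went from 0.306 ± 0.388 (SD, n = 4) AL to 13.6 ± 8.88 (SD, n = 4) under CR. *Madcam1* had 17 counts in BMAd-*Pnpla2*+/+ AL replicate 3 and 3 to 5 in the other 3 AL samples. The 3 with the smallest were *Rag1* (-6.90, standard error 0.61, padj = 8.04e-05), *Rag2* and *Igll1* (-6.49, standard error 0.47, padj = 1.66e-05). *Rag2* was at least 36-fold lower under CR, where no sample exceeded 3 counts. *Rag1* went from 53.2 ± 31.7 CPM (SD, n = 4) to 0.437 ± 0.315 CPM (SD, n = 4).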

Although *Pnpla2* deficiency alone only altered 10 genes in BMAd-*Pnpla2*^-/-^ mice fed ad libitum (middle), loss of *Pnpla2* in CR mice caused alterations in 1060 genes (right) (Figure 5—figure supplement 1B). 

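Between BMAd-*Pnpla2*-/- and BMAd-*Pnpla2*+/+ mice fed AL no gene met the criteria, and 719 genes had an unadjusted p under 0.05. Once every sample was counted without strand, there were likewise 0 genes, and 694 under that unadjusted p. DESeq2 moved this number most, to 14 genes without shrinkage of the fold changes. Under CR, 1056 genes met the criteria with the deposited counts, 515 higher and 541 lower in BMAd-*Pnpla2*-/- mice, and 5323 had an unadjusted p under 0.05. In that comparison the BMAd-*Pnpla2*-/- samples were counted without strand and the BMAd-*Pnpla2*+/+ samples on the reverse strand. On unstranded counts of all samples, 2 genes met the criteria, and 4052 had an unadjusted p under 0.05. None of the 515 higher genes and 1 of the 541 lower genes passed on both counts. The 2 genes were *Pnpla2*, at a log2 fold change of -1.90 (standard error 0.26, padj = 0.0387), and *Zfp771*, at -1.03 (standard error 0.15, padj = 0.0493), which is named here only after its value was seen. The first-strand counts gave 7767 genes past the criteria.

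**Figure D4:**
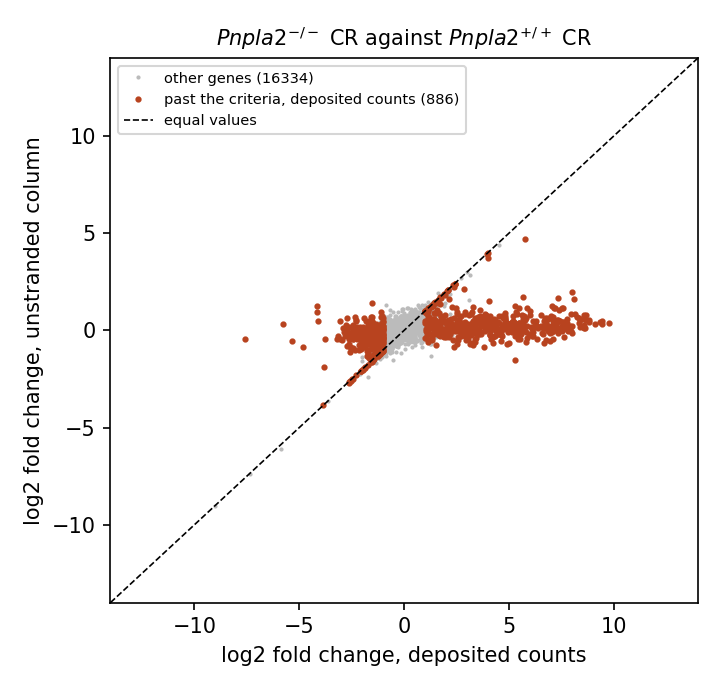
Log2 fold change of BMAd-*Pnpla2*-/- against BMAd-*Pnpla2*+/+ mice under CR with the deposited counts (x axis) and with the unstranded counts of all samples (y axis). Points are the 17220 genes with a value on both, in red the 886 past the criteria with the deposited counts and in grey the other 16334. The dashed line marks equal values. Most red points lie near 0 on the y axis.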

Analyses of genes regulated in BMAd-*Pnpla2*^+/+^ mice with CR revealed four distinct clusters (Figure 5A). 

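The z-scores of log2 CPM of the 1599 genes over the 14 samples were clustered by complete linkage on Euclidean distance, and the tree was divided into 4 clusters. The largest held 1069 genes (66.9%), the next 361 (22.6%), and the others 135 (8.44%) and 34 (2.13%). The share of the largest cluster moved most with the first-strand counts, to 39.4%, and was 47.2% with Ward's linkage. With counts taken without strand, the 4 clusters of 1608 genes held 947 (58.9%), 323, 311 and 27 genes.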

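The 1069 genes of the largest cluster had a median log2 fold change of 1.44 with CR in BMAd-*Pnpla2*+/+ mice and 1.05 in BMAd-*Pnpla2*-/- mice. With the genes at the floor of 3 counts in 1 group set to their bound, the medians were 1.44 and 1.04. Among BMAd-*Pnpla2*-/- mice 419 of the 1069 met the criteria with CR. The difference between the 2 responses had padj under 0.05 in 2 of them. Under CR their median log2 fold change between BMAd-*Pnpla2*-/- and BMAd-*Pnpla2*+/+ mice was -0.48, and 36 of them met the criteria there, with BMAd-*Pnpla2*-/- CR samples counted without strand. Where no count used the strand, 1060 of these genes were tested. Their medians were 1.44 in BMAd-*Pnpla2*+/+ and 1.02 in BMAd-*Pnpla2*-/- mice, 328 met the criteria in BMAd-*Pnpla2*-/- mice, and 0 had an interaction with padj under 0.05 (62 at an unadjusted p under 0.05). The 135 genes of a smaller cluster, with *Pnpla2*, *Cebpa*, *Lipe*, *Pparg* and *Fasn* among them, had medians of 1.29 in BMAd-*Pnpla2*+/+ and 0.37 in BMAd-*Pnpla2*-/- mice, or 0.31 with 16 genes at their bound. Within BMAd-*Pnpla2*-/- mice 15 of the 135 met the criteria with CR, 59 did between the genotypes under CR (median -1.17), and 21 had padj of the interaction under 0.05. With the unstranded counts of all samples 116 of them were tested, with medians of 1.30 in BMAd-*Pnpla2*+/+ and 0.66 in BMAd-*Pnpla2*-/- mice. For BMAd-*Pnpla2*-/- mice 4 of these met the criteria, 1 did between the genotypes under CR (median -0.87), and 0 had padj of the interaction under 0.05, with 22 at an unadjusted p under 0.05.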

Approximately 80% of genes fell in cluster 1, which contained genes upregulated by CR in control mice, with induction largely blocked by *Pnpla2* deficiency in CR mice. Pathway analyses of cluster 1 with Metascape (https://metascape.org) revealed that regulated genes were associated with vasculature development and cellular response to growth factor stimulus, which likely reflects adaptation mechanisms to compensate for energy insufficiency (Figure 5—figure supplement 1C). In addition, genes associated with skeletal system development, extracellular matrix organization, and adipogenesis pathways were upregulated by CR in control mice, but these effects were blunted by *Pnpla2* deletion (Figure 5—figure supplement 1C). 

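The genes of the heatmaps were taken as 3 lists. The study chose them on these samples, so counts over them are not independent evidence. In BMAd-*Pnpla2*+/+ mice all 34 tested genes of the adipogenesis list (Fig. 5D) met the criteria upward, as did 32 of 32 of the extracellular matrix list (Fig. 5F). Of 48 tested genes of the skeletal system development list (Fig. 5E), 44 did so upward and 4 downward. In BMAd-*Pnpla2*-/- mice 18, 9 and 13 of them met the criteria, and adjusted over the list alone 20, 11 and 14. When all samples were counted without strand, these were 17, 7 and 11, and adjusted over the list alone 22, 12 and 16. Every one of the 34 and of the 32 had a log2 fold change above 0 in BMAd-*Pnpla2*-/- mice on both counts. The medians in BMAd-*Pnpla2*+/+ and BMAd-*Pnpla2*-/- mice were 1.66 and 1.20 for adipogenesis, 1.46 and 0.85 for skeletal system development and 1.61 and 0.94 for extracellular matrix. The number past the criteria in BMAd-*Pnpla2*-/- mice rested on single samples: 7 of the adipogenesis genes passed without BMAd-*Pnpla2*-/- AL replicate 3, and 2 of the extracellular matrix and 4 of the skeletal system development genes without BMAd-*Pnpla2*-/- AL replicate 1. The mean log2 CPM of each list was compared between groups by an exact permutation test, two-sided, over a family of 14 lists. With CR it rose in BMAd-*Pnpla2*+/+ mice by 1.63 for adipogenesis, 1.51 for extracellular matrix and 1.23 for skeletal system development (exact p = 0.0286 each, the smallest that 4 samples against 4 allow, adjusted p = 0.0445). Among BMAd-*Pnpla2*-/- mice it rose by 1.29, 1.08 and 0.82 in the same order (exact p = 0.1 each, the smallest that 3 against 3 allow). To test the difference between the 2 responses, the genotypes were permuted within each diet. A genotype difference shared by both diets widens the reference of that test, so it can miss a difference between the responses. The 2 responses differed by -0.34 (exact permutation p = 0.52) for adipogenesis, -0.43 (exact permutation p = 0.42) for extracellular matrix and -0.41 (exact permutation p = 0.364) for skeletal system development. From the unstranded counts of all samples, these differences were -0.33 (exact permutation p = 0.536), -0.43 (exact permutation p = 0.427) and -0.36 (exact permutation p = 0.442). Over all 17509 genes 0 of the adipogenesis and extracellular matrix genes and 2 of the skeletal system development genes had an interaction past the criteria, and 4, 3 and 6 had an unadjusted p under 0.05. Once every sample was counted without strand, none did, and 2, 2 and 4 had an unadjusted p under 0.05.

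**Figure D5:**
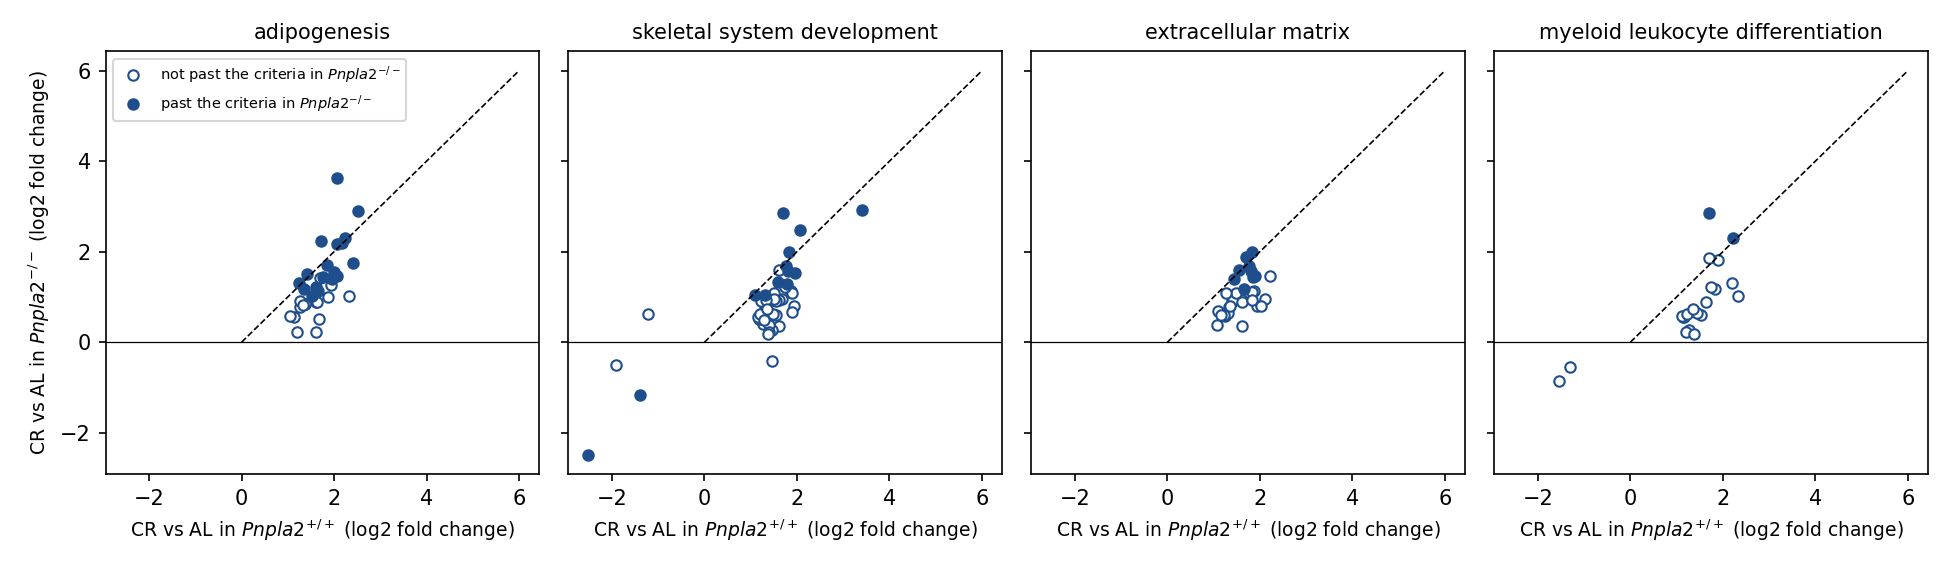
Log2 fold change with CR in BMAd-*Pnpla2*+/+ mice (x axis) and in BMAd-*Pnpla2*-/- mice (y axis) from the deposited counts, for each tested gene of the adipogenesis, skeletal system development, extracellular matrix and myeloid leukocyte differentiation lists. Each point is a gene, and the dashed line marks equal responses. Most points lie above 0 on both axes and under the line of equal responses.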

Cluster 2 includes genes that were mildly upregulated by CR in control mice and were further increased with *Pnpla2*-deficiency. Although no specific pathways were enriched in this gene set, upregulation of two monocarboxylate transporters, *Slc16a11* and *Slc16a4*, suggests a potential mechanism for fueling cellular metabolism, and perhaps for the energy source underlying expansion of BMAd with CR and BMAd *Pnpla2* deletion (Figure 5—figure supplement 1D). 

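*Slc16a11* (ENSMUSG00000040938.16, chromosome 11 of mm10 from 70212752 to 70216417) and *Slc16a4* (ENSMUSG00000027896.15, chromosome 3 from 107291230 to 107312115) fell in the largest of the 4 clusters. With the deposited counts *Slc16a11* measured 0.2405 ± 0.0718 CPM (SD, n = 4) in BMAd-*Pnpla2*+/+ AL, 1.05 ± 0.355 (SD, n = 4) in BMAd-*Pnpla2*+/+ CR, 0.178 ± 0.185 (SD, n = 3) in BMAd-*Pnpla2*-/- AL and 1.61 ± 0.926 (SD, n = 3) in BMAd-*Pnpla2*-/- CR, where it was counted without strand. Its log2 fold change with CR was 2.10 (standard error 0.55, padj = 0.0163) in BMAd-*Pnpla2*+/+ mice and 3.14 (standard error 0.66, padj = 0.00456) in BMAd-*Pnpla2*-/- mice. On unstranded counts of all samples, these were 1.23 (padj = 0.0297) and 0.73 (padj = 0.296), and the log2 fold change between the genotypes under CR changed sign, from 0.63 to -0.54 (padj = 0.425). *Slc16a4* had log2 fold changes with CR of 2.12 (standard error 0.57, padj = 0.0173) in BMAd-*Pnpla2*+/+ mice and 4.44 (standard error 0.54, padj = 7.06e-05) in BMAd-*Pnpla2*-/- mice, and 3.20 (standard error 0.43, padj = 1.69e-04) between the genotypes under CR. With counts taken without strand, it had 0.29 (padj = 0.341), 0.45 (padj = 0.25) and 0.82 (padj = 0.0826). The responses of the 2 genotypes differed by 1.04 (padj = 0.599) for *Slc16a11* and 2.32 (padj = 0.183) for *Slc16a4*, and with the unstranded counts by -0.50 (padj = 0.762) and 0.16 (padj = 0.883). The unstranded CPM of *Slc16a4* in BMAd-*Pnpla2*+/+ AL was 2.23 ± 0.393 (SD, n = 4), against 0.111 ± 0.0585 (SD, n = 4) on the reverse strand. The 13 genes of Figure 5—figure supplement 1D, a list chosen by the study, all met the criteria with CR in both genotypes. Their median log2 fold change was 2.36 in BMAd-*Pnpla2*+/+ mice, or 1.47 with 6 genes at the floor set to their bound, and 3.34 in BMAd-*Pnpla2*-/- mice, or 2.86 with 4 genes at their bound. Between the genotypes under CR 8 of the 13 were higher in BMAd-*Pnpla2*-/- mice past the criteria and all 13 had a positive log2 fold change, with a median of 1.35. Where no count used the strand, 5 of the 13 met the criteria in BMAd-*Pnpla2*+/+ mice and 4 in BMAd-*Pnpla2*-/- mice, and 0 of them differed between the genotypes under CR past the criteria, with 2 at an unadjusted p under 0.05. Of those log2 fold changes 5 were positive and 8 negative, with a median of -0.06, and adjusted over the list alone 1 was lower past the criteria.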

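The genes lowered by CR in BMAd-*Pnpla2*+/+ mice formed mainly the cluster of 361 genes, with a median log2 fold change of -1.39 in BMAd-*Pnpla2*+/+ and -0.95 in BMAd-*Pnpla2*-/- mice. Within BMAd-*Pnpla2*-/- mice 139 of them met the criteria, and 111 of the 349 tested with the unstranded counts did. A list of 12 pro-B and pre-B cell genes, which includes *Rag1*, *Rag2* and *Igll1*, had a median log2 fold change of -3.52 with CR in BMAd-*Pnpla2*+/+ mice and -3.40 in BMAd-*Pnpla2*-/- mice, and 7 of the 12 met the criteria downward in each genotype. The mean log2 CPM of the list fell by 2.89 in BMAd-*Pnpla2*+/+ mice (exact permutation test, two-sided, p = 0.0286, lower in 4 of 4 CR samples) and fell by 3.16 in BMAd-*Pnpla2*-/- mice (exact p = 0.1, lower in 3 of 3 CR samples). The responses of the genotypes differed by -0.27 (exact permutation p = 0.661), and the same difference was found with the unstranded counts (-0.27, exact permutation p = 0.654). *Igll1* went from 43.2 ± 5.22 CPM (SD, n = 3) in BMAd-*Pnpla2*-/- AL to 0.955 ± 0.692 CPM (SD, n = 3) in BMAd-*Pnpla2*-/- CR, a log2 fold change of -5.51 (standard error 0.50, padj = 6.41e-06).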

Cluster 3 highlighted genes that were downregulated by CR treatment regardless of genotype (Figure 5—figure supplement 1E), and that were associated with B cell proliferation and interleukin-8 production, which may partially explain changes in hematopoietic cellularity. Cluster 4 contained 80 genes that were down-regulated independently by CR and *Pnpla2-*deficiency, and were associated with regulation of ossification and calcium-mediated signaling (Figure 5—figure supplement 1F).

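The smallest of the 4 clusters, of 34 genes, was lower with CR in BMAd-*Pnpla2*+/+ mice, with a median log2 fold change of -1.36, or -1.33 with bounds, and lower with *Pnpla2* deletion AL, with a median of -0.59, or -0.56 with bounds, where none of its genes met the criteria. With CR in BMAd-*Pnpla2*-/- mice the median was 0.28, and 4 of the 34 met the criteria. Between the genotypes under CR it was 1.22. Of the 1599 genes, 124 also met the criteria between the genotypes under CR with the deposited counts, 101 of them with opposite signs in the 2 comparisons, in which BMAd-*Pnpla2*-/- CR samples were counted without strand. With the unstranded counts of all samples 34 of the 34 genes were tested, and 17 met the criteria with CR in BMAd-*Pnpla2*+/+ mice. Between the genotypes under CR the median was 0.79, and 0 met the criteria, with 14 at an unadjusted p under 0.05. The interaction had padj under 0.05 in 0 of them and an unadjusted p under 0.05 in 19.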

**Figure 5.**
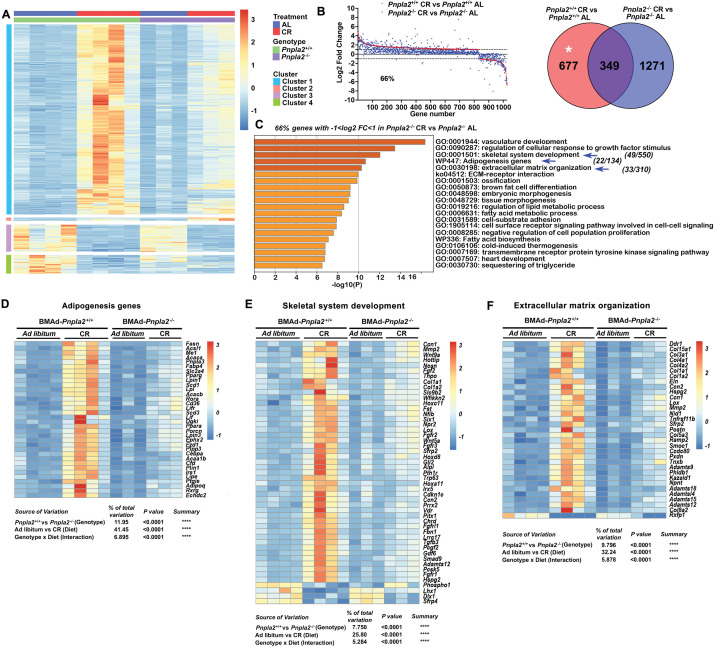
BMAd-*Pnpla2* deficiency causes extensive alterations to the bone marrow transcriptome only when coupled with CR. Male control and BMAd-*Pnpla2*^-/-^ mice at 24 weeks of age were either fed AL or underwent 30% CR for 6 weeks. Distal tibial cBMAT was flushed and cBMAT from two mice was pooled as one sample for RNAseq analyses (n of 3 or 4 per treatment). (**A**) Differential genes with our criteria (padjj <0.05 and |Log2 fold change|>1) between BMAd-*Pnpla2*^+/+^ CR and BMAd-*Pnpla2*^+/+^ad libitum (AL) were grouped into 4 clusters. (**B**) Genes different between BMAd-*Pnpla2*^+/+^ CR and BMAd-*Pnpla2*^+/+^ AL were ordered from maximum to minimum log2 fold change (red dots), and compared to corresponding data from BMAd-*Pnpla2*^-/-^ CR versus BMAd-*Pnpla2*^-/-^ AL (blue dots). Venn diagram shows the differential genes between BMAd-*Pnpla2*^+/+^ CR versus BMAd-*Pnpla2*^+/+^ AL BMAT; and BMAd-*Pnpla2*^-/-^ CR versus BMAd-*Pnpla2*^-/-^ AL BMAT. (**C**) Pathway analyses of genes significantly changed by CR in BMAd-*Pnpla2*^+/+^ mice, but not in CR mice lacking *Pnpla2* (indicated by * area in panel **B**). Pathways further analyzed by heatmap indicated with blue arrows. (**D-F**) Expression Z-scores of genes related to adipogenesis (**D**), skeletal system development (**E**) and extracellular matrix organization (**F**) were shown as heatmap. Effects of genotype and diet, and their interactions were analyzed by three-way ANOVA. Figure 5—source data 1.BMAd-Pnpla2 deficiency causes extensive alterations to the bone marrow transcriptome only when coupled with CR.

**Figure 5—figure supplement 1.**
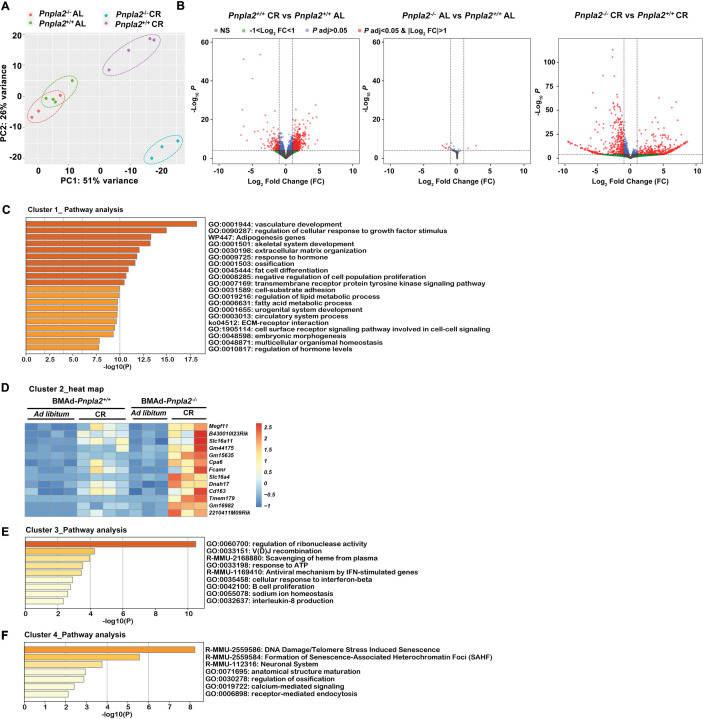
CR causes profound changes in BMAT transcriptome. Twenty-four weeks old male mice underwent 30% CR for 6 weeks. Distal tibial cBMAT was flushed and cBMAT from two mice were pooled as one sample for RNA sample preparation. High-quality RNA samples were submitted for RNAseq analyses. (**A**) Principal component analysis (PCA) plot shows the distinct transcriptional characters in CR groups with (purple dots) or without (aqua dots) *Pnpla2* in BMAds. (**B**) Volcano plots show the differential genes with *padj* <0.05 & |Log2 fold change|>1 in comparisons between BMAd-*Pnpla2*^+/+^ CR versus ad libitum (AL) (left), BMAd-*Pnpla2*^-/-^ versus BMAd-*Pnpla2*^+/+^ at AL (middle) and BMAd-*Pnpla2*^-/-^ versus BMAd-*Pnpla2*^+/+^ at CR (right). (**C-F**) Differential genes from comparison between BMAd-*Pnpla2*^+/+^ CR versus AL were grouped into 4 clusters according to the alteration patterns. Pathway analyses were performed on each cluster except cluster 2, which gene set was not enriched in any pathways.

**Figure 5—figure supplement 2.**
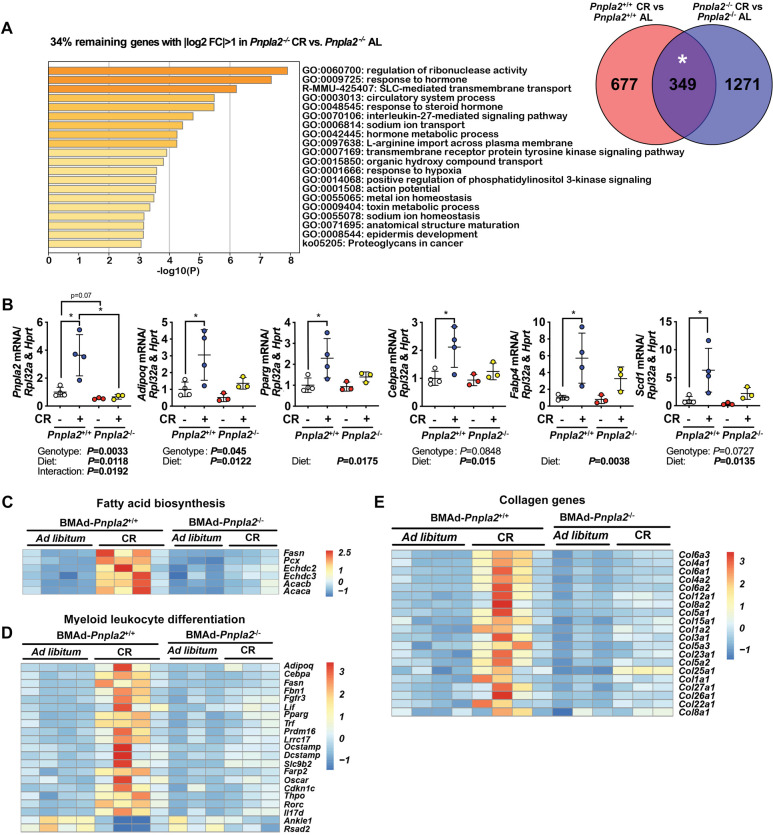
BMAd-*Pnpla2* deficiency causes extensive alterations to the bone marrow transcriptome only when coupled with CR. Twenty-four weeks old male mice underwent 30% CR for 6 weeks. Distal tibial cBMAT was flushed and cBMAT from two mice were pooled as one sample for RNA sample preparation. High-quality RNA samples were submitted for RNAseq analyses. (**A**) Pathway analysis of gene set that respond to CR independent of *Pnpla2* deficiency in BMAds, indicated by * area. (**B**) qPCRs were performed to confirm the changes of adipogenesis genes in BMAT. Data are expressed as mean ± SD. * indicates p<0.05 with two-way ANOVA analysis followed by Šídák’s multiple comparisons test. (**C-D**) Heat maps for genes related to fatty acid biosynthesis (**C**) and myeloid leukocyte differentiation (**D**). (**E**) Collagen genes that upregulated by CR in BMAd-*Pnpla2*^+/+^ mice. Figure 5—figure supplement 2—source data 1.BMAd-*Pnpla2* deficiency causes extensive alterations to the bone marrow transcriptome only when coupled with CR.

**Figure 5—figure supplement 3.**
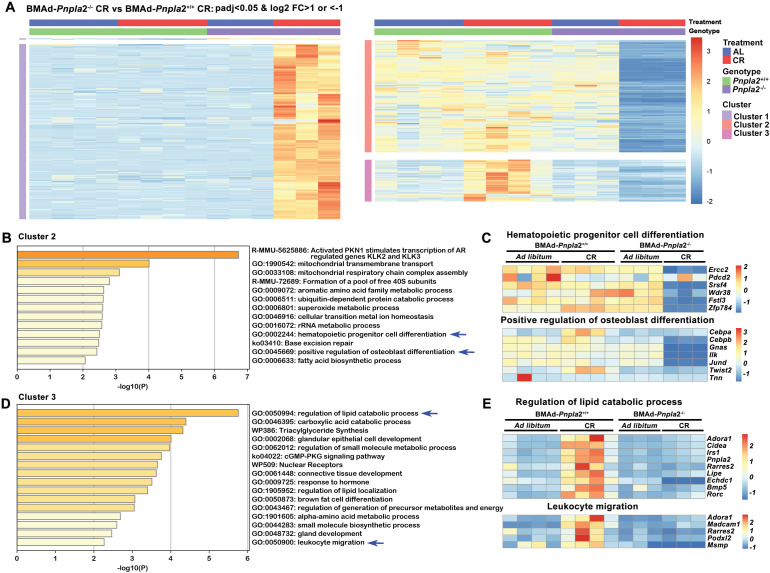
BMAd-*Pnpla2* deficiency alters gene expression in response to CR. Male mice at 24 weeks of age underwent 30% CR for 6 weeks. Distal tibial cBMAT was flushed and cBMAT from two mice were pooled as one sample for RNA sample preparation. High-quality RNA samples were submitted for RNAseq analyses. (**A**) Differential genes with our criteria (padj <0.05 and |Log2 fold change|>1) between BMAd-*Pnpla2*^-/-^ CR and BMAd-*Pnpla2*^+/+^*CR* were grouped into three clusters. (**B-C**) Pathway analyses were performed on cluster 2 (**B**). Heat maps for genes related to hematopoietic progenitor cell differentiation and positive regulation of osteoblast differentiation (**C**). (**D-E**) Pathway analyses were performed on cluster 3 (**D**). Heat maps for genes related to regulation of lipid catabolic process and leukocyte migration (**E**).

To evaluate further whether BMAd-*Pnpla2* is required for the adaptation of BMAT to CR, we graphically ordered genes from those maximally induced to those most repressed by CR in control mice (Figure 5B; red dots). Of these genes, 66% did not meet our criteria for regulated expression by CR in BMAd-*Pnpla2*^-/-^ mice (blue dots). 

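For BMAd-*Pnpla2*-/- mice 1655 genes met the criteria between CR and AL, 1008 higher and 647 lower, with BMAd-*Pnpla2*-/- CR samples counted without strand and BMAd-*Pnpla2*-/- AL samples on the reverse strand. When all samples were counted without strand, 615 genes did, 453 higher and 162 lower, among them 407 of the 1008 and 150 of the 647. Of the 1599 genes past the criteria in BMAd-*Pnpla2*+/+ mice, 1022 (63.9%, exact Clopper-Pearson 95% interval 61.5 to 66.3%) were not past them in BMAd-*Pnpla2*-/- mice. The share not past the criteria moved most with the first-strand counts, to 26.95%, and was 71.5% with the unstranded counts. It ranged from 53.1% without BMAd-*Pnpla2*+/+ CR replicate 2 to 80.7% without BMAd-*Pnpla2*-/- AL replicate 1. The other 577 genes included 561 with the same sign in both genotypes, and 1078 genes met the criteria in BMAd-*Pnpla2*-/- mice alone. Of the 1599 genes, 1482 (92.7%) had the same sign in BMAd-*Pnpla2*-/- mice. The median log2 fold change of the raised genes was 1.43 in BMAd-*Pnpla2*+/+ mice and 0.99 in BMAd-*Pnpla2*-/- mice. The test of the difference between the 2 responses had padj under 0.05 for 36 of the 1599 genes, 32 of them with the smaller response in BMAd-*Pnpla2*-/- mice. That number was 21 without BMAd-*Pnpla2*-/- CR replicate 1 and 86 without BMAd-*Pnpla2*+/+ CR replicate 4. It was 0 with the unstranded counts. Over all genes the interaction met the criteria in 484 genes, 146 above and 338 below 0, and in 0 with the unstranded counts, where 1824 had an unadjusted p under 0.05. Among 745 genes past the criteria in BMAd-*Pnpla2*-/- mice with a mean of at least 50 counts and no overlap between the groups, the 3 with the largest log2 fold change were *Gm43980*, *Tmem179* and *mt-Nd6*. *Gm43980* was at least 73.9-fold and *Tmem179* at least 70.9-fold higher under CR. From the unstranded counts of all samples, their log2 fold changes were 0.82 (padj = 0.0735) and 2.87 (padj = 0.0124). The 3 with the smallest were *Ptprcap*, at least 424-fold lower, *Gm45705*, at least 155-fold lower, and *Icam4*, at least 130-fold lower. Each of these 3 overlaps a gene on the opposite strand in the annotation and did not pass the filter on low counts with the unstranded counts.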

Pathway analyses on the 34% of genes regulated by CR regardless of *Pnpla2* deficiency revealed association with ribonuclease activity, response to hormones and other transmembrane signaling pathways (Figure 5—figure supplement 2A). Pathway analyses of genes for which *Pnpla2* is required for response to CR identified vasculature development and cellular response to growth factor stimulus, similar to cluster 1, followed closely by skeletal system development, adipogenesis genes, and extracellular matrix organization pathways (Figure 5C). 

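For the adipogenic genes of the adipogenesis list, the log2 fold change with CR in BMAd-*Pnpla2*+/+ mice was 2.52 (standard error 0.48, padj = 0.00446) for *Scd1*, which went from 2321 ± 1519 CPM (SD, n = 4) AL to 13280 ± 5794 CPM (SD, n = 4) under CR. BMAd-*Pnpla2*+/+ AL replicate 1 had 4599 CPM of *Scd1* and the other 3 AL samples 1520 to 1592. For *Fasn* it was 2.33 (standard error 0.44, padj = 0.00436), from 193 ± 119 CPM (SD, n = 4) to 971 ± 489 CPM (SD, n = 4). For *Adipoq* (chromosome 16 of mm10 from 23146536 to 23158028) it was 2.23 (standard error 0.51, padj = 0.0096), from 20.8 ± 6.31 CPM (SD, n = 4) to 97.7 ± 80.9 CPM (SD, n = 4). *Plin1* rose by 2.07, *Lpl* by 2.06, *Fabp4* by 1.99, *Ppara* by 1.93, *Acaca* by 1.65, *Lipe* by 1.61, *Cd36* by 1.38, *Cebpa* by 1.21 and *Pparg* by 1.15 on the log2 scale, with padj from 0.00146 (*Fabp4*) to 0.00792 (*Plin1*). All 12 genes kept padj under 0.05 in every fit that left out 1 sample. Among AL samples *Acaca* was highest in BMAd-*Pnpla2*+/+ AL replicate 1, at 95.6 CPM. *Ppara* had 9 counts or fewer in every BMAd-*Pnpla2*+/+ AL sample. In BMAd-*Pnpla2*-/- mice the log2 fold change with CR was 2.90 (padj = 0.003) for *Scd1*, 2.30 (padj = 0.0154) for *Adipoq* and 2.16 (padj = 0.0109) for *Plin1*. It was 1.02 (padj = 0.157) for *Fasn*, 0.56 (padj = 0.18) for *Pparg* and 0.24 (padj = 0.569) for *Cebpa*. Without BMAd-*Pnpla2*-/- AL replicate 1 the value for *Adipoq* was 2.15 with padj = 0.0619, and without BMAd-*Pnpla2*-/- AL replicate 3 that for *Plin1* was 1.95 with padj = 0.0501. BMAd-*Pnpla2*-/- CR samples were counted without strand, and with the unstranded counts of all samples these 6 genes had 2.90, 2.31, 2.17, 1.02, 0.57 and 0.52. *Lipe*, which lies over a gene on the opposite strand, went from 0.90 (padj = 0.0974) to 1.57 (padj = 0.0221). The test of the difference between the genotypes had padj from 0.174 (*Cebpa*) to 0.977 (*Adipoq*) over the 12 genes. Without BMAd-*Pnpla2*+/+ CR replicate 4 the difference of *Cebpa* was -1.16 with padj = 0.0272.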

A heatmap showed that the adipogenic genes, including *Adipoq, Fabp4, Cebpa, Lipe, Lpl, Ppara, Pparg, Scd1, Plin1, Cd36, Fasn,* and *Acaca*, were upregulated by CR in control mice (Figure 5D), a subset of which were confirmed by qPCR (Figure 5—figure supplement 2B). These changes may help to explain molecular mechanisms underlying BMAT expansion following CR. It is important to note that whereas CR BMAd-*Pnpla2*^+/+^ and BMAd-*Pnpla2*^-/-^ mice had comparable amounts of BMAT (Figure 3—figure supplement 1O and P), adipocyte gene expression was greatly suppressed in mice with BMAT lacking *Pnpla2* (Figure 5D). This observation is consistent with prior work showing that adipocyte-specific deletion of *Pnpla2* results in decreased expression of genes associated with lipid uptake, synthesis, and adipogenesis (Schoiswohl et al., 2015), perhaps because NEFA and associated metabolites act as PPAR ligands (Mottillo et al., 2012). In addition, genes related to endogenous fatty acid biosynthesis were also increased by CR in BMAd-*Pnpla2*^+/+^ mice, but not in mice lacking *Pnpla2* (Figure 5—figure supplement 2C). 

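Between BMAd-*Pnpla2*-/- and BMAd-*Pnpla2*+/+ mice under CR, all 34 genes of the adipogenesis list had a log2 fold change below 0 (median -0.76) and 5 met the criteria. Adjusted over the list alone, 10 did. Once every sample was counted without strand, all 34 were again below 0 (median -0.81), none met the criteria, 20 had an unadjusted p under 0.05 and 5 passed adjusted over the list alone. *Fasn* had a log2 fold change of -2.03 (standard error 0.48, padj = 0.0137), which was -1.79 with padj = 0.0638 without BMAd-*Pnpla2*-/- CR replicate 1 and -2.06 with padj = 0.0636 with the unstranded counts. *Lipe* had -1.45 (standard error 0.35, padj = 0.0157), without BMAd-*Pnpla2*-/- CR replicate 1 -1.24 with padj = 0.0734, and with the unstranded counts -0.89 with padj = 0.161. *Cebpa* had -1.23 (standard error 0.26, padj = 0.00615), and with the unstranded counts -0.99 with padj = 0.0755. *Plin1* had -1.21 (padj = 0.111), *Scd1* -0.97 (padj = 0.21) and *Adipoq* -0.87 (padj = 0.291). Without BMAd-*Pnpla2*+/+ CR replicate 4 *Plin1* had -1.46 with padj = 0.0323. The mean log2 CPM of the list differed by -0.77 between BMAd-*Pnpla2*-/- and BMAd-*Pnpla2*+/+ mice under CR (exact permutation test, two-sided, p = 0.0857), and with the unstranded counts by -0.76 (exact p = 0.0857). For a list of 10 adipocyte genes, 5 of them also in lists of the study, the difference was -1.14 (exact p = 0.0857) under CR and -1.21 (exact p = 0.0571) AL. Its rise with CR was 2.38 in BMAd-*Pnpla2*+/+ and 2.44 in BMAd-*Pnpla2*-/- mice, a difference of 0.06 (exact permutation p = 0.958).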

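The 6 genes of the fatty acid biosynthesis list (Figure 5—figure supplement 2C) all met the criteria with CR in BMAd-*Pnpla2*+/+ mice, with log2 fold changes from 1.40 to 2.33. The study chose this list on these samples. Among BMAd-*Pnpla2*-/- mice, counted without strand under CR, 2 of the 6 met the criteria, 0 did without BMAd-*Pnpla2*-/- AL replicate 1, and the log2 fold changes ran from 0.76 to 1.22. On unstranded counts of all samples, 0 of the 6 met the criteria, 4 had an unadjusted p under 0.05, 2 passed adjusted over the list alone, and the range was 0.74 to 1.14. The mean log2 CPM of the list rose by 1.70 in BMAd-*Pnpla2*+/+ mice (exact permutation test, two-sided, p = 0.0286, higher in 4 of 4 CR samples) and by 0.99 in BMAd-*Pnpla2*-/- mice (exact p = 0.1). The difference of these responses was -0.70 (exact permutation p = 0.291), or -0.77 (exact permutation p = 0.261) with the unstranded counts.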

Interestingly, myeloid leukocyte differentiation genes followed a similar pattern (Figure 5—figure supplement 2D), which may contribute to the reduced neutrophil production and impaired myeloid cell proliferation of CR BMAd-*Pnpla2*^-/-^ mice (Supplementary file 1, Supplementary file 2, and Figure 4).

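Of the 21 genes of the myeloid leukocyte differentiation list (Figure 5—figure supplement 2D), which the study chose on these samples, 19 met the criteria upward and 2 downward with CR in BMAd-*Pnpla2*+/+ mice. Without BMAd-*Pnpla2*+/+ CR replicate 2, 12 of the 21 did. Within BMAd-*Pnpla2*-/- mice 2 met the criteria with the deposited counts, in which BMAd-*Pnpla2*-/- CR samples were counted without strand, and 3 with the unstranded counts of all samples. The number was 1 without BMAd-*Pnpla2*-/- AL replicate 1 and 4 without BMAd-*Pnpla2*+/+ CR replicate 2. The sign was the same in both genotypes for the median, at 1.44 in BMAd-*Pnpla2*+/+ and 0.64 in BMAd-*Pnpla2*-/- mice, and 19 genes were above 0 in each. With counts taken without strand, the median in BMAd-*Pnpla2*-/- mice was 0.89. The mean log2 CPM of the list rose by 1.18 in BMAd-*Pnpla2*+/+ mice and by 0.84 in BMAd-*Pnpla2*-/- mice, a difference of -0.34 (exact permutation test, two-sided, p = 0.438), or -0.26 (exact permutation p = 0.556) with the unstranded counts.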

We previously observed increased bone loss in BMAd-*Pnpla2*^-/-^ mice challenged with CR (Figure 3). To investigate potential mechanisms underlying this bone loss, we analyzed pathways from Cluster 1 related to bone metabolism, skeletal system development and extracellular matrix organization. 

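*Alpl*, which encodes tissue-nonspecific alkaline phosphatase, went from 43.5 ± 10.9 CPM (SD, n = 4) in BMAd-*Pnpla2*+/+ AL to 115 ± 51 CPM (SD, n = 4) in BMAd-*Pnpla2*+/+ CR, a log2 fold change of 1.40 (standard error 0.34, padj = 0.0116). For BMAd-*Pnpla2*-/- mice it went from 56.3 ± 30 CPM (SD, n = 3) to 73.2 ± 10.1 CPM (SD, n = 3), with 0.38 (standard error 0.38, padj = 0.517). *Col1a1* (chromosome 11 of mm10 from 94936224 to 94953042) went from 423 ± 266 CPM (SD, n = 4) to 1556 ± 1217 CPM (SD, n = 4) in BMAd-*Pnpla2*+/+ mice, a log2 fold change of 1.88 (standard error 0.60, padj = 0.0352). Its padj was over 0.05 in 5 of the fits that left out 1 sample, for example 0.0973 without BMAd-*Pnpla2*+/+ CR replicate 1. In BMAd-*Pnpla2*-/- mice it had 1.14 (standard error 0.68, padj = 0.254). *Col1a2* had 1.41 (standard error 0.39, padj = 0.0214) in BMAd-*Pnpla2*+/+ mice, over 0.05 in 4 such fits, for example 0.0572 without BMAd-*Pnpla2*+/+ AL replicate 3, and 0.94 (standard error 0.45, padj = 0.152) in BMAd-*Pnpla2*-/- mice. With only the groups compared in the fit, *Col1a1* and *Col1a2* lost padj under 0.05 in BMAd-*Pnpla2*+/+ mice and reached it in BMAd-*Pnpla2*-/- mice. The responses in the 2 genotypes differed by -1.02 (padj = 0.332) for *Alpl*, -0.75 (padj = 0.715) for *Col1a1* and -0.47 (padj = 0.732) for *Col1a2*. BMAd-*Pnpla2*-/- CR samples were counted without strand, and with the unstranded counts of all samples these differences were -1.06 (padj = 0.497), -0.78 (padj = 0.761) and -0.50 (padj = 0.772). Of 9 genes of Fgf signaling and Wnt signaling in the skeletal system development list (*Fgf2*, *Fgfr1*, *Fgfr2*, *Fgfr3*, *Fgfrl1*, *Wnt5a*, *Wnt9a*, *Sfrp2* and *Sfrp4*), 8 met the criteria upward and 1 downward in BMAd-*Pnpla2*+/+ mice. Among BMAd-*Pnpla2*-/- mice 2 did so upward and 1 downward, on both counts. All 9 had the same sign in both genotypes.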

Interestingly, osteoblast-derived alkaline phosphatase (*Alpl*)*, Col1a1* and *Col1a2*, and bone marrow Fgf/Fgfr and Wnt signaling-related molecules were highly induced by CR in control mice but not in *Pnpla2*-deficient mice (Figure 5E); many of these genes are also found in the ossification pathway. 

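*Lox* rose with CR in BMAd-*Pnpla2*+/+ mice from 61.9 ± 25 CPM (SD, n = 4) to 210.5 ± 82.2 CPM (SD, n = 4), a log2 fold change of 1.76 (standard error 0.33, padj = 0.00401). Within BMAd-*Pnpla2*-/- mice it rose from 43.4 ± 13.7 CPM (SD, n = 3) to 140 ± 30.1 CPM (SD, n = 3), with 1.69 (standard error 0.38, padj = 0.00691). The responses differed by -0.07 (standard error 0.49, padj = 0.961), and by 0.00 with the unstranded counts of all samples, which were used because the deposited BMAd-*Pnpla2*-/- CR samples were counted without strand. The 5 *Adamts* and *Adamts*-like genes of the extracellular matrix list all met the criteria in BMAd-*Pnpla2*+/+ mice, with a median log2 fold change of 1.66. For BMAd-*Pnpla2*-/- mice 2 of the 5 did, with a median of 0.89 and all 5 above 0, and with the unstranded counts 1 did, with a median of 1.10. None of the 5 had an interaction past the criteria on either count, and 1 had an unadjusted p under 0.05 on each.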

Multiple collagen genes, *Lox*, and *Adamts* (A Disintegrin and Metalloproteinase with Thrombospondin motifs) family members, which are multidomain extracellular protease enzymes and play key roles in extracellular matrix remodeling, were also upregulated by CR in control mice, with effects largely eliminated by *Pnpla2* deficiency (Figure 5F). These findings may partially explain why osteoid thickness tended to be thinner in BMAd-*Pnpla2^-/-^* mice (Figure 3K). In this regard, 20 collagen genes were significantly up-regulated in control mice following CR (Figure 5—figure supplement 2E), whereas only four collagen genes were elevated in CR BMAd-*Pnpla2*^-/-^ mice. 

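The collagen genes were taken as every gene with a symbol of Col, a number, the letter a and a number, a family of 42, of which 36 were tested. With CR in BMAd-*Pnpla2*+/+ mice 17 met the criteria, all upward, and 24 had an unadjusted p under 0.05. In BMAd-*Pnpla2*-/- mice 3 did, all upward, and 6 had an unadjusted p under 0.05. Adjusted over the list alone these were 17 and 1. BMAd-*Pnpla2*-/- CR samples were counted without strand, and with the unstranded counts of all samples 16 and 1 of 37 tested genes met the criteria. The number in BMAd-*Pnpla2*+/+ mice was 5 without BMAd-*Pnpla2*+/+ CR replicate 2, and that in BMAd-*Pnpla2*-/- mice 1 without BMAd-*Pnpla2*-/- AL replicate 1. Of the 36 genes 35 were above 0 in BMAd-*Pnpla2*+/+ mice and 32 in BMAd-*Pnpla2*-/- mice, with median log2 fold changes of 1.16 and 0.57. Of the 20 genes of Figure 5—figure supplement 2E, which the study chose on these samples, 16 met the criteria in BMAd-*Pnpla2*+/+ mice and 2 in BMAd-*Pnpla2*-/- mice. The mean log2 CPM of the family rose by 0.98 in BMAd-*Pnpla2*+/+ mice (exact permutation test, two-sided, p = 0.0286, higher in 4 of 4 CR samples) and by 0.65 in BMAd-*Pnpla2*-/- mice (exact p = 0.1). The difference between these responses was -0.34 (exact permutation p = 0.453), or -0.41 (exact permutation p = 0.392) with the unstranded counts, and 0 of the 36 genes had an interaction past the criteria, with 1 at an unadjusted p under 0.05.

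**Figure D6:**
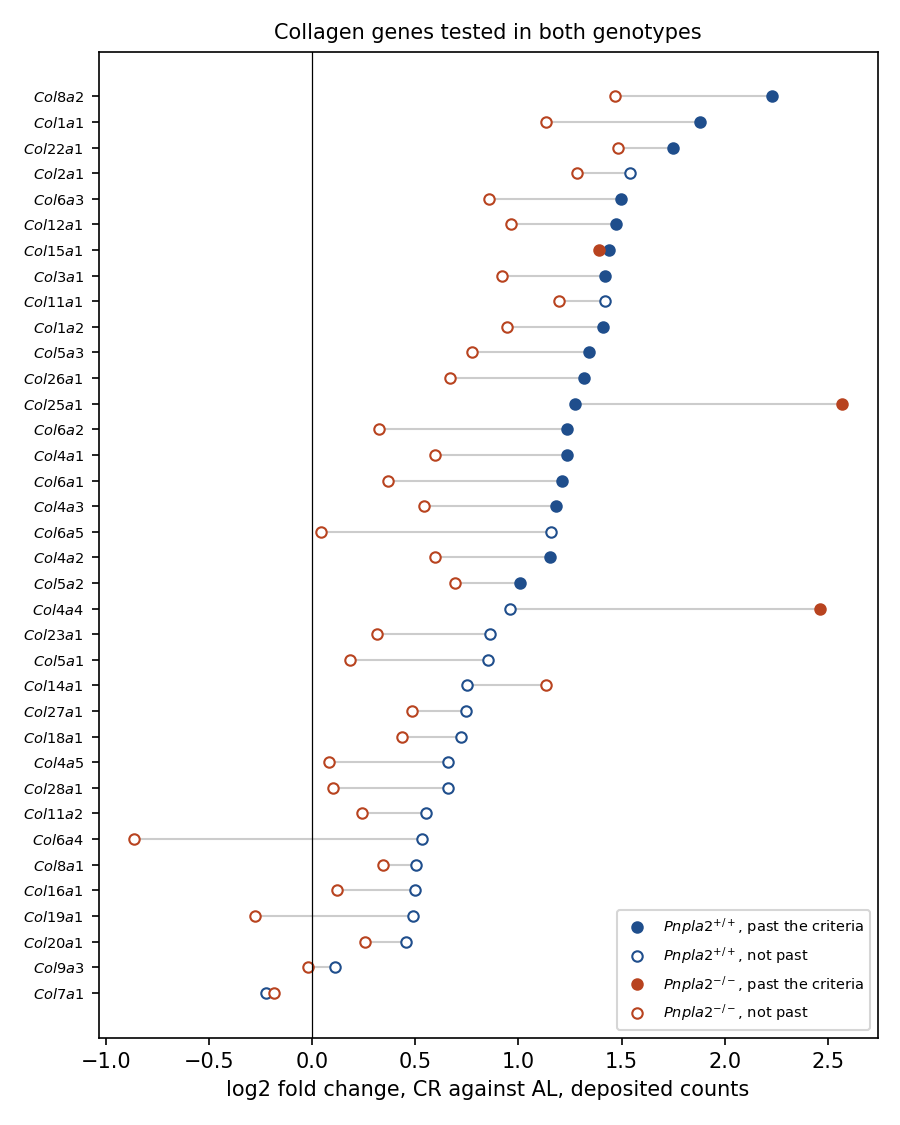
Log2 fold change with CR of the 36 tested collagen genes (one axis, genes along the other) in BMAd-*Pnpla2*+/+ and BMAd-*Pnpla2*-/- mice from the deposited counts. Points are the fitted values, filled where the gene met the criteria, and a line joins the 2 points of each gene. The points of BMAd-*Pnpla2*-/- mice lie mostly between 0 and those of BMAd-*Pnpla2*+/+ mice.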

Taken together, these data suggest that under conditions of limited dietary energy, BMAds provide energy to maintain osteoblast functions, including the secretion of collagen matrix for osteoid synthesis.

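A list of 10 osteoblast genes, among them *Alpl*, *Col1a1* and *Col1a2*, had a median log2 fold change with CR of 0.82 in BMAd-*Pnpla2*+/+ mice, where 5 met the criteria, and 0.40 in BMAd-*Pnpla2*-/- mice, where 1 did. Its mean log2 CPM rose by 0.81 in BMAd-*Pnpla2*+/+ mice (exact permutation test, two-sided, p = 0.114) and by 0.74 in BMAd-*Pnpla2*-/- mice (exact p = 0.1). The difference between these responses was -0.06 (exact permutation p = 0.913), and -0.11 (exact permutation p = 0.82) with the unstranded counts of all samples, beside the deposited counts in which BMAd-*Pnpla2*-/- CR samples were counted without strand. The paper finds skeletal, matrix and collagen genes induced by CR in control mice. Fewer of these genes met its criteria in mice lacking BMAd *Pnpla2*. From both it proposes that BMAds supply energy to osteoblasts when dietary energy is limited, so that they can keep secreting collagen matrix. Its case for impaired osteoblasts also rests on data other than RNA in CR males lacking BMAd *Pnpla2*. These are less trabecular bone, a lower circulating marker of bone formation, less mineral surface and a trend to thinner osteoid.

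**Figure D7:**
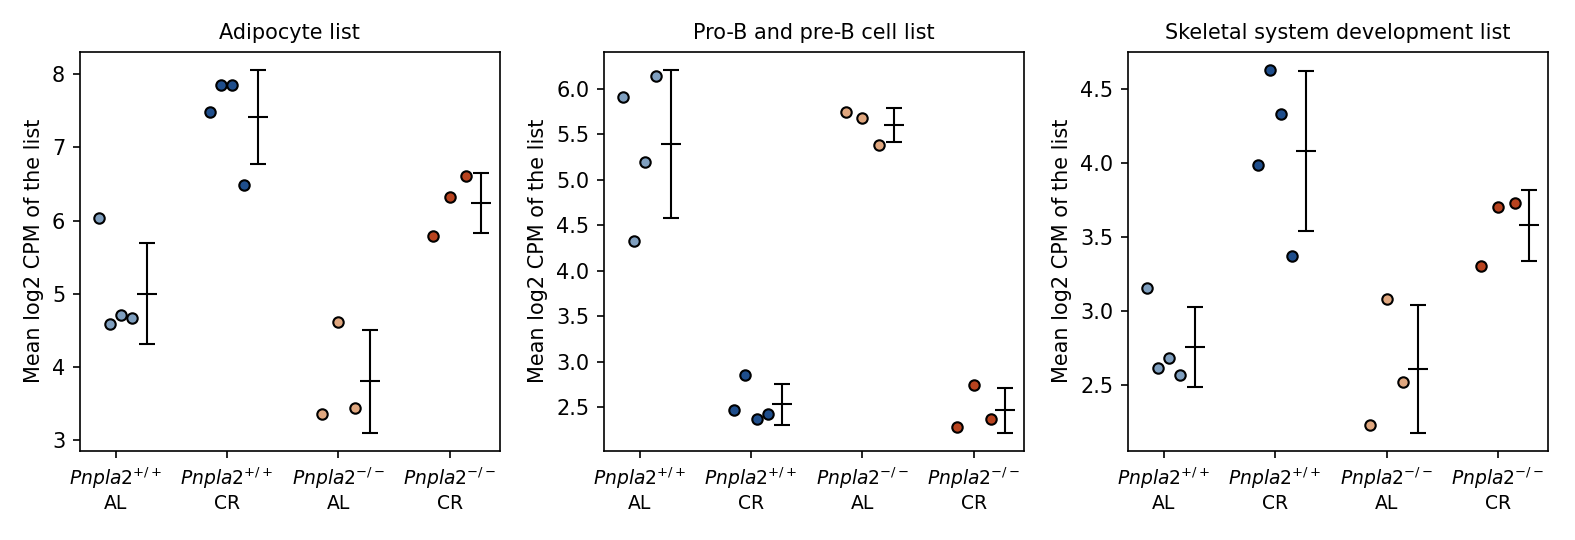
Mean log2 CPM of the adipocyte, the pro-B and pre-B cell and the skeletal system development lists (y axis) by genotype and diet (x axis), from the unstranded counts of all samples. Points are the 14 samples, and bars the mean ± SD. The CR samples lie above the AL samples for the first and the last list and below them for the pro-B and pre-B cell list, in both genotypes.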

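The 1056 genes past the criteria between BMAd-*Pnpla2*-/- and BMAd-*Pnpla2*+/+ mice under CR with the deposited counts, in which BMAd-*Pnpla2*-/- CR samples alone were counted without strand, were divided into 3 clusters by complete linkage of their z-scores. The clusters held 515, 416 and 125 genes, and their median log2 fold change under CR was 3.45, -1.93 and -1.40. With genes at the floor in 1 group set to their bound, which were 203, 108 and 7 genes, the medians were 2.55, -1.74 and -1.38. Where no count used the strand, 515, 267 and 104 of these genes were tested, and their medians were 0.27, -0.20 and -0.85. Of them 0, 0 and 1 met the criteria. Among 361 genes past the criteria with a mean of at least 50 counts and no overlap between the groups, the 3 with the largest log2 fold change were *Gm43980*, *Gm9821* and *mt-Tp*. *Gm43980* was at least 76.3-fold higher in BMAd-*Pnpla2*-/- mice, *Gm9821* had a log2 fold change of 7.93 (standard error 0.69, padj = 3.18e-06) and *mt-Tp* of 7.59 (standard error 0.67, padj = 3.72e-06). With the unstranded counts of all samples they had 0.79 (padj = 0.111), 0.22 (padj = 0.498) and 1.15 (padj = 0.0541). The 3 with the smallest were *Ptprcap*, at least 263-fold lower, *Pdcd2*, at least 76.4-fold lower, and *Gm37206*, at least 75.4-fold lower. They overlap *Rps6kb2*, *Tbp* and *Rbm4b* on the opposite strand, and none passed the filter on low counts with the unstranded counts.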

As mentioned above, loss of *Pnpla2* in CR mice altered expression of 1060 genes (Figure 5—figure supplement 1B; right), which were clustered into three groups (Figure 5—figure supplement 3A). Cluster 1 included genes that were induced only in CR BMAd-*Pnpla2^-/-^* mice. 

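The 515 genes higher in BMAd-*Pnpla2*-/- CR samples were low on the reverse strand, at a median of 0.134 CPM in BMAd-*Pnpla2*+/+ AL samples, close to the floor of 3 counts at 0.158 CPM. With CR their median log2 fold change was 0 in BMAd-*Pnpla2*+/+ mice and 3.74 in BMAd-*Pnpla2*-/- mice, or -0.13 and 2.51 with the genes at the floor set to their bound. When all samples were counted without strand, the medians were 0.06 in BMAd-*Pnpla2*+/+ and 0.32 in BMAd-*Pnpla2*-/- mice, 32 of the genes met the criteria with CR in BMAd-*Pnpla2*+/+ mice and 23 in BMAd-*Pnpla2*-/- mice.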

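*Perm1* (ENSMUSG00000078486.3, chromosome 4 of mm10 from 156215868 to 156221307) measured 0.759 ± 0.203 CPM (SD, n = 4) in BMAd-*Pnpla2*+/+ CR and 2.60 ± 0.204 CPM (SD, n = 3) in BMAd-*Pnpla2*-/- CR, a log2 fold change of 1.77 (standard error 0.33, padj = 0.0025). From the unstranded counts of all samples, it had 2.79 ± 1.03 CPM (SD, n = 4) and 2.65 ± 0.218 CPM (SD, n = 3), and the log2 fold change was -0.07 (padj = 0.904). *mt-Nd6*, which lies on the reverse strand of the mitochondrial genome from 13552 to 14070 with *mt-Nd5* annotated over it on the other strand, measured 3.85 ± 1.68 CPM (SD, n = 4) in BMAd-*Pnpla2*+/+ CR and 530 ± 168 CPM (SD, n = 3) in BMAd-*Pnpla2*-/- CR, a log2 fold change of 7.09 (standard error 0.47, padj = 3.39e-07). On the unstranded counts it had 723 ± 97.1 CPM (SD, n = 4) and 539 ± 169 CPM (SD, n = 3), and the log2 fold change was -0.42 (padj = 0.18). *B3gat2* (chromosome 1 from 23761753 to 23849158, with *Smap1* over it on the other strand) had at most 3 counts in every BMAd-*Pnpla2*+/+ CR sample and was at least 9.82-fold higher in BMAd-*Pnpla2*-/- CR samples, at 1.55 ± 0.708 CPM (SD, n = 3). Once every sample was counted without strand, its log2 fold change was 0.34 (padj = 0.548). The responses of these genes to CR differed between the genotypes by 1.84 (padj = 0.0486) for *Perm1*, 7.51 (padj = 1.33e-05) for *mt-Nd6* and 3.31 (padj = 0.0256) for *B3gat2*, and with the unstranded counts by -0.21 (padj = 0.869), -0.70 (padj = 0.386) and 0.14 (padj = 0.93). Without BMAd-*Pnpla2*-/- CR replicate 1 the padj was 0.104 for *Perm1* and 0.0752 for *B3gat2*.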

Although not localized to specific pathways, these genes were involved in diverse metabolic and cellular processes (e.g. *Perm1*, *mt-Nd6*, and *B3gat2*), and were generally expressed at low levels at baseline. In contrast, cluster 2 contained genes that were suppressed in CR BMAd-*Pnpla2^-/-^* mice, including pathways related to mitochondrial functions, hematopoietic progenitor cell differentiation, positive regulation of osteoblast differentiation and fatty acid biosynthetic process (Figure 5—figure supplement 3B and C), which sheds further light on the impaired HSPC proliferative capacity and osteoblast functions. 

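The 416 genes lower in BMAd-*Pnpla2*-/- CR samples had a median log2 fold change with CR of -0.05 in BMAd-*Pnpla2*+/+ mice and -1.91 in BMAd-*Pnpla2*-/- mice, or -1.76 with bounds, and with the unstranded counts of all samples -0.01 and -0.08. For the 6 genes of the hematopoietic progenitor cell differentiation list, which the study chose on these samples, all met the criteria downward under CR, with a median of -1.96 and *Pdcd2* as the lowest. On unstranded counts of all samples, 3 of the 6 were tested, none met the criteria and 1 had an unadjusted p under 0.05, and they ran from -0.43 to 0.16. Of the 7 genes of the positive regulation of osteoblast differentiation list 1 met the criteria upward and 6 downward. With counts taken without strand, all 7 were tested, none met the criteria, 3 had an unadjusted p under 0.05, and the median was -0.45. In these comparisons the deposited BMAd-*Pnpla2*-/- CR samples alone were counted without strand.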

Genes in cluster 3 were upregulated by CR, but not by CR in the absence of BMAd-*Pnpla2*. 

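The 125 genes of the smallest cluster had a median log2 fold change with CR of 1.11 in BMAd-*Pnpla2*+/+ mice and -0.11 in BMAd-*Pnpla2*-/- mice, or -0.17 with 15 genes at the floor set to their bound. Where no count used the strand, the medians of the 104 genes tested were 1.16 in BMAd-*Pnpla2*+/+ mice and 0.55 in BMAd-*Pnpla2*-/- mice, where the BMAd-*Pnpla2*-/- CR samples of the deposited counts were the ones counted without strand. Of these 104 genes, 63 met the criteria with CR in BMAd-*Pnpla2*+/+ mice and 19 in BMAd-*Pnpla2*-/- mice, and none had an interaction with padj under 0.05.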

Pathway analyses highlighted the regulation of lipid catabolic process, triacylglyceride synthesis and leukocyte migration (Figure 5—figure supplement 3D and E), consistent with the impaired lipid metabolism and leukocyte production observed in BMAd-*Pnpla2*^-/-^ mice.

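All 9 genes of the regulation of lipid catabolic process list, chosen by the study on these samples, met the criteria downward in BMAd-*Pnpla2*-/- against BMAd-*Pnpla2*+/+ mice under CR, with log2 fold changes from -3.14 to -1.30 and BMAd-*Pnpla2*-/- CR samples counted without strand. With the unstranded counts of all samples all 9 were below 0, from -2.51 to -0.30, and 1, *Pnpla2*, met the criteria. Adjusted over the list alone 4 of them did. Of the 4 tested genes of the leukocyte migration list all 4 met the criteria downward, at a median of -1.74. When all samples were counted without strand, none did, 3 had an unadjusted p under 0.05, 3 passed adjusted over the list alone, and the median was -1.20. One of them, *Madcam1*, had a response to CR that differed between the genotypes by -3.67 (standard error 0.76, padj = 0.0142), and by -3.62 (padj = 0.337) with the unstranded counts. The BMAd-*Pnpla2*+/+ AL samples that enter this difference had 17 counts of the gene in replicate 3 and 3 to 5 in the others.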

### BMAd lipolysis is required for trabecular and cortical bone regeneration

To test whether BMAds are a critical source of local energy under conditions where energy needs are elevated, we investigated the impact of CR and BMAd *Pnpla2* deficiency on bone regeneration. To do this, we created a 0.7 mm hole in the proximal tibia, approximately 1–2 mm distal from the growth plate, and evaluated the newly formed woven bone in both the trabecular (endocortical) and cortical compartments nine days later (Figure 6A). As expected, CR impaired formation of bone in the trabecular (endocortical) region of interest (ROI), resulting in decreased bone volume fraction, mineral density, and mineral content (Figure 6B). Importantly, these effects of CR were mimicked by BMAd-specific *Pnpla2* deletion; however, gene deletion did not compound effects of CR on impaired bone regeneration, perhaps because newly-formed bone volume was already low with either CR or *Pnpla2* deficiency alone. We then visualized newly formed bone in the cortical bone compartment with Safranin O/ Fast Green (SO/FG) staining of paraffin-embedded proximal tibia sections (Figure 6C). Of note, both bone marrow stromal and periosteal cells contribute to the cortical bone regeneration and are derived from common mesenchymal progenitors (Duchamp de Lageneste et al., 2018). Although deficiency of BMAd-lipolysis is unlikely to affect periosteal cell functions when the cortical bone is intact, it may interact with this cell population during bone regeneration. CR also impaired formation of new woven bone in the cortical compartment by decreasing bone volume fraction, mineral density, and mineral content. As with bone formation in the trabecular compartment, effects of CR on the cortical compartment are mimicked by BMAd-specific depletion of *Pnpla2*, and effects of impaired BMAd lipolysis did not exacerbate CR-induced impaired bone regeneration (Figure 6D). Taken together, these data provide compelling evidence that under conditions where energy requirements are high, BMAd provide a critical local energy source for early-stage bone regeneration.

**Figure 6.**
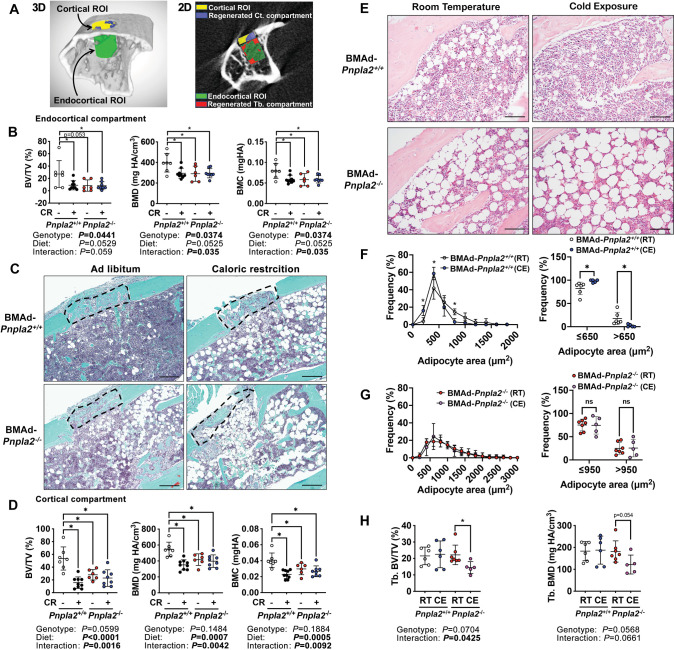
Energy from BMAd is required for trabecular bone regeneration and protects against bone loss caused by chronic cold exposure. (**A-D**) BMAd-*Pnpla2*^+/+^ and BMAd-*Pnpla2*^-/-^ male mice at 24 weeks of age fed with chow diet (-) or underwent 30% CR for six weeks (+). A 0.7 mm proximal tibial defect was created 1–2 mm distal to the growth plate. Tibiae were collected 9 days after surgery. MicroCT was performed to analyze trabecular (endocortical) and cortical bone regeneration. (**A**) Representative analyzing images of bone defect. Example of μCT showing trabecular (endocortical) region of interest (ROI; green) and cortical ROI (yellow). Newly generated woven bone in trabecular (endocortical; red) and cortical compartment (purple) is indicated. (**B**) Quantification of regenerated bone in the endocortical compartment - bone volume fraction (BV/TV), mineral density (BMD) and mineral content (BMC). Data are expressed as mean ± SD. (**C**) Safranin O/ Fast Green (SO/FG) staining of new cortical compartment formation in defect sites. Scale bar; 200 μm. (**D**) Quantification of regenerated cortical woven bone volume fraction (BV/TV), mineral density (BMD) and mineral content (BMC). (**E-I**) Female BMAd-*Pnpla2*^+/+^ and BMAd-*Pnpla2*^-/-^ mice at 20 weeks of age were singly housed at 4°C for three weeks without enrichments. Tibiae were collected for sectioning and μCT analyses. (**E**) Proximal tibiae were decalcified and paraffin-sectioned for H&E staining. Representative images for proximal tibia are shown. Scale bar, 100 μm. (**F-G**) Quantification of BMAds from H&E-stained slides using MetaMorph software. Comparison of BMAd size at room temperature (RT) versus cold exposure (CE) in mice of indicated genotypes. (**H**) Trabecular bone volume fraction (BV/TV) and mineral density (BMD) were quantified by μCT. Data are expressed as mean ± SD. * indicates p<0.05 with two-way ANOVA analyses followed by Šídák’s multiple comparisons test. Significant effects of genotype, diet, or their interactions are shown, as are trends. Figure 6—source data 1.Energy from BMAd is required for trabecular bone regeneration and protects against bone loss caused by chronic cold exposure.

**Figure 6—figure supplement 1.**
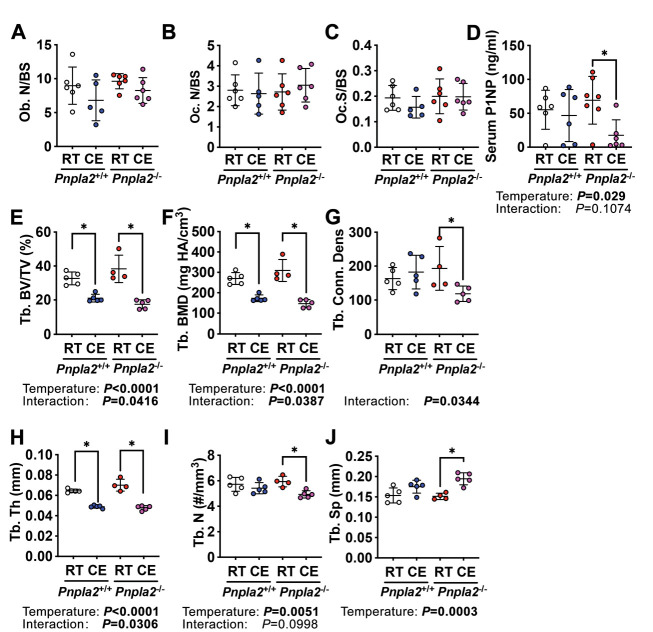
Energy from BMAd protects against changes in trabecular microstructures caused by chronic cold exposure. (**A-D**) Female BMAd-*Pnpla2*^+/+^ and BMAd-*Pnpla2*^-/-^ mice at 20 weeks of age were singly housed at 4°C for 3 weeks. Tibiae were decalcified for paraffin sectioning. (**A**) H&E-stained slides were used to quantify osteoblast number (Ob. N) and bone surface (BS). (**B-C**) TRAP-stained slides were used for osteoclast number (Oc. N) and surface (Oc. S) quantification, which were normalized to BS. (**D**) Serum P1NP concentrations were measured. (**E-J**) Male BMAd-*Pnpla2*^+/+^ and BMAd-*Pnpla2*^-/-^ mice at 17–20 weeks of age were singly housed at 4°C for 3 weeks. Tibiae were collected for μCT analyses. Trabecular bone volume fraction (BV/TV), mineral density (BMD), connective density (Conn. Dens), trabecular thickness (Th), number (N) and separation (Sp) were quantified by μCT. Data are expressed as mean ± SD. * indicates p<0.05 with two-way ANOVA analyses followed by Šídák’s multiple comparisons test. Significant effects of genotype, temperature, or their interactions are shown. Figure 6—figure supplement 1—source data 1.Energy from BMAd protects against changes in trabecular microstructures caused by chronic cold exposure.

### Energy from BMAd protects against bone loss caused by chronic cold exposure

Cold exposure is well-documented to increase energy expenditure and adaptive thermogenesis, largely fueled by energy stored in WAT depots. To explore further under what conditions BMAd lipolysis may be critical for bone cell functions, we first evaluated female control and BMAd-*Pnpla2*^-/-^ mice, which have higher content of BMAT than males, and housed them at room (22 °C) or cold (4 °C) temperatures for three weeks when they were at 20 weeks of age. As expected (Scheller et al., 2015; Scheller et al., 2019), cold exposure resulted in smaller rBMAds within the proximal tibia of BMAd-*Pnpla2^+/+^* mice (Figure 6E and F). In contrast, rBMAd size was increased at baseline in BMAd-*Pnpla2*^-/-^ mice, with no reduction observed with cold exposure (Figure 6E and G). These data indicate that intact BMAd lipolysis was required for reduction of BMAd size with cold exposure. We then evaluated bone mass by μCT and found that whereas trabecular bone of the proximal tibia was maintained in BMAd-*Pnpla2*^+/+^ mice with cold stress, trabecular bone volume fraction declined with cold exposure in BMAd-*Pnpla2*^-/-^ mice and bone mineral density showed a similar trend (Figure 6H). These results suggest that lipolysis from vicinal BMAds is important for maintenance of bone when energy needs are high or when energy supply is limited. Histomorphometry analyses did not reveal significant changes in osteoblast and osteoclast numbers, or in TRAP-positive osteoclast surface per bone surface (Figure 6—figure supplement 1A-C). However, the bone formation marker, P1NP, decreased in cold-exposed BMAd-*Pnpla2*^-/-^ mice compared to room temperature controls (Figure 6—figure supplement 1D), suggesting that osteoblast functions were impaired.

We also evaluated whether BMAT lipolysis is necessary for maintenance of trabecular bone microstructures in male mice under cold exposure conditions (Figure 6—figure supplement 1E-J). Interestingly, control BMAd-*Pnpla2^+/+^* male mice were more vulnerable to cold-induced bone loss than female mice, with significant reductions of trabecular bone volume fraction, mineral density, and thickness. There was no obvious further decrease of these parameters in BMAd-*Pnpla2*^-/-^ mice, perhaps because bone volume was already low with cold exposure. However, two-way ANOVA analyses revealed there were interactions between temperature and genotype, suggesting there were further changes in BMAd-*Pnpla2*^-/-^ mice (Figure 6—figure supplement 1E,F,H ). Although cold stimuli did not affect the microstructure parameters of trabecular bone in BMAd-*Pnpla2^+/+^* mice, cold exposure decreased trabecular connective density and trabecular number, and increased trabecular bone spacing in BMAd-*Pnpla2*^-/-^ mice (Figure 6—figure supplement 1G,I,J and ). Taken together, these data highlight sexual dimorphism in the response of bone to cold, and that in both males and females, a further loss of bone is observed when BMAT lipolysis is impaired.

## Discussion

In the current study, we developed and tested for the first time, a BMAd-specific mouse model to more clearly understand the function of bone marrow adipose tissue, particularly during times of nutritional, hormonal, mechanical and environmental stress. Previously, the role of BMAds in the marrow niche was deduced through indirect inferences from associations of skeletal and hematopoietic phenotypes with bone marrow adipose tissue volume. This has been exemplified by a number of BMAT depletion models which showed high bone mass, including A-ZIP (Naveiras et al., 2009), *Adipoq*-driven DTA (Zou et al., 2019), and *Adipoq*-driven loss of *Pparg* (Wang et al., 2013), *Lmna* (Corsa et al., 2021), or *Bscl2* (Mcilroy et al., 2018); however these lipodystrophic mice also lacked white and brown adipose depots and thus exhibit global metabolic dysfunction, including fatty liver, hyperlipidemia and insulin resistance. Moreover, *Adipoq*-driven Cre used in those studies also causes recombination in bone marrow stromal cells (Mukohira et al., 2019). Similarly, mouse models or treatments that result in BMAT expansion, such as *Prx1*-driven *Pth1r* knockout mice (Fan et al., 2017), CR, thiazolidinedione administration, estrogen-deficiency, and irradiation (Li and MacDougald, 2021), also caused bone loss, but again, effects on bone may be secondary to lack of promoter specificity or confounding systemic effects. Lineage tracing studies have previously been performed to determine cell-specific markers for BMAds. For example, both *Prx1* and *Osterix* are restricted to bone and trace to 100% of BMAds, but are also expressed in mesenchymal cells (Logan et al., 2002; Mizoguchi et al., 2014). *Nestin* and leptin receptor (*Lepr*) label over 90% of BMAds, but also trace to stromal cells (Zhou et al., 2017). Whereas Pdgf-receptor α (*Pdgfrα*)-driven Cre expression causes recombination in all white adipocytes, only 50–70% of BMAds are traced (Horowitz et al., 2017). Thus, our successful strategy for targeting BMAds using dual expression of *Osterix* and *Adipoq*, as reported in this work, improves the interpretability of experiments on the distinct roles of BMAds in the marrow niche and will be a useful tool for future investigations.

After generating this novel BMAd-specific Cre mouse model, we successfully ablated *Pnpla2* in BMAds, and demonstrated the necessity of ATGL in BMAd lipolysis. Our studies directly demonstrate for the first time the importance of BMAd lipolysis in myelopoiesis and bone homeostasis under conditions of energetic stress, including CR, irradiation, bone regeneration and cold exposure. With the loss of peripheral WAT in CR mice, there is a dramatic increase in BMAT throughout the tibia, and this is accompanied by increased expression of adipocyte genes, including those involved in lipid uptake, de novo lipogenesis, and lipolysis. BMAT expansion with CR has been observed in both rodents and humans (Cawthorn et al., 2014; Devlin et al., 2010; Fazeli et al., 2021), and mechanisms underlying this observation are still not fully understood. We speculate that CR promotes lipolysis in peripheral adipose tissues, and the released non-esterified fatty acids have increased flux to bone marrow, where they are used either directly to maintain hematopoiesis and bone homeostasis, or used indirectly after having been stored and released from BMAT. The RNAseq data also suggests that BMAds have elevated rates of lipid uptake, lipogenesis and lipolysis with CR in control mice. However, when BMAd lipolysis is impaired, this dynamic cycle is halted, which is reflected by the blunted induction of adipocyte genes in response to CR. This BMAd quiescence causes a shortfall in local energy supply and contributes to hematopoietic cell and osteoblast dysfunction. In this regard, two major collagens secreted by osteoblasts, *Col1a1* and *Col1a2*, and *Alpl* were increased by CR in control BMAd-*Pnpla2^+/+^* mice, but not in calorie-restricted BMAd-*Pnpla2^-/-^* mice. These data are consistent with the trend for thinner osteoid observed in CR BMAd-*Pnpla2*^-/-^ mice and reduced circulating concentrations of the bone formation marker P1NP. Although bone mineralization is not impaired, new bone forming surface is reduced in CR mice that lack BMAd lipolysis. In addition, the number of osteoclasts on trabecular bone surface is higher in CR BMAd-*Pnpla2*^-/-^ mice; however, osteoclast surface per bone surface and a circulating marker of bone turnover (CTX-1) are not increased. A serum marker for osteoclast activity, TRACP5b, is decreased in BMAd-*Pnpla2*^-/-^ mice either fed ad libitum or a CR diet. Taken together, our studies suggest that bone mass reduction in CR BMAd-*Pnpla2*^-/-^ mice is less likely due to degradation of bone by osteoclasts, and more likely due to impaired osteoblast function, including collagen secretion and osteoid production.

Interestingly, the contributions of BMAd lipolysis to bone homeostasis appear to be more important in male mice compared to females. Although we considered that a stronger phenotype might be revealed in female mice following estrogen depletion, the low bone mass observed with ovariectomy or CR may represent a critical threshold that is strongly defended through mechanisms independent of BMAd lipolysis. Alternatively, it is possible that androgens increase energy requirements of bone such that male mice are more dependent on BMAd lipolysis under stressful conditions. Consistent with this tenet, in both mouse and human studies of calorie restriction, males tend to have greater induction of BMAds than females (Fazeli et al., 2021). Importantly, we observed that bone volume fraction and trabecular number were increased by 12 weeks of CR in OVX mice of both genotypes, suggesting that the metabolic and anti-aging benefits of CR somehow block the bone loss associated with estrogen deficiency as mice aged to 40 weeks.

Surprisingly, despite expansion of BMAT in ad libitum-fed BMAd-*Pnpla2^-/-^* male and female mice, we did not observe differences in skeletal parameters, indicating that expansion of BMAT is not sufficient to cause bone loss, and that the correlation between elevated fracture risk and expansion of BMAT under a variety of clinical situations is not necessarily a causal relationship. The critical role of BMAd lipolysis in fueling osteoblasts was observed in BMAd-*Pnpla2^-/-^* male mice only when energy needs were high, or when the availability of dietary energy was low. Of note, cellular protein synthesis typically uses 25–30% of the oxygen consumption coupled to ATP synthesis (Rolfe and Brown, 1997), and this percentage may be higher in osteoblasts since protein synthesis and translation are integral to osteoblast function. Additionally, fatty acids contribute substantially to the energy demands of bone tissue and cells (Adamek et al., 1987), and in the absence of BMAd lipolysis, these energy needs must be met from circulating lipids, glucose, lactate, and amino acids. Uptake of fatty acids by osteoblasts is likely mediated by the CD36 fatty acid translocase, which is required in mice to maintain osteoblast numbers and activity (Kevorkova et al., 2013). Further, impairment of fatty acid oxidation in osteoblasts and osteocytes led to reduced postnatal bone acquisition in female, but not male mice. Interestingly, significant increases in the osteoid thickness, osteoid volume per bone volume, and the osteoid maturation time suggest that a mineralization defect occurs in mice unable to oxidize fatty acids obtained not only from BMAds, but also from circulation (Kim et al., 2017). Although we have largely interpreted effects of Pnpla2 deficiency as causing a local energy shortfall, *Pnpla2* deficiency may also alter downstream signaling activities. For example, ATGL deficiency prevents cAMP-dependent degradation of TXNIP and thus reduces glucose uptake and lactate secretion (Beg et al., 2021). ATGL-catalyzed lipolysis also provides essential mediators to increase activity of PGC-1α/PPARα and PPARδpathways (Haemmerle et al., 2011; Khan et al., 2015). Thus, it is conceivable that ATGL deficiency may alter the BMAd transcriptome and secretome to influence the marrow niche independent of its role as a fuel source.

Given the extensive literature describing interactions between BMAds and hematopoietic cells (Lee et al., 2018; Valet et al., 2020), we were surprised at the lack of substantial changes in hematopoietic progenitors, white blood cells, and red blood cells in BMAd-*Pnpla2*^-/-^ mice under basal and CR conditions. One possibility is that skeletal sites containing low BMAd numbers, including vertebrae, sternum, ribs and pelvis, may allow compensatory formation of circulating mature blood cells (Kricun, 1985). In addition, hematopoietic progenitors and mature blood cell populations were not substantially altered in bone marrow of long bones, with the exception of myeloid differentiation into neutrophils, suggesting that hematopoietic cellularity is generally maintained despite expansion of BMAT volume. Although hematopoietic progenitors and mature cells can use lipids for energy, glucose serves as the major source of energy for glycolysis and oxidative metabolism in these cell populations (Jeon et al., 2020; Roy et al., 2018). It is perhaps unsurprising, given the importance of blood cell production in maintaining life, that there is a great deal of metabolic flexibility when it comes to fuel sources for hematopoiesis. While HSPC numbers are unaltered in our BMAd-*Pnpla2^-/-^* mice, myeloid lineage cell recovery is significantly blunted by CR and deficiency of BMAd-lipolysis following sublethal irradiation and in in vitro myeloid CFU assays. Myeloid progenitors from CR BMAd-*Pnpla2*^-/-^ mice had an impaired capacity to expand, suggesting that progenitors were reprogrammed in response to energy deficiency in the bone marrow niche. We did not profile the metabolic changes of HSPCs in CR BMAd-*Pnpla2*^-/-^ mice, but it has been reported that fatty acid oxidation is required for HSC asymmetric division to retain the stem cell properties (Ito et al., 2012).

In summary, we have developed a novel mouse model to specifically evaluate the importance of BMAds in adult life and during times of nutritional, hormonal, environmental and mechanical stress. We report that BMAds are a local energy source that support myeloid cell lineage regeneration following irradiation, and maintain progenitor differentiation capacity when systemic energy is limiting. In addition, we find that BMAT serves a highly specialized function to maintain bone mass and osteoblast function in times of elevated local energy needs such as with bone regeneration, increased whole body energy needs from cold exposure, or when dietary energy is limited due to CR. Thus, Steele’s instincts in 1884 when he wrote that fat from marrow 'nourishes the skeleton' are largely borne out by modern experimentation.

### Limitations of study

There are some limitations to the BMAd-*Cre* mice that should be noted. For instance, expression of *Cre* from the IRES within the 3'-UTR of *Adipoq* is relatively low, and thus rates of recombination are less frequent in young mice than optimal. Mice that are older than 16 weeks are suggested for future usage of this *Cre* mouse model. However, bone formation and turnover rates decrease with age both in mice and humans (Fatayerji and Eastell, 1999; Ferguson et al., 2003), which may provide challenges for mechanistic studies. The IRES-*Cre* cassette also causes hypoadiponectinemia so experimental design must include appropriate controls with BMAd-*Cre* positive mice with or without floxed genes. Although a total absence of adiponectin reduces bone mass (Naot et al., 2016; Yang et al., 2019; Zhu et al., 2020), mice with hypoadiponectinemia described here did not exhibit metabolic or bone phenotypes. In retrospect, a better approach might have been to accept loss of one *Adipoq* allele and insert the FAC cassette at the start site of the adiponectin coding region to promote high levels of *Cre* expression. This strategy might also have allowed inducible knockout of BMAd genes with tamoxifen through expression of CreERT2, which we found to be too inefficient to be functional when inserted into the 3'-UTR of *Adipoq*, with only 5–8% BMAds labeled in tamoxifen-treated adult mice. Of note, all mice used in these studies were on a mixed SJL and C57BL/6 J background, and mouse strain influences bone mass, and responsiveness of bone to stressors. Although we have not provided direct evidence of BMAd-derived fatty acids fueling osteoblasts or hematopoietic cells, this line of investigation will require technical advances to distinguish BMAd-derived NEFA from those in circulation. It should be noted that our RNAseq data was obtained from cBMAT of distal tibiae. It is likely that the fundamental interactions between BMAT and other cells within the marrow niche are similar between regions; however, we do not exclude the possibility that there may be unique interactions between rBMAT and osteoblast/hematopoietic cells.

## Materials and methods

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulﬁlled by the Lead Contact, Ormond A. MacDougald (https://medicine.umich.edu/dept/molecular-integrative-physiology/ormond-macdougald-phd).

#### Materials availability

Our *Osterix-FLPo* and FLPo-dependent *Adipoq-Cre* (FAC) mouse models will be available to investigators upon request. All the other data and materials that support the ﬁndings of this study are available within the article and supplemental information, or available from the authors upon request.

### Animal

#### Generation of BMAd-specific Cre mouse model

To create a BMAd-specific *Cre* mouse model, we expressed mouse codon-optimized FLP (FLPo) (Raymond et al., 2007) from the *Osterix* (*Sp7*) locus to recombine and activate a *Cre* expressed from the *Adipoq* locus. After designing sgRNA target sequences against 3’-UTR of endogenous *Osterix* (sgRNA: gatctgagctgggtagaggaagg) and *Adipoq* (sgRNA1: tgaacaagtgagtacacgtgtgg; sgRNA2: cagtgagcagaaaaatagcatgg) genes with the prediction algorithm available at http://crispor.tefor.net, we cloned sgRNA sequences into an expression plasmid bearing both sgRNA scaffold backbone (BB) and Cas9, pSpCas9(BB) (Ran et al., 2013), which is also known as pX330 (Addgene plasmid ID: 42230; Watertown, MA). Modified pX330 plasmids were injected into fertilized ova. After culture to the blastocyst stage, Cas9 activity was confirmed by sequencing the predicted cut site. We then inserted a DNA fragment containing an in-frame fusion protein between endogenous *Osterix* and *FLPo*, separated by coding sequence for *P2A* (porcine teschoviral-1) self-cleavage site to allow the full-length proteins to function independently. We also inserted into the 3'-UTR of *Adipoq* an *IRES-F3-Frt-*reversed *Cre-F3-Frt* cassette with ~1 kb of 5’ and 3’ flanking homology-arm sequence. The targeting vectors (Cas9 expression plasmid: 5 ng/ul; donor DNA: 10 ng/ul) were injected into fertilized mouse eggs, which were transferred into pseudopregnant recipients to obtain pups. Tail DNA was obtained for genomic PCR and Sanger sequencing to screen F0 founders for desired genetic modifications at the expected locations. These F0 generation chimeric mice were mated with normal mice to obtain mice that are derived exclusively from the modified fertilized eggs. Germline transmitted mice (F1 generation) carrying the designated genetic modifications were bred with reporter mice to validate the activity and efficiency of FLPo and Cre recombinase. These mice were generated by University of Michigan Transgenic Animal Model Core and MDRC Molecular Genetics Core.

#### Validation of Osterix-FLPo specificity and efficiency

*Osterix-FLPo* mice were bred with FLP-dependent EGFP reporter mice (derived from https://www.jax.org/strain/012429; Bar Harbor, ME), provided by Dr. David Olson from the University of Michigan MDRC Molecular Genetics Core. Fresh tissue confocal was performed to validate EGFP expression.

#### Validation of the specificity and efficiency of FLPo-activated *A**dipoq*-*C**re* (FAC) mice

Among 80 F0 generation pups, 13 mice carried the FAC cassette. These founder mice were bred with *Osterix-FLPo* mice and mT/mG reporter mice (Stock No. 007676, Jackson Laboratory; Bar Harbor, ME) to further validate Cre recombinase activity and specificity via fresh tissue confocal and immunofluorescent histology. Every single mouse in F1 generation was confirmed and separated for future breeding. We finally selected F0-#693→ F1-#4376 for BMAd-specific knockout lines. Of note, *Osterix-FLPo* and *FAC* mice were generated on a mixed SJL and C57BL/6J background. *Pnpla2*^flox/flox^ mice purchased from Jackson laboratory (Stock No. 024278; Bar Harbor, ME) were on a C57BL/6J background.

### Animal housing

Mice were housed in a 12 hr light/dark cycle in the Unit for Laboratory Animal Medicine at the University of Michigan, with free access to water. Mice were fed ad libitum or underwent caloric restriction, as indicated. All procedures were approved by the University of Michigan Committee on the Use and Care of Animals with the protocol number as PRO00009687.

### Animal procedures

1. 30% CR. After acclimation to single-housing for 2 weeks, and control diet (D17110202; Research Diets; New Brunswick, NJ) for a week, daily food intake was measured for another week. Mice were then fed a 30% CR diet (D19051601; Research Diets; New Brunswick, NJ) daily at ~6 pm, prior to onset of the dark cycle.
2. Ovariectomy. Female mice at 16 weeks of age underwent ovariectomy (OVX). After 2 weeks recovery, they were either fed an ad libitum or 30% CR diet for 12 weeks.
3. Proximal tibial defect. Surgeries were performed under isoflurane anesthesia, and subcutaneous 0.1 mg/kg buprenorphine was given in 12 h intervals for peri-/post-operative pain management. The proximal tibial defects were obtained by drilling a hole through anterior cortical and trabecular bone, 1–2 mm below the epiphyseal growth plate, with a 0.7 mm low-speed drill.
4. Cold exposure. Mice were single-housed without nesting materials in thermal chambers for 3 weeks at 4°C.
5. Glucose Tolerance Test (GTT). Mice were fasted overnight (16–18 hours). Body weight and fasting glucose levels were measured, followed by an intraperitoneal (i.p.) injection of glucose (1 g glucose/kg body weight). Blood glucose was measured with Bayer Contour test strips at 15, 30, 60, 90, and 120 min time points by cutting the tip of tails.
6. Whole body irradiation. Irradiations were carried out using a Kimtron IC320 (Kimtron Medical; Oxford, CT) at a dose rate of ~4 Gy/min with total dosage of 6 Gy in the University of Michigan Rogel Cancer Center Experimental Irradiation Shared Resource. Dosimetry was carried out using an ionization chamber connected to an electrometer system that is directly traceable to a National Institute of Standards and Technology calibration.

### Fresh tissue confocal microscopy

*Osterix*-driven EGFP expression and BMAd-*Cre-*driven mT/mG reporter mice were sacrificed. Fresh tissues were collected immediately and put in ice-cold PBS, which was protected from light. Soft tissues including adipose tissues and liver were cut into small pieces and placed in a chamber for confocal imaging (Nikon Ti-E Inverted Microscope; Minato City, Tokyo, Japan). Bones were bisected and butterflied on a coverslip for imaging. Both white field and fluorescent images were taken under ×200 magnification.

### Histology and histomorphometry

Tissue histology was performed essentially as described previously (Li et al., 2019). Briefly, soft tissues were fixed in formalin, and embedded in paraffin for sectioning. Tibiae were fixed in paraformaldehyde, decalcified in EDTA for at least 2 weeks, and followed by post-decalcification fixation with 4% paraformaldehyde. Bone tissues were then embedded in paraffin, sectioned. After staining with hematoxylin and eosin (H&E), soft tissues were imaged with an Olympus BX51 microscope. Bones were stained with H&E or Tartrate-Resistant Acid Phosphatase (TRAP; Sigma-Aldrich, MO) as indicated, and slides were scanned at ×200 magnification. Static measurements include bone volume fraction, trabecular bone microstructure parameters, osteoblast number and surface, and osteoclast number and eroded surface. Undecalcified tibia was used for plastic sectioning. Mineralized trabecular bone and osteoid were evaluated with Goldner’s Trichrome Staining. For dynamic studies, calcein (C0857; Sigma-Aldrich, MO) dissolved in 0.02 g/ml sodium bicarbonate with 0.9% saline at 20 mg/kg was injected intraperitoneally nine- and two-days before sacrifice for quantification of mineral surface (MS), inter-label width (Ir. L. Wi), and mineral apposition rate (MAR) in tibia. Calculations were made with Bioquant Osteo 2014 (Nashville, TN) software in a blinded manner (Merceron et al., 2014; Morse et al., 2014).

### μCT analysis

Tibiae were placed in a 19-mm diameter specimen holder and scanned over the entire length of the tibiae using a μCT system (μCT100 Scanco Medical, Bassersdorf, Switzerland). Scan settings were: voxel size 12 µm, 70 kVp, 114 µA, 0.5 mm AL filter, and integration time 500ms. Density measurements were calibrated to the manufacturer’s hydroxyapatite phantom. Analysis was performed using the manufacturer’s evaluation software with a threshold of 180 for trabecular bone and 280 for cortical bone.

### Marrow fat quantification by osmium tetroxide staining and μCT

After analyses of bone variables, mouse tibiae were decalcified for osmium tetroxide staining, using our previously published method (Scheller et al., 2015). In addition, a lower threshold (300 grey-scale units) was used for proximal tibial rBMAT quantification because density of osmium staining is low due to smaller adipocyte size, and with threshold as 400 grey-scale units for cBMAT in distal tibia.

### Immunofluorescent staining

Decalcified tibiae were embedded in OCT compound and used for frozen sectioning at 15 μm. Excess OCT was removed, and tibial tissues were blocked with 10% goat serum for one hour at room temperature. Primary antibodies for GFP (1:500) and RFP (1:200; Figure 1F) or ATGL (1:100; Figure 2B) were then added to slides and incubated with bone tissues overnight at 4°C. Secondary antibodies (goat anti-Rabbit IgG, Alexa Fluor 594 and goat anti-chicken IgG Alexa Fluor 488 or donkey anti-rabbit IgG (H+L), Alexa Fluor 488) were added to slides following three washes. Two hours later, DAPI staining was performed. Slides were mounted with prolong gold antifade reagent and imaged.

### RNA extraction and quantitative real-time PCR (qPCR)

RNA was extracted from tissues after powdering in liquid nitrogen and lysis in RNAStat60 reagent in a pre-cooled dounce homogenizer. Quantitative PCR was performed using an Applied Biosystems QuantStudio 3 qPCR machine (Waltham, MA). Gene expression was calculated based on a cDNA standard curve within each plate and normalized to expression of the geometric mean of housekeeping genes *Hprt, Rpl32A,* and *Tbp*. qPCR primers are provided in Supplementary file 3.

### Immunoblot

Detection of proteins by immunoblot was as described previously (Mori et al., 2021).

### Ex vivo lipolysis

Distal tibial BMAT plugs were flushed out from the bone, and four plugs were pooled into one well of a 96-well plate for each n. Pre-warmed 2% BSA HBSS was added to BMAT explants with vehicle (DMSO) or forskolin (FSK, 5 μM), to activate lipolysis (Litosch et al., 1982). Cultured media was collected hourly for 4 hr, and glycerol and NEFA concentrations were measured with commercially available kits as listed above in reagents.

### CFU assay

Bone marrow cells of BMAd-*Pnpla2*^+/+^ and BMAd-*Pnpla2*^-/-^ mice were obtained from femur and tibia. To isolate bone marrow, the bones were flushed with IMDM (Gibco 12440; Waltham, MA) containing penicillin-streptomycin antibiotic (Gibco 15270–063; Waltham, MA). Pelleted cells were counted with a hemocytometer, 1 × 10^4^ cells were plated in Methocult medium (Stem cell M3534; Vancouver, Canada) in 35 mm culture dishes, and cells were then incubated at 37°C in 5% CO_2_ with ≥95% humidity for seven days. CFU-G, CFU-M and CFU-GM colonies on each plate were counted using a microscope with a 4X objective lense.

### Bulk RNA sequencing

Distal tibial plugs (cBMAT) from two animals were pooled together for each bulk RNAseq sample. Total RNA was isolated from BMAT for strand specific mRNA sequencing (Beijing Genomics Institute, China). Over twenty million reads were obtained using a paired-end 100 bp module on DNBSEQ platform. The quality of the raw reads data was checked using FastQC (v.0.11.9) and the filtered reads were aligned to reference genome (UCSC mm10) using STAR with default parameters. All samples passed the post-alignment quality check (QualiMap v.2.2.1). The DEseq2 method was used for differential expression analysis with genotype (*Pnpla2*^+/+^ vs. *Pnpla2*^-/-^) and treatment (CR vs. ad libitum) as the main effects. Gene ontology analysis was done using MetaScape. The Principal Component Analysis (PCA) plot was generated using the PlotPCA function building in DESeq2 package. To compare the number of differentially expressed genes between genotype/treatment groups, volcano plots were constructed using the Enhanced Volcano package under R environment. Heatmap plots were generated using pheatmap package under R environment and the complete-linkage clustering method was used for the hierarchical cluster of genes. These data are available through NCBI GEO with the following accession number, GSE183784.

### Flow cytometry

Femurs were isolated from mice. Bone marrow was harvested by flushing the femurs with 1 mL of ice-cold PEB (1 X PBS with 2 mM EDTA and 0.5% bovine serum albumin). Red blood cells were lysed once by adding 1 mL of RBC Lysis Buffer (155 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA) and gently pipetting to mix. Cells were immediately pelleted by centrifugation and resuspended in 1 mL of ice-cold PEB. Cells were stained for 30 min in PEB buffer with the indicated antibodies below and analyzed on the BD LSRFortessa or BD FACSAria III. Data was analyzed using FlowJo software (BD Biosciences, version 10.8). Dead cells and doublets were excluded based on FSC and SSC distribution. To stain for mature leukocytes antibodies used were against CD45, Ly6G, CD11b, CD115, CD19, and CD3e. All CD45^+^ cells were gated first for further identification. Neutrophils were defined as Ly6G^+^CD11b^+^, monocytes were defined as Ly6G^-^CD11b^+^CD115^+^, B cells were defined as Ly6G^-^CD11b^-^CD19^+^, and T cells were defined as Ly6G^-^CD11b^-^CD3e^+^. To stain for bone marrow neutrophil populations, antibodies used were against Ly6G, CD11b, cKit, CXCR2, CXCR4, and CD62L. Pre-neutrophils were defined as Ly6G^+^CD11b^+^cKit^+^, immature neutrophils were defined as Ly6G^+^CD11b^+^cKit^-^CXCR2^lo^, and mature neutrophils were defined as Ly6G^+^CD11b^+^cKit^-^CXCR2^hi^. To stain for hematopoietic stem and progenitor cells (HSPCs) antibodies used were against a lineage panel (Gr-1, CD11b, B220, CD3e, TER119), cKit, Sca-1, CD150, CD48, CD105, and CD16/32. After gating on the lineage^-^ population, HSPCs were defined as follows; HSCs as LSKCD150^+^CD48^-^, MPPs as LSKCD150^-^CD48^-^, HPC1 as LSKCD150^-^CD48^+^, HPC2 as LSKCD150^+^CD48^+^, GMPs as LKCD150^-^CD16/32^+^, PreGMs as LKCD150^-^CD105^-^, PreMegEs as LKCD150^+^CD105^-^, and PreCFUe as LKCD150^+^CD105^+^. LSK = lineage^-^Sca1^+^cKit^+^, LK = lineage^-^cKit^+^.

### Bone regeneration analysis

Nine days after the proximal tibial defect surgery, proximal tibiae were collected for μCT scanning. After construction, new generated trabecular and cortical bone were quantified by Dragonfly software (Montréal, Canada). Under the full view of 3D and 2D images, a cylinder-shaped region of interest (ROI) was defined in trabecular or cortical bone defect area (as shown in Figure 6A) with 3D dimension as 0.3 mm (diameter) x 0.7 mm (height) for trabecular compartment and 0.3 mm (diameter) x 0.2 mm (height) for cortical compartment. An automatic split at otsu threshold for each bone was collect first, and then mean threshold for a whole cohort was calculated. This average threshold was applied to each bone to normalize bone volume fraction and mineral content.

### Statistics

We calculated the minimal animal number required for studies based on the mean and SD values to make sure we had adequate animals per group to address our hypothesis. All the mice were randomly assigned to the indicated groups. Although the investigators responsible for group allocation were not blinded to the allocation scheme, they were blinded to group allocation during data collection, and the investigators responsible for analyses were blinded to the allocation scheme.

Significant differences between groups were assessed using a two-sample *t*-test or ANOVA with post-tests as appropriate: one-way ANOVA with Tukey’s multiple comparisons test, two-way ANOVA with Sidak’s multiple comparisons test, and three-way ANOVA analysis as appropriate. All analyses were conducted using the GraphPad Prism version 9. All graphical presentations are mean +/-SD. For statistical comparisons, a p-value of <0.05 was considered significant. All experiments were repeated at least twice.

## Data Availability

The accession number for the BMAT bulk RNA seq data reported in this paper is GEO: GSE183784. The following dataset was generated: LiZ YuH MacDougaldO 2021Bone marrow adipocyte (BMAd)-specific deletion of Pnpla2 reveals local roles for lipolysis to fuel cells of bone and the marrow nicheNCBI Gene Expression OmnibusGSE183784

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus,* SJLxC57BL/6J)	*Osterix-FLPo*	Generated in University of Michigan Transgenic Animal Model Core	Donated to JAX: Stock No. 037208	Male and female
Strain, strain background (*Mus musculus,* SJLxC57BL/6J)	FLPo-dependent *Adipoq-Cre* (FAC)	Generated in University of Michigan Transgenic Animal Model Core	N/A	Male and female
Strain, strain background (*Mus musculus,* SJLxC57BL/6J)	Frt-floxed EGFP	Generated in University of Michigan Transgenic Animal Model Core	N/A	Male and female
Strain, strain background (*Mus musculus,* C57BL/6J)	mT/mG	Jackson Laboratory	Stock No. 007676	Male and female
Strain, strain background (*Mus musculus,* C57BL/6J)	*Pnpla2* ^flox/flox^	Jackson Laboratory	Stock No. 024278	Male and female
Antibody	Anti-Adiponectin (rabbit monoclonal)	Sigma-Aldrich	A6354	WB (1:1000)
Antibody	Anti-FABP4/A-FABP Antibody (goat polyclonal)	R&D Systems	AF1443	WB (1:1000)
Antibody	Anti-alpha Tubulin Antibody (rat monoclonal)	Thermo Fisher Scientific	MA180017	WB (1:1000)
Antibody	Anti-ERK 2 Antibody (mouse monoclonal)	Santa Cruz Biotechnology	sc-1647	WB (1:1000)
Antibody	Anti-Albumin antibody (rabbit monoclonal)	Abcam	Ab207327	WB (1:1000)
Antibody	Anti-ATGL Antibody (rabbit polyclonal)	Cell Signaling Technology	2138S	WB (1:1000)
Antibody	Anti-ATGL Antibody (rabbit monoclonal)	Abcam	ab207799	IF (1:100)
Antibody	Anti-GFP antibody (chicken polyclonal)	Abcam	ab13970	IF (1:500)
Antibody	Anti-RFP Antibody Pre-adsorbed (rabbit polyclonal)	Rockland	600-401-379	IF (1:200)
Antibody	Goat anti Rabbit IgG (H+L) Secondary Antibody, Alexa Fluor 594 (goat polyclonal)	Invitrogen	A11012	IF (1:100)
Antibody	Alexa Fluor 488 goat anti-chicken IgG (H+L) (goat polyclonal)	Invitrogen	A11039	IF (1:100)
Antibody	Anti-Ly6G FITC (rat monoclonal)	BD Biosciences	551460	FACS (1:200)
Antibody	Anti-CD11b APC (rat monoclonal)	Invitrogen	17-0112-82	FACS (1:200)
Antibody	Anti-CD115 APC-Cy7 (rat monoclonal)	Biolegend	135531	FACS (1:100)
Antibody	Anti-CD3e PE-Cy7 (Armenian Hamster monoclonal)	Biolegend	100319	FACS (1:200)
Antibody	Anti-CD19 Pacific Blue (rat monoclonal)	Invitrogen	48-0193-82	FACS (1:200)
Antibody	Anti-CD45 AlexaFluor700 (rat monoclonal)	BD Biosciences	560510	FACS (1:200)
Antibody	Anti-Gr-1 Biotin (rat monoclonal)	Biolegend	79750	FACS (1:200)
Antibody	Anti-CD11b Biotin (rat monoclonal)	Biolegend	79749	FACS (1:200)
Antibody	Anti-B220 Biotin (rat monoclonal)	Biolegend	79752	FACS (1:200)
Antibody	Anti-CD3e Biotin (Armenian Hamster monoclonal)	Biolegend	79751	FACS (1:200)
Antibody	Anti-TER119 Biotin (Armenian Hamster monoclonal)	Biolegend	79748	FACS (1:200)
Antibody	Anti-Sca1 PE-Cy7 (rat monoclonal)	Invitrogen	25-5981-82	FACS (1:200)
Antibody	Anti-cKit (CD117) APC-Cy7 (rat monoclonal)	Biolegend	105826	FACS (1:100)
Antibody	Anti-CD150 BrilliantViolet 421 (rat monoclonal)	Biolegend	115925	FACS (1:200)
Antibody	Anti-CD48 FITC (Armenian Hamster monoclonal)	Invitrogen	11-0481-85	FACS (1:100)
Antibody	Anti-CD16/32 PerCP-Cy5.5 (rat monoclonal)	Biolegend	101324	FACS (1:200)
Antibody	Anti-CD105 APC (rat monoclonal)	Biolegend	120413	FACS (1:200)
Antibody	Anti-CXCR2 PE (rat monoclonal)	Biolegend	149304	FACS (1:200)
Antibody	Anti-CXCR4 PE-Dazzle (rat monoclonal)	Biolegend	146514	FACS (1:100)
Antibody	Anti-CD62L BrilliantViolet 421 (rat monoclonal)	Biolegend	104435	FACS (1:200)
Commercial assay or kit	Acid Phosphatase Leukocyte (TRAP) Kit	Sigma-Aldrich	387A-1KT	
Commercial assay or kit	Free Glycerol Determination Kit	Sigma-Aldrich	FG0100	
Commercial assay or kit	NEFA Reagent (NEFA-HR(2))	FUJIFILM Wako Diagnostics	NC9517309	
Commercial assay or kit	BCA Protein Assay Kit	Thermo Fisher Scientific	23225	
Commercial assay or kit	RAT/MOUSE P1NP ELISA KIT	Immunodiagnostic Systems Inc	NC9666468	
Commercial assay or kit	Mouse TRANCE/RANK L/TNFSF11 Quantikine ELISA Kit	R&D Systems	MTR00	
Commercial assay or kit	MOUSE TRAP ASSAY	Immunodiagnostic Systems Inc	NC9360739	
Commercial assay or kit	MethoCult GF M3534	ATEMCELL	03534	
Commercial assay or kit	DNA-free Kit	Life Technologies	AM1906	
Chemical compound, drug	Calcein	Sigma-Aldrich	C0875	
Chemical compound, drug	EDTA	DOT Scientific Inc	dse57020	
Chemical compound, drug	Tetroxide Osmium	Electron Microscopy Sciences	19190	
Chemical compound, drug	Forskolin	Cayman Chemical Company	11018	
Chemical compound, drug	Bovine Serum Albumin (BSA), Fraction V	Gold Biotechnology	A-421–250	
Chemical compound, drug	qPCRBio SyGreen Mix Hi-ROX Blue	Innovative Solutions	4SPB20.16	
Chemical compound, drug	PCRBio HS Taq Mix Red	Innovative Solutions	4SPB10.23	
Chemical compound, drug	Agarose	Thermo Fisher Scientific	BP160-500	
Chemical compound, drug	RNA STAT-60	AMSBIO	CS-502	
Chemical compound, drug	M-MLV Reverse Transcriptase	Thermo Fisher Scientific	28025013	
Chemical compound, drug	100bp DNA Ladder	NEB	N3231S	
Software, algorithm	Microsoft Office	Microsoft	https://its.umich.edu/communication/collaboration/microsoft-office-365/getting-started	
Software, algorithm	Adobe photoshop	Adobe	https://www.adobe.com/creativecloud/desktop-app.html	
Software, algorithm	Prism 9	GraphPad software	https://www.graphpad.com/	
Software, algorithm	Image J	Image J	https://imagej.nih.gov/ij/	
Software, algorithm	MetaMorph	BioVision Technologies	https://www.biovis.com/metamorph.html	
Software, algorithm	Scano μCT 100	SCANCO Medical AG	https://www.scanco.ch/	
Software, algorithm	BIOQUANT OSTEO	BIOQUANT Image analysis corporation	https://bioquant.com/	
Software, algorithm	STAR	PMID:23104886	https://github.com/alexdobin/STAR; Dobin et al., 2013; Dobin, 2022	
Software, algorithm	DESeq2	PMID:25516281	https://bioconductor.org/packages/release/bioc/html/DESeq2.html	
Software, algorithm	QualiMap-2	PMID:26428292	https://qualimap.conesalab.org	
Software, algorithm	R	The R Foundation	https://www.r-project.org/	
Software, algorithm	Metascape	PMID:30944313	https://metascape.org/gp/index.html	
Software, algorithm	Dragonfly	ORS - OBJECT RESEARCH SYSTEMS	https://www.theobjects.com/dragonfly/index.html	
Software, algorithm	FlowJo	BD Biosciences	https://www.flowjo.com/solutions/flowjo	
Other	Streptavidin BrilliantViolet 510	Biolegend	405233	FACS (1:200)
Other	Element HT5 Veterinary Hematology Analyzer	Heska	https://www.heska.com/product/element-ht5/	Service provided by UMICH In-Vivo Animal Core (IVAC)
Other	FACSAria III cell sorter	BD Biosciences	N/A	Shared equipment in UMICH Flow Cytometry Core
Other	LSRFortessa Cell Analyzer	BD Biosciences	N/A	Shared equipment in UMICH Flow Cytometry Core
Other	Nikon A1 Confocal Microscope	Nikon	N/A	Shared equipment in UMICH Microscopy and Imaging Analysis Core (MIAC) Michigan Diabetes Research Center
Other	Bayer Contour Next Test Glucose Strips	Diabetic Corner	ByrContournext	https://www.contournextone.com/siteassets/pdf/web85688006_cntrnxtone_ug_r01-17.pdf
Other	Scanco μCT 100 micro-computed tomography system	SCANCO Medical AG	https://www.scanco.ch/	Service provided by UMICH School of Dentistry MicroCT Core
Other	Olympus BX51	Olympus	N/A	https://www.olympus-lifescience.com/en/microscope-resource/primer/techniques/fluorescence/bx51fluorescence/
Other	StepOnePlus Real-Time PCR System	Thermo Fisher Scientific	4376600	https://www.thermofisher.com/order/catalog/product/4376600
Other	Microtome	Leica	RM2235	https://www.leicabiosystems.com/en-br/histology-equipment/microtomes/leica-rm2235/
Other	Slide scanner	Nikon	N/A	Shared equipment in UMICH Orthopaedic Research Laboratories (ORL) Histology Core

# Supplementary material for: Lipolysis of bone marrow adipocytes is required to fuel bone and the marrow niche during energy deficits
**Source:** eLife. 2022 Jun 22;11:e78496. doi: 10.7554/eLife.78496
**Supplement:** Supplementary file 1. — Whole blood from male mice at 24 weeks of age fed ad libitum (top) or a 30% CR diet for 6weeks (bottom) was submitted for complete blood counts (CBC). White- and red- blood cell related parameters are shown. Multiple unpaired t tests had been performed crossing all parameters, P values were adjusted for multiple comparisons using Two-stage step-up (Benjamini, Krieger, and Yekutieli) with FDR method.

**Supplementary File 1. BMAd-lipolysis deficiency has subtle effects on circulating mature blood cells.**

| **Ad libitum** | | **BMAd-Pnpla2^+/+^ (n=5)** | | **BMAd-Pnpla2^-/-^ (n=6)** | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Parameter | Units | Mean | Std | Mean | Std | *P* values | Adjusted *P* |
| WBC | K/uL | 6.39 | 0.90 | 5.04 | 2.53 | 0.265966 | 0.810307 |
| NE# | K/uL | 2.58 | 1.25 | 2.03 | 0.60 | 0.405102 | 0.872916 |
| LY# | K/uL | 3.28 | 1.29 | 2.64 | 1.97 | 0.534720 | 0.888349 |
| MO# | K/uL | 0.43 | 0.21 | 0.30 | 0.12 | 0.264883 | 0.810307 |
| EO# | K/uL | 0.08 | 0.10 | 0.07 | 0.06 | 0.850688 | 0.962075 |
| BA# | K/uL | 0.012 | 0.01 | 0.01 | 0.01 | 0.749046 | 0.962075 |
| NE% | % | 40.52 | 18.02 | 46.88 | 15.88 | 0.555425 | 0.888349 |
| LY% | % | 51.51 | 18.25 | 45.39 | 16.75 | 0.580667 | 0.896460 |
| MO% | % | 6.54 | 2.27 | 6.28 | 1.98 | 0.846152 | 0.962075 |
| EO% | % | 1.25 | 1.42 | 1.31 | 0.74 | 0.934886 | 0.986802 |
| BA% | % | 0.18 | 0.15 | 0.14 | 0.13 | 0.652445 | 0.903165 |
| RBC | M/uL | 9.15 | 1.02 | 8.77 | 0.98 | 0.547578 | 0.888349 |
| HB | g/dL | 14.04 | 1.92 | 13.53 | 1.56 | 0.646503 | 0.903165 |
| HCT | % | 42.68 | 5.60 | 41.32 | 4.55 | 0.674628 | 0.903165 |
| MCV | fL | 46.54 | 1.91 | 47.17 | 1.93 | 0.601371 | 0.901903 |
| MCH | Pg | 15.32 | 0.82 | 15.47 | 0.91 | 0.780413 | 0.962075 |
| MCHC | g/dL | 32.88 | 1.03 | 32.75 | 1.10 | 0.844431 | 0.962075 |
| RDW | % | 19.02 | 0.90 | 18.63 | 0.92 | 0.497192 | 0.888349 |
| PLT | K/uL | 864.8 | 127.15 | 933 | 121.51 | 0.391066 | 0.872916 |
| MPV | fL | 5.18 | 0.63 | 4.7 | 0.51 | 0.209160 | 0.810307 |

| **CR** |  | **BMAd-Pnpla2^+/+^ (n=7)** | | **BMAd-Pnpla2^-/-^ (n=7)** | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Parameter | Units | Mean | Std | Mean | Std | *P* values | Adjusted *P* |
| WBC | K/uL | 3.98 | 0.93 | 3.56 | 1.02 | 0.436458 | 0.872916 |
| NE# | K/uL | 1.80 | 0.52 | 1.19 | 0.39 | **0.028803*** | 0.576180 |
| LY# | K/uL | 1.89 | 0.78 | 2.13 | 0.67 | 0.548422 | 0.888349 |
| MO# | K/uL | 0.15 | 0.08 | 0.18 | 0.05 | 0.416605 | 0.872916 |
| EO# | K/uL | 0.12 | 0.10 | 0.05 | 0.06 | 0.138249 | 0.810307 |
| BA# | K/uL | 0.03 | 0.03 | 0.01 | 0.02 | 0.167929 | 0.810307 |
| NE% | % | 45.88 | 13.18 | 33.46 | 6.12 | **0.043110*** | 0.576180 |
| LY% | % | 46.94 | 14.20 | 59.62 | 6.87 | 0.054874 | 0.576180 |
| MO% | % | 3.70 | 1.04 | 5.30 | 1.40 | 0.031891 | 0.576180 |
| EO% | % | 2.86 | 2.04 | 1.25 | 1.57 | 0.123874 | 0.810307 |
| BA% | % | 0.62 | 0.64 | 0.36 | 0.54 | 0.427388 | 0.872916 |
| RBC | M/uL | 9.21 | 0.98 | 9.74 | 0.80 | 0.289395 | 0.810307 |
| HB | g/dL | 13.04 | 1.43 | 13.84 | 1.22 | 0.282170 | 0.810307 |
| HCT | % | 42.57 | 4.47 | 45.16 | 3.70 | 0.260511 | 0.810307 |
| MCV | fL | 46.24 | 1.82 | 46.37 | 0.92 | 0.868875 | 0.962075 |
| MCH | Pg | 14.16 | 0.60 | 14.21 | 0.52 | 0.870448 | 0.962075 |
| MCHC | g/dL | 30.63 | 0.66 | 30.66 | 0.79 | 0.939811 | 0.986802 |
| RDW | % | 18.56 | 0.95 | 18.09 | 0.41 | 0.252621 | 0.810307 |
| PLT | K/uL | 947.86 | 124.44 | 838.29 | 185.96 | 0.219485 | 0.810307 |
| MPV | fL | 5.13 | 0.52 | 4.89 | 0.37 | 0.339399 | 0.872916 |

Whole blood from male mice at 24 weeks of age fed *ad libitum* (top) or a 30% CR diet for 6 weeks (bottom) was submitted for complete blood counts (CBC). White- and red- blood cell related parameters are shown. Multiple unpaired t tests had been performed crossing all parameters, *P* values were adjusted for multiple comparisons using Two-stage step-up (Benjamini, Krieger, and Yekutieli) with FDR method.

# Supplementary material for: Lipolysis of bone marrow adipocytes is required to fuel bone and the marrow niche during energy deficits
**Source:** eLife. 2022 Jun 22;11:e78496. doi: 10.7554/eLife.78496
**Supplement:** Supplementary file 2. — Femoral bone marrow cells from male mice at 24 weeks of age fed ad libitum (top) or a 30% CR diet for 6 weeks (bottom) were collected and stained with antibodies for flow cytometry analyses. Mature blood cells and hematopoietic stem/progenitor cells (HSPCs) were counted. Multiple unpaired t tests had been performed crossing all parameters, P values were adjusted for multiple comparisons using Two-stage step-up (Benjamini, Krieger, and Yekutieli) with FDR method.

**Supplementary File 2. BMAd-lipolysis deficiency causes mild changes in bone marrow hematopoietic cells.**

| **Ad libitum** |  | | **BMAd-Pnpla2^+/+^**  **(n=5)** | | | **BMAd-Pnpla2^-/-^**  **(n=6)** | | | |  | |  | | **BMAd-Pnpla2^+/+^**  **(n=5)** | | | **BMAd-Pnpla2^-/-^**  **(n=6)** | | | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Counts | Units | Mean | | Std | Mean | | Std | *P* values | Adjusted *P* | | Percentage | | Mean | | Std | Mean | | Std | *P* values | Adjusted *P* | | | |
| BMNC | 10^6/ml | 21.89 | | 1.78 | 19.33 | | 3.27 | 0.153 | 0.428 | | \ | | \ | | \ | \ | | \ | \ |  | | | |
| NE# | 10^6/ml | 13.93 | | 1.39 | 11.63 | | 1.73 | **0.040*** | 0.382 | | NE% | | 63.62 | | 3.60 | 60.43 | | 3.66 | 0.181 | 0.428 | | | |
| MO# | 10^5/ml | 0.74 | | 0.23 | 0.69 | | 0.32 | 0.777 | 0.918 | | MO% | | 0.34 | | 0.09 | 0.35 | | 0.16 | 0.904 | 0.949 | | | |
| B cell | 10^5/ml | 5.96 | | 4.46 | 8.55 | | 7.56 | 0.519 | 0.701 | | B cell% | | 2.86 | | 2.40 | 4.11 | | 3.53 | 0.519 | 0.701 | | | |
| T cell | 10^5/ml | 8.46 | | 3.82 | 5.06 | | 2.28 | **0.010*** | 0.428 | | T cell% | | 3.8 | | 1.53 | 2.68 | | 1.35 | 0.229 | 0.433 | | | |
| **HSPCs** |  |  | |  |  | |  |  |  | |  | |  | |  |  | |  |  |  | | | |
| HSC | 10^3/ml | 1.88 | | 1.35 | 1.58 | | 0.96 | 0.677 | 0.921 | | HSC% | | 0.008 | | 0.005 | 0.009 | | 0.006 | 0.774 | 0.921 | | | |
| MPP | 10^3/ml | 2.84 | | 1.80 | 1.96 | | 1.16 | 0.351 | 0.784 | | MPP% | | 0.013 | | 0.008 | 0.010 | | 0.007 | 0.523 | 0.849 | | | |
| GMP | 10^3/ml | 5.36 | | 2.44 | 1.85 | | 1.48 | **0.01*** | 0.242 | | GMP% | | 0.024 | | 0.011 | 0.010 | | 0.008 | **0.037*** | 0.242 | | | |
| PreGM | 10^3/ml | 8.59 | | 6.78 | 7.38 | | 5.06 | 0.742 | 0.921 | | PreGM% | | 0.039 | | 0.031 | 0.039 | | 0.026 | >0.9999 | >0.9999 | | | |
| PreMegE | 10^3/ml | 2.38 | | 2.31 | 2.00 | | 1.34 | 0.740 | 0.921 | | PreMegE% | | 0.011 | | 0.010 | 0.011 | | 0.008 | >0.9999 | >0.9999 | | | |
| PreCFUe | 10^3/ml | 0.35 | | 0.09 | 0.58 | | 0.57 | 0.399 | 0.791 | | PreCFUe% | | 0.002 | | 0.0004 | 0.003 | | 0.003 | 0.482 | 0.849 | | | |
| HPC 1 | 10^3/ml | 5.16 | | 3.68 | 2.83 | | 1.77 | 0.200 | 0.555 | | HPC 1% | | 0.025 | | 0.019 | 0.014 | | 0.007 | 0.217 | 0.555 | | | |
| HPC 2 | 10^3/ml | 1.01 | | 0.64 | 0.39 | | 0.24 | 0.054 | 0.242 | | HPC 2% | | 0.005 | | 0.003 | 0.002 | | 0.001 | 0.045 | 0.242 | | | |

| **CR** |  | **BMAd-Pnpla2^+/+^ (n=6)** | | | **BMAd-Pnpla2^-/-^ (n=7)** | | |  | |  | |  |  | **BMAd-Pnpla2^+/+^**  **(n=6)** | | | | **BMAd-Pnpla2^-/-^ (n=7)** | |  | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Counts | Units | Mean | Std | Mean | | Std | *P* values | | Adjusted *P* | | Percentage | | | | Mean | Std | Mean | Std | *P* values | | Adjusted *P* |
| BMNC | 10^6/ml | 20.79 | 6.00 | 16.64 | | 2.44 | 0.120 | | 0.227 | |  | | | | \ | \ | \ | \ | \ | |  |
| NE# | 10^6/ml | 9.40 | 3.25 | 5.83 | | 1.44 | **0.023*** | | 0.065 | | NE% | | | | 45 | 4.49 | 34.74 | 5.58 | **0.004*** | | **0.035*** |
| MO# | 10^5/ml | 1.43 | 0.44 | 1.12 | | 0.24 | 0.135 | | 0.227 | | MO% | | | | 6.89 | 0.99 | 6.71 | 0.88 | 0.735 | | 0.686 |
| B cell | 10^5/ml | 41.96 | 21.14 | 52.68 | | 10.73 | 0.262 | | 0.324 | | B cell% | | | | 19.83 | 8.01 | 31.9 | 6.84 | **0.013*** | | 0.057 |
| T cell | 10^5/ml | 10.09 | 6.64 | 7.10 | | 1.578 | 0.270 | | 0.324 | | T cell% | | | | 5.11 | 3.49 | 4.36 | 1.23 | 0.604 | | 0.634 |
| **HSPCs** |  |  |  |  | |  |  | |  | |  | | | |  |  |  |  |  | |  |
| HSC | 10^3/ml | 1.166 | 0.67 | 0.77 | | 0.21 | 0.164 | | 0.733 | | HSC% | | | | 0.057 | 0.032 | 0.05 | 0.015 | 0.614 | | 0.786 |
| MPP | 10^3/ml | 0.93 | 0.31 | 0.79 | | 0.20 | 0.347 | | 0.733 | | MPP% | | | | 0.045 | 0.010 | 0.05 | 0.009 | 0.363 | | 0.733 |
| GMP | 10^3/ml | 6.91 | 3.40 | 4.47 | | 1.11 | 0.099 | | 0.733 | | GMP% | | | | 0.33 | 0.114 | 0.27 | 0.046 | 0.26 | | 0.733 |
| PreGM | 10^3/ml | 16.57 | 4.85 | 14.72 | | 3.48 | 0.441 | | 0.733 | | PreGM% | | | | 0.812 | 0.170 | 0.88 | 0.174 | 0.493 | | 0.733 |
| PreMegE | 10^3/ml | 4.95 | 3.48 | 3.94 | | 1.21 | 0.485 | | 0.733 | | PreMegE% | | | | 0.248 | 0.178 | 0.24 | 0.077 | 0.916 | | >0.9999 |
| PreCFUe | 10^3/ml | 5.28 | 2.81 | 4.28 | | 1.04 | 0.398 | | 0.733 | | PreCFUe% | | | | 0.247 | 0.066 | 0.27 | 0.094 | 0.626 | | 0.786 |
| HPC 1 | 10^3/ml | 6.76 | 4.32 | 5.25 | | 1.66 | 0.409 | | 0.733 | | HPC 1% | | | | 0.33 | 0.202 | 0.33 | 0.136 | >0.9999 | | >0.9999 |
| HPC 2 | 10^3/ml | 16.08 | 12.78 | 10.94 | | 2.90 | 0.320 | | 0.733 | | HPC 2% | | | | 0.8 | 0.652 | 0.68 | 0.255 | 0.661 | | 0.786 |

Femoral bone marrow cells from male mice at 24 weeks of age fed *ad libitum* (top) or a 30% CR diet for 6 weeks (bottom) were collected and stained with antibodies for flow cytometry analyses. Mature blood cells and hematopoietic stem/progenitor cells (HSPCs) were counted. Multiple unpaired t tests had been performed crossing all parameters, *P* values were adjusted for multiple comparisons using Two-stage step-up (Benjamini, Krieger, and Yekutieli) with FDR method.

# Supplementary material for: Lipolysis of bone marrow adipocytes is required to fuel bone and the marrow niche during energy deficits
**Source:** eLife. 2022 Jun 22;11:e78496. doi: 10.7554/eLife.78496
**Supplement:** Supplementary file 3.

**Supplementary File 3. PCR primer list.**

| **Name** | **Sequence** |
| --- | --- |
| *Genotype PCR* |  |
| *Osterix* p1 | CCGCCCCGATCTTCCACT |
| *Osterix* p2 | GTTGCCGGTCCTGTTCACTCTC |
| *Osterix* p3 | TGCTCCCGGCCAGGTTACTA |
| FAC p1 | CACTCTAAATGAACACGTGCTTTCG |
| FAC p2 | ACCGGCATCAACGTTTTCTTTT |
| FAC p3 | CTGGATAGTGAAACAGGGGCA |
| FAC-WT Forward | AGCCCATACACCAGGAGAATCA |
| FAC-WT Reverse | TGTGAAGCCCCCATACCAA |
| FAC-Mut Forward | AGCCCATACACCAGGAGAATCA |
| FAC-Mut Reverse | TTGGCGAGAGGGGAAAGACC |
|  |  |
| *Regular PCR* |  |
| *Pnpla2* Forward | CCAACGCCACTCACATCTACG |
| *Pnpla2* Reverse | ACCCCGGGGCTCCTCTTA |
|  |  |
| *qPCR* |  |
| FAC Original band- Forward | TCGCTAGCTCAATCGCCATCTT |
| FAC Original band-Reverse | GCCACCAGCCAGCTATCAACTC |
| FAC Flipped band- Forward | TGAAGGATGCCCAGAAGGTA |
| FAC Flipped band-Reverse | CGGCAAACGGACAGAAGC |
| *Pnpla2* Forward | CGGCTTCCTCGGGGTCTAC |
| *Pnpla2* Reverse | CGCGCTCATGGCAATCAG |
| *Adipoq* Forward | CATTCCGGGACTCTACTACTTCT |
| *Adipoq* Reverse | GAGGCCTGGTCCACATTCTT |
| *Pparγ* Forward | GCCATTGAGTGCCGAGTCTGT |
| *Pparγ* Reverse | GCATCCGCCCAAACCTGA |
| *Cebpα* Forward | TGGACAAGAACAGCAACGAG |
| *Cebpα* Reverse | TCACTGGTCAACTCCAGCAC |
| *Fabp4* Forward | ATGAAATCACCGCAGACGACA |
| *Fabp4* Reverse | CACGCCTTTCATAACACATTCC |
| *Scd1* Forward | CGTGGGTTGGCTGCTTGTG |
| *Scd1* Reverse | CAGGAGGCCGGGCTTGTAGT |
| *Rpl32a* Forward | GAGCAACAAGAAAACCAAGCA |
| *Rpl32a* Reverse | TGCACACAAGCCATCTACTCA |
| *Hprt* Forward | TCATTATGCCGAGGATTTGGA |
| *Hprt* Reverse | GCACACAGAGGGCCACAAT |
| *Tbp* Forward | ACCTTATGCTCAGGGCTTGG |
| *Tbp* Reverse | GCCGTAAGGCATCATTGGAC |

# Supplementary material for: Lipolysis of bone marrow adipocytes is required to fuel bone and the marrow niche during energy deficits
**Source:** eLife. 2022 Jun 22;11:e78496. doi: 10.7554/eLife.78496
**Supplement:** MDAR checklist

## **Materials Design Analysis Reporting (MDAR)** **Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### **Materials:**

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |                                                   | N/A |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. |                                                   | N/A |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend                               | N/A |
|---------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Newly designed primers for genotyping and qPCR are included in <b>Table 3</b> . |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                   | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           |                                                   | N/A |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b>                                                                                                  | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Mouse strain and genetic modification status are included in <b>Material and Methods→Animal</b> . Sexes and ages of mice were described in Figure Legends. |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                                                                                                                            | N/A        |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           | N/A        |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           | N/A        |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state<br/>if these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      | N/A        |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           | N/A        |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b>                                                             | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | All procedures were approved by the University of Michigan Committee on the Use and Care of Animals with the protocol |            |

|  |                                                                                          |  |
|--|------------------------------------------------------------------------------------------|--|
|  | number as PRO00009687. This is included in <b>Material and Methods</b> → <b>Animal</b> . |  |
|--|------------------------------------------------------------------------------------------|--|

| Experimental study design (statistics details) *                        |                                                                                                                                                                                                                                                                                   |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done"                                                                                                                                                                         | N/A |
| Sample size determination                                               | In <b>Statistics</b> : We calculated the minimal animal number required for studies based on the mean and SD values to make sure we had adequate animals per group to address our hypothesis.                                                                                     |     |
| Randomisation                                                           | In <b>Statistics</b> : All the mice were randomly assigned to the indicated groups.                                                                                                                                                                                               |     |
| Blinding                                                                | In <b>Statistics</b> : Although the investigators responsible for group allocation were not blinded to the allocation scheme, they were blinded to group allocation during data collection, and the investigators responsible for analyses were blinded to the allocation scheme. |     |
| Inclusion/exclusion criteria                                            | Bad bone sections for histomorphometry; abnormal amplification or melt curve during qPCR; and values identified as outliers by Prism during flow cytometry analyses.                                                                                                              |     |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend                                                                                                                 | N/A |
|------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | In <b>Statistics</b> : All of experiments were successfully repeated at least twice with sufficient animals per group to demonstrate statistical significance. |     |
| Define whether data describe technical or biological replicates.       | All the data are biological replicates.                                                                                                                        |     |

| Ethics | Indicate where provided: section/submission form | N/A |
|--------|--------------------------------------------------|-----|
|--------|--------------------------------------------------|-----|

|                                                                                                                                                                     |                                                                                                                                                                               |     |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                                                                                                                                               | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | In <b>Material and Methods</b> : All procedures were approved by the University of Michigan Committee on the Use and Care of Animals with the protocol number as PRO00009687. |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                                                                                                                                               | N/A |

|                                                                                                                                                          |                                                         |            |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------|------------|
| <b>Dual Use Research of Concern (DURC)</b>                                                                                                               | <b>Indicate where provided: section/submission form</b> | <b>N/A</b> |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                         | N/A        |

## Analysis:

|                                                                                                                                                                                                                       |                                                                                                                                                                                                   |            |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| <b>Attrition</b>                                                                                                                                                                                                      | <b>Indicate where provided: section/figure legend</b>                                                                                                                                             | <b>N/A</b> |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Due to the technical variations of multiple antibody staining and FACS, a few values were identified as outliers by Prism during flow cytometry analyses in Figure 4 – figure supplemental 1F-1G. |            |

|                                                              |                                                       |            |
|--------------------------------------------------------------|-------------------------------------------------------|------------|
| <b>Statistics</b>                                            | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
| Describe statistical tests used and justify choice of tests. |                                                       | N/A        |

|                                                                                                                                                                  |                                                                                                                                                                                                                |            |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| <b>Data availability</b>                                                                                                                                         | <b>Indicate where provided: section/submission form</b>                                                                                                                                                        | <b>N/A</b> |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | In <b>Material and Methods</b> : All the data and materials that support the findings of this study are available within the article and supplemental information, or available from the authors upon request. |            |

|                                                                                                                                          |                                                                                                                                |     |
|------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------|-----|
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | In <b>Material and Methods</b> : The accession number for the BMAT bulk RNA seq data reported in this paper is GEO: GSE183784. |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                 |                                                                                                                                | N/A |

| <b>Code availability</b>                                                                                                                                                                                                                                           | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------|------------|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                       | N/A        |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                       | N/A        |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                                                                            |                                                       | N/A        |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| <b>Adherence to community standards</b>                                                                                                                                         | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------|------------|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                       | N/A        |

---

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's  $r$ , Cohen's  $d$ ))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

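The authors aligned the read pairs of each of the 14 samples with STAR and deposited, per sample, the count of every gene without strand, on the first strand and on the second, or reverse, strand, together with 4 summary lines. They also deposited 1 matrix of raw counts of 23441 genes. These counts were used here as they are, and reads that STAR placed at more than 1 position are in no gene's count. The paper's supplementary table for Figure 5B, from which the authors' log2 fold changes and adjusted p-values of 1025 genes were read, was used for comparison alone.

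The sample groups and the criteria, padj under 0.05 with an absolute log2 fold change over 1, the model, the normalization, the low-count filter, the rule for named genes and the alternatives to each were fixed before the count files were opened. The 8 lists of cell type genes were fixed then as well. The lists of the heatmaps of Figure 5 and its supplement 2 were copied from their source data, those of supplements 1D and 3 were read by eye from the figures, and the collagen family was taken as every gene whose symbol is Col, a number, a and a number. Pathway enrichment, and data other than RNAseq, were not analysed here.

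The matrix holds 23441 of the 55401 genes of the per-sample files, and no gene in it has a total under 14 counts. It leaves out 1.35% of the reverse-strand gene reads of the 11 samples counted by strand, among them 134 genes with a mean of at least 50 counts. The identifiers are Ensembl gene identifiers with versions. Of the 55401, 54349 are found with the same version in GENCODE M21 (GRCm38, the build mm10) and 55141 without the version, as are 23413 of the matrix genes. Coordinates were taken from that release. A symbol is shared by more than 1 identifier for 12 symbols. Read pairs that were not counted on 1 gene made up 23.8% on average in BMAd-*Pnpla2*+/+ AL, 22.8% in BMAd-*Pnpla2*+/+ CR, 23.8% in BMAd-*Pnpla2*-/- AL and 24.8% in BMAd-*Pnpla2*-/- CR samples.

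Library sizes were scaled by TMM in edgeR. Genes passed the filter with edgeR's filterByExpr on the 4 groups, which kept 17509 genes of the deposited matrix and 17494 of the unstranded counts. The quasi-likelihood test of edgeR used a robust fit of 1 model of the 4 groups, with tests two-sided and p-values adjusted by Benjamini and Hochberg within each comparison. A log2 CPM value was computed with a prior count of 2. The standard error of a log2 fold change was computed as its size over the square root of edgeR's F statistic. With the total counts alone in place of TMM, the median log2 fold change of all genes in BMAd-*Pnpla2*-/- mice with CR went from 0.01 to 0.13, the largest shift of any scaling.

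Genes were named by a rule: every gene the results text names, *Pnpla2* first, and in each comparison the 3 largest and the 3 smallest log2 fold changes among genes past the criteria with a mean of at least 50 counts and no overlap between the groups. A fold change against a group in which no sample exceeded 3 counts is given as a bound, from 3 counts in the sample where they weigh most. Lists of the heatmaps were scored by the mean of log2 CPM of their tested genes, and the scores compared by exact permutation of the samples within the compared groups. List counts were also adjusted over the list alone. Principal components came from DESeq2's vst transformation and its 500 most variable genes. A first run used the slower variance stabilizing transformation fitted on all genes, and was replaced by vst as planned. Clusters came from complete linkage of Euclidean distances between z-scores.

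The tests were run on simulated counts in which 200 genes were changed by a known amount. These genes had a mean of at least 50 counts and log2 fold changes well beyond the limit of 1. The shares found therefore do not extend to genes with fewer counts or smaller changes. edgeR found 192 of them (96%) with 11 false calls for 4 samples against 4, and 192 with 3 false calls for 3 against 3, and DESeq2 found 195 (97.5%) with 26 false calls. The random seed was 11. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, apeglm 1.24.0, ashr 2.2.63, statmod 1.5.0, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.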

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

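The tests of library size, of a mislabelled sample and of the interactions with the unstranded counts were chosen only after the result was seen. The other tests in this part were written down before their result.

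The share of strand-assigned gene reads on the first strand was 50.2% in BMAd-*Pnpla2*-/- CR samples. Over the 100 most abundant genes the median share was 49.2% (49.1 to 49.6%) in these 3 samples and 0.549% (0.432 to 0.813%) in the other 11. Antisense reads or genomic DNA added to stranded libraries would leave abundant genes mostly on 1 strand, so the value of 49.2% speaks against them. Libraries made without strand would give such a value, which is in line with the 49.2% measured. The paper describes strand specific sequencing. All 3 libraries of this kind are BMAd-*Pnpla2*-/- CR samples and no other sample is, so genotype under CR and the way these libraries were made cannot be told apart in the deposited counts. Use of the unstranded counts for all samples removes the difference of the counting, and would leave any other difference between the 2 kinds of library in place.

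The interaction met the criteria in 484 genes, and with the unstranded column for all samples in 0, so the taking of counts from the unstranded column in 1 group is a candidate explanation. Of 100 divisions of the samples, 2 gave at least as many genes, 1066 and the real 484, and the next gave 461. All 3 keep the unstranded libraries in 1 group, but of the 17 divisions that do so 13 gave none and 1 gave 1. Of the 83 divisions that part these libraries 1 gave genes, 2 of them. Among the 17 alone 2 gave as many as the real one, so the divisions by themselves do not exclude chance as the source of the 484. Interactions with padj under 0.05 were found in 132 of the 515 genes higher under CR and 314 of the 416-gene lower cluster. With the unstranded counts 0 of the 515 and 0 of 267 tested had one. Their medians between the genotypes went from 3.45 to 0.27 and from -1.93 to -0.20. The samples are divided alike on both counts, so these values argue against a chance division for these genes.

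Of the named genes 12 had an interaction with padj under 0.05: *Pnpla2* (-1.30), *Perm1* (1.84), *mt-Nd6* (7.51), *B3gat2* (3.31), *Madcam1* (-3.67), *Gm9821* (7.44), *mt-Tp* (7.36), *Ptprcap* (-12.70), *Pdcd2* (-10.76), *Gm37206* (-10.90), *Gm45705* (-11.01) and *Icam4* (-10.73). The last 5 have no count in BMAd-*Pnpla2*-/- CR samples, so these fitted values are no measured fold changes. From the unstranded counts of all samples, 7 of the 12 were tested and 0 kept padj under 0.05, the lowest being 0.337, which is consistent with the counting as the explanation. For *Pnpla2* and *Madcam1* the fitted difference hardly changed, to -1.34 and -3.62, so a smaller difference does not account for their loss of padj under 0.05. A larger error and the adjustment over all genes were not told apart as its source.

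Dixon's ratio was computed in 104 groups of 4 samples, of which 5.2 would exceed the limit by chance, and 12 did. All are BMAd-*Pnpla2*+/+ groups, since groups of 3 were not tested. The adipocyte score (0.89), the adipogenesis list (0.976), the fatty acid biosynthesis list (0.833), *Scd1* (0.977) and *Acaca* (0.956) were far from the others in BMAd-*Pnpla2*+/+ AL replicate 1. These are not separate findings, since the lists share genes. All 5 adipocyte genes outside the lists of the study were highest in that sample. They are members of the score that stood out, so this restates the observation, and a higher share of adipocytes in that plug and a biological difference between the 2 pooled mice and the others cannot be told apart. The library was 1.06 times the median size of the other 3, which is too little to account for it. Its pro-B and pre-B cell score was 5.895, against at most 2.797 in any CR sample, so it is not likely to be a mislabelled CR sample.

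The skeletal muscle score was far from the others in BMAd-*Pnpla2*+/+ AL replicate 2 (0.869), and all 9 of 9 muscle genes, the members of the score, were highest there. *Acta1* measured 4.92 CPM, against 0.19 to 0.43 in the other 3. As the genes make up the score, this is no separate test, and RNA from skeletal muscle at the tibia and expression in the marrow cannot be told apart. The same genes were higher in BMAd-*Pnpla2*-/- CR replicate 3, where *Acta1* reached 40.8 CPM and *Myh4* 27.5 CPM.

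Single genes far from the others were *Ppara* (0.874), *Madcam1* (0.844) and *Tmem179* (1) in BMAd-*Pnpla2*+/+ AL replicate 3, *B3gat2* (0.844) in BMAd-*Pnpla2*+/+ AL replicate 2, *Gm43980* (1) in BMAd-*Pnpla2*+/+ CR replicate 4 and *Pdcd2* (0.836) in BMAd-*Pnpla2*+/+ CR replicate 3. Of these 6 genes 4 had at most 10 counts in every sample of the group, so few counts could be the cause for them. *Madcam1* had up to 17 counts and *Pdcd2* up to 291, and for these the cause was not tested.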

How the results depend on the processing

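The alternatives to each choice were fixed before the data were examined, apart from DESeq2 with ashr, the unstranded counts with ashr, genes alike on both counts and BMAd-*Pnpla2*-/- CR against BMAd-*Pnpla2*+/+ AL samples, which were chosen after seeing the data. Over 149 results, 102 of named genes and 47 others, the values below are those that changed, each with the value of the deposited counts given first where it was not given before. The cause was not tested unless it is named.

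Once every sample was counted without strand, the genes past the criteria went from 1056 to 2 between the genotypes under CR, from 1655 to 615 with CR in BMAd-*Pnpla2*-/- mice, and from 484 to 0 for the interaction. The share of BMAd-*Pnpla2*+/+ genes not past the criteria in BMAd-*Pnpla2*-/- mice went from 63.91% to 71.46%, those with padj of the interaction under 0.05 from 36 to 0, and the share with opposite signs from 82.8% to 85.39%. Among BMAd-*Pnpla2*-/- mice the fatty acid biosynthesis list went from 2 to 0 and the collagen family from 3 to 1 past the criteria. The first component went from 51.28% to 60.21%, the second from 25.13% to 12.2%, and the largest cluster from 66.85% to 58.89%. The sign turned with CR in BMAd-*Pnpla2*+/+ mice for *Perm1* (to a log2 fold change of 0.24) and *B3gat2* (0.021). The sign turned with CR in BMAd-*Pnpla2*-/- mice for *mt-Nd6* (to a log2 fold change of -0.071). The sign turned between the genotypes under CR for *Slc16a11* (to a log2 fold change of -0.54), *Perm1* (-0.071) and *mt-Nd6* (-0.42). The sign turned in the interaction for *Slc16a11* (to a log2 fold change of -0.50), *Perm1* (-0.21), *mt-Nd6* (-0.70) and *Lox* (0.004). The erythroid list turned down with CR in BMAd-*Pnpla2*-/- mice (camera, adjusted p = 0.988). Of named-gene results 66 stayed, 10 reversed, 18 grew weaker and 2 stronger, and of the lists of cell type genes 20 stayed.

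With the unstranded counts and DESeq2 with ashr, there were 982 genes past the criteria with CR in BMAd-*Pnpla2*+/+ mice, 10 between the genotypes AL, 2 between the genotypes under CR, 288 with CR in BMAd-*Pnpla2*-/- mice and 0 for the interaction. The share not past the criteria was 75.46%, with 4 interactions, and 88.9% had opposite signs. Within BMAd-*Pnpla2*-/- mice 10 adipogenesis, 5 skeletal system development, 4 extracellular matrix, 0 fatty acid biosynthesis and 1 collagen genes met the criteria. The sign turned with CR in BMAd-*Pnpla2*+/+ mice for *Perm1* (to a log2 fold change of 0.12) and *B3gat2* (0.005). The sign turned with CR in BMAd-*Pnpla2*-/- mice for *Perm1* (to a log2 fold change of -0.004) and *mt-Nd6* (-0.077). The sign turned between the genotypes under CR for *Perm1* (to a log2 fold change of -0.040) and *mt-Nd6* (-0.28). The sign turned in the interaction for *Slc16a11* (to a log2 fold change of -0.042), *Perm1* (-0.036) and *mt-Nd6* (-0.23). Of named-gene results 72 stayed, 7 grew weaker and 5 stronger.

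With the genes alike on both counts, there were 3 genes past the criteria between the genotypes under CR, 505 with CR in BMAd-*Pnpla2*-/- mice and 0 for the interaction. The share not past the criteria was 70%, with 0 interactions, and 85% had opposite signs. For BMAd-*Pnpla2*-/- mice 0 fatty acid biosynthesis genes and 1 collagen gene met the criteria. Of named-gene results 58 stayed and 4 grew weaker.

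With the first-strand counts, which hold few reads of the 11 stranded samples, there were 475 genes past the criteria with CR in BMAd-*Pnpla2*+/+ mice, 7767 between the genotypes under CR, 7821 with CR in BMAd-*Pnpla2*-/- mice and 6529 for the interaction. The share not past the criteria was 26.95%, with 312 interactions, and 75.16% had opposite signs. In BMAd-*Pnpla2*+/+ mice 16 adipogenesis, 8 skeletal system development, 11 extracellular matrix, 4 myeloid leukocyte differentiation and 9 collagen genes met the criteria, and in BMAd-*Pnpla2*-/- mice 21 extracellular matrix, 4 fatty acid biosynthesis, 11 myeloid leukocyte differentiation and 16 collagen genes. The first component held 97.21%, the second 1.45%, and the largest cluster 39.37%.

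With the first-strand counts signs changed as well. The sign turned with CR in BMAd-*Pnpla2*+/+ mice for *Perm1* (to a log2 fold change of 0.68). The sign turned with CR in BMAd-*Pnpla2*-/- mice for *Slc16a11* (to a log2 fold change of -4.97), *Slc16a4* (-5.45), *Perm1* (-5.22), *mt-Nd6* (-5.43), *B3gat2* (-5.98), *Gm43980* (-5.11) and *Tmem179* (-2.94). The sign turned between the genotypes under CR for *Adipoq* (to a log2 fold change of 1.89), *Fabp4* (0.45), *Lipe* (0.29), *Lpl* (0.65), *Pparg* (1.19), *Scd1* (0.46), *Plin1* (0.33), *Cd36* (3.47), *Acaca* (0.43), *Slc16a11* (-5.62), *Slc16a4* (-4.83), *Perm1* (-5.61), *mt-Nd6* (-5.72), *B3gat2* (-5.60), *Gm43980* (-5.14), *Gm9821* (-5.89) and *mt-Tp* (-4.81). The sign turned in the interaction for *Pnpla2* (to a log2 fold change of 0.22), *Fabp4* (1.16), *Cebpa* (0.45), *Lipe* (0.66), *Lpl* (1.20), *Pparg* (1.49), *Cd36* (1.70), *Fasn* (0.66), *Acaca* (1.43), *Slc16a11* (-5.76), *Slc16a4* (-5.52), *Perm1* (-5.90), *mt-Nd6* (-6.13), *B3gat2* (-5.66), *Alpl* (0.25), *Col1a1* (1.17), *Col1a2* (2.14) and *Lox* (0.070). Directions of lists of cell type genes turned with camera for skeletal muscle with CR in BMAd-*Pnpla2*+/+ mice (adjusted p = 0.153), between the genotypes under CR for adipocyte, osteoblast, endothelial cell and skeletal muscle (0.521 each) and osteoclast (0.344), and with CR in BMAd-*Pnpla2*-/- mice for neutrophil (0.0102) and skeletal muscle (0.202). Of named-gene results 24 stayed, 12 grew weaker and 12 stronger.

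With the second-strand counts of all samples, there were 1708 genes past the criteria between the genotypes under CR and 1067 for the interaction, with 76 interactions among the BMAd-*Pnpla2*+/+ genes. In BMAd-*Pnpla2*-/- mice 1 fatty acid biosynthesis and 4 myeloid leukocyte differentiation genes met the criteria. The first component held 77.49%, the second 14.33%, and the largest cluster 46.7%. The sign turned between the genotypes under CR for *Pdcd2* (to a log2 fold change of 0.096) and *Gm37206* (0.53). The sign turned in the interaction for *Adipoq* (to a log2 fold change of -0.097) and *Plin1* (-0.061). The erythroid list turned down with CR in BMAd-*Pnpla2*-/- mice (camera, adjusted p = 0.431). Of named-gene results 93 stayed, 2 grew weaker and 3 stronger.

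At padj under 0.01, there were 763 genes past the criteria with CR in BMAd-*Pnpla2*+/+ mice, 1070 in BMAd-*Pnpla2*-/- mice and 294 for the interaction. The share not past the criteria was 69.72%, 4 of the BMAd-*Pnpla2*+/+ genes had padj of the interaction under 0.01, and 86.5% had opposite signs. In BMAd-*Pnpla2*+/+ mice 26 skeletal system development, 17 extracellular matrix, 9 myeloid leukocyte differentiation and 3 collagen genes passed, and in BMAd-*Pnpla2*-/- mice 8 adipogenesis, 5 skeletal system development, 2 extracellular matrix, 0 fatty acid biosynthesis, 1 myeloid leukocyte differentiation and 1 collagen genes. At padj under 0.05 alone 4845 genes passed with CR in BMAd-*Pnpla2*+/+ mice, 2451 between the genotypes under CR and 3898 with CR in BMAd-*Pnpla2*-/- mice, with padj of the interaction under 0.05 for 163 BMAd-*Pnpla2*+/+ genes and 74.37% of opposite signs.

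With a mean of at least 50 counts, there were 977 genes past the criteria with CR in BMAd-*Pnpla2*+/+ mice, 366 between the genotypes under CR, 752 with CR in BMAd-*Pnpla2*-/- mice and 256 for the interaction. The share not past the criteria was 61.31%, with 12 interactions, 89.15% had opposite signs, and 1 collagen gene passed in BMAd-*Pnpla2*-/- mice. With no filter on low counts the share was 67.85%, and 1 fatty acid biosynthesis gene passed in BMAd-*Pnpla2*-/- mice. With only the groups compared in the fit, the share was 60.05% and 85.37% had opposite signs. Among BMAd-*Pnpla2*-/- mice 14 extracellular matrix, 5 myeloid leukocyte differentiation and 6 collagen genes then met the criteria, and in BMAd-*Pnpla2*+/+ mice 10 collagen genes. Named-gene results stayed in 81, 97 and 69 cases.

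DESeq2 without shrinkage gave 14 genes between the genotypes AL, 71 interactions among the BMAd-*Pnpla2*+/+ genes and 5 myeloid leukocyte differentiation genes in BMAd-*Pnpla2*-/- mice. DESeq2 with apeglm gave 10 genes between the genotypes AL, and in BMAd-*Pnpla2*-/- mice 0 fatty acid biosynthesis and 4 myeloid leukocyte differentiation genes. DESeq2 with ashr gave 1016 genes past the criteria with CR in BMAd-*Pnpla2*+/+ mice, 10 between the genotypes AL, 86.71% of opposite signs and 0 fatty acid biosynthesis genes in BMAd-*Pnpla2*-/- mice. In each 99 named-gene results stayed and 3 grew stronger. apeglm did not converge for some genes, whose values were kept.

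Total counts alone gave a share not past the criteria of 61.25%, and BMAd-*Pnpla2*-/- CR against BMAd-*Pnpla2*+/+ AL samples gave 58.72%. RLE normalization and TMM without mitochondrial and haemoglobin genes moved no main result, and left 101 named-gene results each. Ward linkage put 47.22% and z-scores of CPM 42.96% of the genes in the largest cluster. Log2 CPM gave 60.72% for the first component and 17.05% for the second component. For the lists of cell type genes, fry turned the erythroid list down with CR in BMAd-*Pnpla2*-/- mice (adjusted p = 0.984) and weakened 7 results, and camera with an estimated correlation weakened 13.

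A replicate block was fitted, although samples of the same replicate number were not alike. Over 19 pairs of the same number in different groups the correlation of their deviations from the group means had a median of -0.004 (-0.371 to 0.33), and 6 were over 0.1. With the block the share not past the criteria was 61.5%, and the interaction of *Lox* turned to 0.011. Of named-gene results 94 stayed, 3 grew weaker and 4 stronger.

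With each sample left out in turn, the genes past the criteria with CR in BMAd-*Pnpla2*+/+ mice ranged from 1049 (without BMAd-*Pnpla2*+/+ CR replicate 2) to 2320 (without BMAd-*Pnpla2*+/+ CR replicate 4). For the share not past the criteria the range was from 53.1% (without BMAd-*Pnpla2*+/+ CR replicate 2) to 80.73% (without BMAd-*Pnpla2*-/- AL replicate 1), the interactions among the BMAd-*Pnpla2*+/+ genes from 21 (without BMAd-*Pnpla2*-/- CR replicate 1) to 86 (without BMAd-*Pnpla2*+/+ CR replicate 4), and opposite signs from 77.19% (without BMAd-*Pnpla2*-/- CR replicate 1) to 89.01% (without BMAd-*Pnpla2*+/+ CR replicate 4). For BMAd-*Pnpla2*-/- mice the lowest counts were 7 for the adipogenesis list (without BMAd-*Pnpla2*-/- AL replicate 3), and without BMAd-*Pnpla2*-/- AL replicate 1 they were 4 for the skeletal system development list, 2 for the extracellular matrix list, 0 for the fatty acid biosynthesis list and 1 each for the myeloid leukocyte differentiation list and the collagen family. The highest were 23, 17 and 14 for the first 3 of these (without BMAd-*Pnpla2*-/- AL replicate 2), 3 for fatty acid biosynthesis (without BMAd-*Pnpla2*+/+ CR replicate 4), and 4 each for the last 2 (without BMAd-*Pnpla2*+/+ CR replicate 2). In BMAd-*Pnpla2*+/+ mice the myeloid leukocyte differentiation list ranged from 12 to 21 and the collagen family from 5 to 20, lowest without BMAd-*Pnpla2*+/+ CR replicate 2. The first component ranged from 48.32% to 54.75% and the second component from 20.72% to 27.46%.

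Signs of the interaction changed with single samples left out for *Adipoq* (-0.33 to 0.81), *Lox* (-0.39 to 0.21), *Plin1* (-0.37 to 0.70) and *Scd1* (-0.19 to 0.97), as did that of *mt-Nd6* with CR in BMAd-*Pnpla2*+/+ mice (-0.13 to 0.43). Of named-gene results 1332 stayed, 21 reversed, 62 grew weaker and 13 stronger.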

Differences from the paper's values

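The settings of DESeq2 with ashr, alone and with the unstranded counts, of genes alike on both counts, and of BMAd-*Pnpla2*-/- CR against BMAd-*Pnpla2*+/+ AL samples were chosen only after the values of the paper were compared. ashr was taken up after the log2 fold changes without shrinkage, with the normal prior, with apeglm and with ashr had been compared with the table of Figure 5B. Here 2 counts or percents are taken to differ when the larger is over 1.5 times the smaller, and 2 log2 fold changes when their signs differ or they lie further apart than the larger of the paper's error and the error here. Of the choices made before the data were seen, those that brought a value within these limits are named with their value, and all others left it outside. A value within a limit need not equal that of the paper.

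For genes past the criteria the paper gives 1026 with CR in BMAd-*Pnpla2*+/+ mice, and 1599 were found. The value came within the limit with a mean of at least 50 counts (977), DESeq2 with apeglm (1343), only the groups compared (1274), padj under 0.01 (763), the replicate block (1457), and without BMAd-*Pnpla2*+/+ AL replicate 2 (1265), replicate 3 (1229) or replicate 4 (1352) or BMAd-*Pnpla2*+/+ CR replicate 2 (1049) or replicate 3 (1051). The added settings gave 1016 with ashr, 982 with the unstranded counts and ashr, and 1300 with genes alike on both counts. A second run with ashr also used all genes of the matrix, with other settings of DESeq2, and gave 1025 genes past the criteria. The table of Figure 5B as read here holds 1025 genes. Its log2 fold changes differed from those of ashr by a median of 0.000668, and from those without shrinkage by 0.279.

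The paper gives 10 genes between BMAd-*Pnpla2*-/- and BMAd-*Pnpla2*+/+ mice AL, and 0 were found, with 719 at an unadjusted p under 0.05. DESeq2 without shrinkage (14) and with apeglm (10) lay within the limit, as did ashr with the deposited counts (10) or with the unstranded counts (10).

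For *Scd1* the paper's table gives a log2 fold change of 1.947 (stated error 0.567), and 2.517 was found. The value came within the limit with the first-strand counts (2.465), with apeglm (2.292), and without BMAd-*Pnpla2*+/+ AL replicate 2 (2.382), replicate 3 (2.371) or replicate 4 (2.373) or BMAd-*Pnpla2*+/+ CR replicate 2 (2.499) or replicate 3 (2.228). ashr gave 1.95 and the unstranded counts with ashr 1.943.

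For *Adipoq* it gives 1.595 (0.572), and 2.23 was found. The value came within the limit with the first-strand counts (1.629), with apeglm (1.992), and without BMAd-*Pnpla2*+/+ AL replicate 3 (2.091) or replicate 4 (2.156) or BMAd-*Pnpla2*+/+ CR replicate 2 (1.496). ashr gave 1.596 and the unstranded counts with ashr 1.577.

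For *Plin1* it gives 1.541 (0.515), and 2.069 was found. The value came within the limit with the first-strand counts (2.02), with apeglm (1.861), and without BMAd-*Pnpla2*+/+ AL replicate 2 (1.91), replicate 3 (2) or replicate 4 (1.939) or BMAd-*Pnpla2*+/+ CR replicate 2 (1.856) or replicate 3 (1.953). ashr gave 1.541 and the unstranded counts with ashr 1.523.

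For *Slc16a11* it gives 1.439 (0.582), and 2.097 was found. The value came within the limit with the unstranded counts (1.226), with apeglm (1.842), and without BMAd-*Pnpla2*+/+ AL replicate 1 (1.915) or BMAd-*Pnpla2*+/+ CR replicate 4 (1.904). ashr gave 1.439.

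For *Slc16a4* it gives 1.297 (0.654), and 2.119 was found. The value came within the limit with apeglm (1.819), and without BMAd-*Pnpla2*+/+ AL replicate 3 (1.908) or BMAd-*Pnpla2*+/+ CR replicate 2 (1.921). ashr gave 1.296.

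For *Tmem179* it gives 1.076 (0.995), and 3.219 was fitted. No BMAd-*Pnpla2*+/+ AL sample exceeded 3 counts, so the measured rise is a bound, at least 1.76-fold. The unstranded counts gave 2.719.

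For *Col1a1* it gives 1.074 (0.608), and 1.88 was found. With apeglm (1.489) it came within the limit, as it did without BMAd-*Pnpla2*+/+ AL replicate 4 (1.586) or BMAd-*Pnpla2*+/+ CR replicate 1 (1.367) or replicate 2 (1.671). ashr gave 1.073 and the unstranded counts with ashr 1.051.

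The paper gives 1060 genes between BMAd-*Pnpla2*-/- and BMAd-*Pnpla2*+/+ mice under CR, and 1056 were found. Of genes past the criteria, 2 were found with the unstranded counts of all samples, with the first-strand counts 7767 and with the reverse-strand counts of all samples 1708. The 66% of genes that the paper finds not past its criteria in BMAd-*Pnpla2*-/- mice was 63.9% here. The legend of Figure 5B names BMAd-*Pnpla2*-/- CR against AL for the second columns of its table. Their p-values differ by a median of 0.000636 on the log10 scale from those of BMAd-*Pnpla2*-/- CR against BMAd-*Pnpla2*+/+ AL samples, and by 0.868 from those of BMAd-*Pnpla2*-/- CR against BMAd-*Pnpla2*-/- AL samples. With ashr, 67.7% were not past the criteria in the first of these and 66.0% in the second.

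The paper's cluster 2, of genes that rise mildly with CR and further in BMAd-*Pnpla2*-/- mice, was not found as a cluster: *Slc16a11* and *Slc16a4* fell in the largest cluster. With the deposited counts 8 of the 13 genes of Figure 5—figure supplement 1D were higher past the criteria in BMAd-*Pnpla2*-/- than in BMAd-*Pnpla2*+/+ mice under CR, and with the unstranded counts 0 (2 at an unadjusted p under 0.05). For *Slc16a11* and *Slc16a4*, the unstranded differences between the genotypes under CR were -0.54 and 0.82, neither past the criteria. The paper's cluster 4 of 80 genes, lower with CR and with *Pnpla2* deficiency, was found only in part. The nearest cluster, of 34 genes, was lower with CR in BMAd-*Pnpla2*+/+ mice and with deletion AL (medians -1.36 and -0.59). No gene of it met the criteria between the genotypes AL. Under CR it was higher in BMAd-*Pnpla2*-/- mice (median 1.22, or 0.79 with the unstranded counts). With CR in BMAd-*Pnpla2*-/- mice its median was 0.28, or 0.17 with the unstranded counts. The paper describes the rise of adipogenesis genes with CR as blunted, and that of *Lox* as largely eliminated, by *Pnpla2* deficiency. Here *Scd1*, *Adipoq*, *Plin1* and *Lox* rose past the criteria with CR in BMAd-*Pnpla2*-/- mice also, by log2 fold changes of 2.90, 2.30, 2.16 and 1.69. *Fasn* (1.02, padj = 0.157), *Pparg* (0.56, 0.18), *Cebpa* (0.24, 0.569) and *Lipe* (0.90, 0.0974) did not, and of the 34 tested genes of the adipogenesis list 18 did. With the unstranded counts *Lipe* rose past the criteria too, by 1.57, and 17 of the 34 genes did. The paper describes *Perm1*, *mt-Nd6* and *B3gat2* as induced in BMAd-*Pnpla2*-/- CR mice alone. On unstranded counts of all samples, their log2 fold changes between the genotypes under CR were -0.07, -0.42 and 0.34, and *mt-Nd6* measured 468.5 CPM in BMAd-*Pnpla2*+/+ AL samples.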

Other observations

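The test of library size, of the genes lower in BMAd-*Pnpla2*-/- CR samples, of the share with the unstranded counts, of the cell types and of the smaller response of the adipocyte list were chosen only after the result was seen.

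Of the genes that differed between BMAd-*Pnpla2*-/- and BMAd-*Pnpla2*+/+ mice under CR, 0 of the 515 higher and 1 of the 541 lower stayed past the criteria with the unstranded counts. When BMAd-*Pnpla2*-/- AL samples were counted without strand and BMAd-*Pnpla2*+/+ AL samples on the reverse strand, 751 of 17230 genes met the criteria, 352 higher and 399 lower, and 0 did with both on the reverse strand. Of the 751 genes 623 were among the 1056, all with the same sign. The change of count alone, computed within the BMAd-*Pnpla2*+/+ CR samples, had a median of 3.16 log2 units over the 515 genes, against 3.45 measured, and -1.44 over the 541, against -1.76. Over all genes its Pearson correlation with the measured log2 fold change was 0.905 and its Spearman correlation 0.313. These values indicate that the counting of 1 group without strand accounts for most of the 1056 genes. Library size, at a ratio of 1.13 between the medians of the groups, does not. An effect of *Pnpla2* deletion under CR is not excluded: with the unstranded counts 4052 genes had an unadjusted p under 0.05. Of 35 divisions of the 7 CR samples 4 gave as many, the real one included, with a median of 644.

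Among the 35 divisions of the CR samples with the deposited counts, 1 (the real one) gave as many as 1056 genes between the genotypes. The next gave 966 and 123. These 3 are among the 5 divisions that keep the unstranded libraries in 1 group, and the other 2 gave none. Of the 30 divisions that part these libraries 1 gave 1 gene and 29 none. The 5 divisions like the real one are too few to exclude chance. For CR in BMAd-*Pnpla2*+/+ mice 1 of 35 divisions, the real one, gave as many as 1599 genes, and the next gave 894. A trend with GC content and length of the genes was removed from each library, and 82.9% of those genes stayed past the criteria, so such a trend is not likely to be the source. The 0 genes between the genotypes AL were matched by 35 of 35 divisions. For CR in BMAd-*Pnpla2*-/- mice the real division gave 1655 and the other 9 of 10 none. The real one is also the only division that keeps the unstranded libraries in 1 group, and 1 of 10 is the smallest share that 10 divisions allow, so by the divisions alone chance and an effect of CR cannot be told apart.

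The share of BMAd-*Pnpla2*+/+ genes not past the criteria in BMAd-*Pnpla2*-/- mice was 63.9%. In 15 simulations in which both genotypes respond alike, with log2 fold changes shrunken by ashr and 1019 genes past the criteria on average, the comparison of 3 against 3 samples gave 48.9% (45.8 to 51.5%). A repeat of the comparison of 4 against 4 in another simulation gave 42.2% (40.2 to 44.5%), so most of the 48.9% came with a threshold applied in 2 comparisons, and fewer samples could account for only a small part. With counts taken without strand, the share was 71.46%, so the counting does not raise it. Simulations of the unstranded counts gave 47.1 to 52.8%. Among 35 divisions of the 7 CR samples 11 gave a share as high as 71.46%, with a median of 59.75% and a highest of 88.66%, so the share may reflect which CR samples fell together. The measured share lies above the simulations, but without BMAd-*Pnpla2*+/+ CR replicate 2 the share not past the criteria was 53.1%, near their top, so a smaller response in BMAd-*Pnpla2*-/- mice and the threshold with fewer samples cannot be told apart for the rest of the share.

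Of the 1599 genes 82.8% had opposite signs in their response to CR and in the difference between genotypes under CR. Both use the BMAd-*Pnpla2*+/+ CR samples, and in simulations without an effect of deletion 64.3% (61.0 to 67.4%) had opposite signs. The measured share lies above these, but without BMAd-*Pnpla2*-/- CR replicate 1 it was 77.19%, less than the 10 points set before from their top, so the shared samples and a smaller response cannot be told apart for the rest. Of 35 divisions of the CR samples 8 gave as high a share as the 85.39% of the unstranded counts.

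A single shift of every gene alike under CR was considered as a source of the genes past the criteria. The adipocyte list rose and the pro-B and pre-B cell list fell, with medians 5.675 log2 units apart, so such a shift is not likely to be the cause. A change in the shares of the cell types would also move lists apart, so these values do not exclude it. In bulk RNA, a larger share of adipocytes or more RNA per adipocyte would look the same. Over the 8 lists of cell type genes, edgeR log2 fold changes with CR in BMAd-*Pnpla2*+/+ mice had medians of 2.15 for adipocytes, -3.52 for pro-B and pre-B cells, -0.68 for neutrophils, -0.60 for erythroid cells, 0.82 for osteoblasts, 1.55 for osteoclasts, 0.72 for endothelial cells and -0.64 for skeletal muscle. With limma's camera the adjusted p was under 0.05 for 6 of them, all but erythroid cells and skeletal muscle. With fry it stayed so for adipocytes (0.00113), pro-B and pre-B cells (8.45e-05), neutrophils (0.016) and endothelial cells (0.0301), and with an estimated correlation for none. Within BMAd-*Pnpla2*-/- mice it was so under fry for adipocytes (0.00289) and pro-B and pre-B cells (8.4e-05).

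Between the genotypes AL the adipocyte list had a median of -1.42 (limma's camera, adjusted p = 1.13e-10, and fry 0.275), and under CR of -1.17 (camera 0.00405, fry 0.154). Its response to CR differed between the genotypes by 0.02 log2 units with the unstranded counts (exact permutation p = 0.989), so the adipocyte genes may be lower in BMAd-*Pnpla2*-/- mice on both diets, and whether they respond less to CR cannot be told apart from no difference. The skeletal muscle list had 2.05 between the genotypes under CR (camera 0.00405, fry 0.154), carried by 2 of the 3 BMAd-*Pnpla2*-/- CR samples in which *Acta1* measured 12.39 and 40.8 CPM. The erythroid list had 0.78 (camera 0.0305, fry 0.233).

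Haemoglobin genes held 2.26% of the counts in BMAd-*Pnpla2*+/+ AL, 2.32% in BMAd-*Pnpla2*+/+ CR, 3.48% in BMAd-*Pnpla2*-/- AL and 3.72% in BMAd-*Pnpla2*-/- CR samples, and mitochondrial genes 1.20%, 1.73%, 1.41% and 2.47%. The 10 largest genes of each sample held 6.92%, 8.26%, 8.18% and 8.81%.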
